# A male-pheromone-elevated transcription factor ZNF362.1 in female schistosomes determines sexual maturation

**DOI:** 10.1126/sciadv.aec6907

**Published:** 2026-03-06

**Authors:** Mengjie Gu, Wenjun Cheng, Shan Li, Gongwen Chen, Xu Chen, Ruiqi Jiang, Minwei Yuan, Jing Wang, Wei Zhang, Cun Yi, Yuxiang Xie, Xiaoling Wang, Wei Hu, Jipeng Wang

## Abstract

Egg production by female schistosomes drives both transmission and pathology of schistosomiasis, affecting over 200 million people. Female maturation relies on the male-derived pheromone β-alanyl-tryptamine (BATT), but underlying molecular mechanisms are unclear. We identified the BATT-responsive transcription factor gene *znf362* as a key regulator of female reproductive development. Functional studies showed that *znf362.1*, but not *znf362.2*, is essential for BATT-induced ovary and vitellaria maturation. Single-cell transcriptomics and in situ hybridization revealed up-regulation of *znf362.1* in oocytes and vitellaria S_1_ cells after BATT exposure. Multiomics analysis showed ZNF362.1 directly activates *Smp_349410*, a female gonad-specific gene encoding a CPEB1 homolog. Loss of *znf362.1* or *Smp_349410* impaired oocyte and vitellocyte differentiation without affecting progenitors. Mechanistically, *Sm*CPEB1 promotes female ovary development by regulating polyadenylation of cyclin B1 mRNA and drives S_1_ cell differentiation in the vitellaria. These findings define a transcriptional and post-transcriptional axis, BATT-*znf362.1*-*cpeb1*, that initiates female sexual maturation, offering mechanistic insight into schistosome reproduction and potential targets for schistosomiasis control.

## INTRODUCTION

Schistosomiasis, caused by parasitic flatworms of the genus *Schistosoma*, is a major zoonotic disease affecting over 200 million people across 78 countries (*1*). The primary agents of pathogenesis and transmission are the eggs produced by sexually mature female worms. A single adult female can produce hundreds to over a thousand eggs per day, depending on the species (*2*), which become lodged in host tissues such as the liver, mesentery and urogenital organs. As these eggs develop, they release antigens that elicit a host immune response, initiating granulomatous inflammation and, over time, causing severe chronic pathologies including liver fibrosis, portal hypertension, splenomegaly, and ascites (*3*, *4*). In contact with freshwater, eggs excreted via feces or urine hatch into miracidia, which infect intermediate snail hosts and perpetuate the parasite’s life cycle.

The sexual maturation of female schistosomes is a prerequisite for egg production. Two specialized reproductive organs are involved: the ovary, which generates mature oocytes, and the vitellaria, which produce eggshell precursors and nutritional material for the developing embryo (*5*). As dioecious flatworms, a rarity among Platyhelminths, schistosomes exhibit a unique mode of reproduction. Notably, female schistosomes cannot complete the development of their reproductive organs in the absence of a male. Instead, continuous physical pairing with the male worm, via his gynecophoral canal, is essential to trigger and maintain female sexual maturation. This phenomenon of male-induced female development was first described in 1928 (*6*). More recently, a dipeptide pheromone synthesized by male worms, β-alanyl-tryptamine (BATT), was identified as the key molecular cue responsible for initiating this developmental process in females (*7*). However, the downstream mechanisms by which female schistosomes interpret and respond to BATT signals to initiate sexual maturation remain largely unknown.

Adult *Schistosoma* parasites comprise more than 70 distinct cell types across various tissues (*8*). Organ development is governed by the differentiation of stem cells, not only within somatic tissues but also in the germline. In virgin females that have never paired with a male, the ovary and vitellaria are populated predominantly by undifferentiated stem-like cells, germline stem cells (GSCs) in the ovary and S_1_ cells in the vitellaria (*8*, *9*). Upon pairing with males, these progenitor cells undergo differentiation into mature cell types that constitute fully functional reproductive organs. This developmental process is reversible: When adult females are separated from their male partners, their ovaries and vitellaria gradually regress to an immature, undifferentiated state (*10*). Transcription factors (TFs) are pivotal regulators in organogenesis by orchestrating gene expression programs that regulate cell fate determination, differentiation, morphogenesis, and tissue patterning (*11*–*13*). Recent studies have identified several TFs involved in schistosome sexual development, including *onecut-1*, which governs GSC fate in male testes (*14*); *vitellogenetic factor 1*, required for vitellaria maturation (*15*); and *retinoic acid receptor* (*rar*), which regulates oocyte differentiation (*16*). However, these factors appear to function in a tissue-specific manner and do not explain how both female reproductive organs are simultaneously induced by BATT. This suggests the existence of a common upstream regulator that coordinates ovary and vitellaria maturation in response to male-derived cues.

In this study, we performed RNA interference (RNAi) screening of BATT–up-regulated genes in females at early stages postpairing, as identified by transcriptomic analysis. We discovered a transcription factor essential for the maturation of both the ovary and vitellaria. This transcription factor, encoded by a gene with two isoforms, acts specifically through its longer isoform, *znf362.1*, which is required for female sexual development. Using single-cell RNA sequencing (scRNA-seq), we characterized the dynamic expression profile of *znf362.1* at high resolution. Integrated multiomics and functional analyses revealed that ZNF362.1 directly regulated the transcription of the gonad-specific gene *cpeb1*, which in turn promoted meiosis resumption in the ovary by modulating polyadenylation of cyclin B1 mRNA and drives S_1_ cell differentiation in the vitellaria. These findings provide original insights into the molecular mechanisms governing female sexual maturation in schistosomes and elucidate a critical regulatory pathway linking male-derived signals to coordinated organ development. Understanding the core transcriptional networks that control parasite reproduction offers a potential foundation for developing strategies in schistosomiasis control.

## RESULTS

### Male-derived pheromone BATT stimulates expression of the transcription factor *znf362* to initiate female sexual development

Virgin female schistosomes initiate sexual organ development only after the male-derived pheromone BATT is detected during pairing. To pinpoint genes that act downstream of BATT in females, and that are not merely induced by physical pairing, we performed reanalysis for published transcriptomic data from virgin females examined 3 days after pairing with either control males or with *gli1*-RNAi males that can pair normally but cannot synthesize BATT (*7*) (Fig. 1A). In females paired with control males, 45 genes were significantly up-regulated compared with unpaired virgins {[B] versus [A]; Log_2_FC ≥ 1, adjusted *P* (*P*.adj) < 0.05} (tables S3 and S4). Among these, nine genes did not show induction in females paired with *gli1*-RNAi males relative to those paired with control males ([D] versus [B]; Log_2_FC < 0, *P*.adj < 0.05), suggesting strict dependence on BATT signaling (Fig. 1A). RNAi screening of the nine candidates revealed that knockdown of *Smp_169260* blocked male-pheromone-induced sexual maturation of virgins and subsequent oviposition (Fig. 1, B and C, and fig. S1). Fast Blue BB and 4′,6-diamidino-2-phenylindole (DAPI) staining showed well-developed vitellaria with differentiated vitellocytes and mature ovaries in control-RNAi females, whereas *Smp_169260*-silenced females remained immature (Fig. 1D). Hydrochloric carmine staining further demonstrated that there were no mature oocytes in ovaries of the females from *Smp_169260*-RNAi group (fig. S2). To exclude the possibility that the elimination of proliferative stem cells caused this phenotype, we performed EdU incorporation assays. After 7 days of RNAi, proliferative cells in *Smp_169260*-RNAi females were comparable to that of the controls (Fig. 1E), suggesting that *Smp_169260* controls stem cell differentiation rather than their maintenance.

**Fig. 1.**
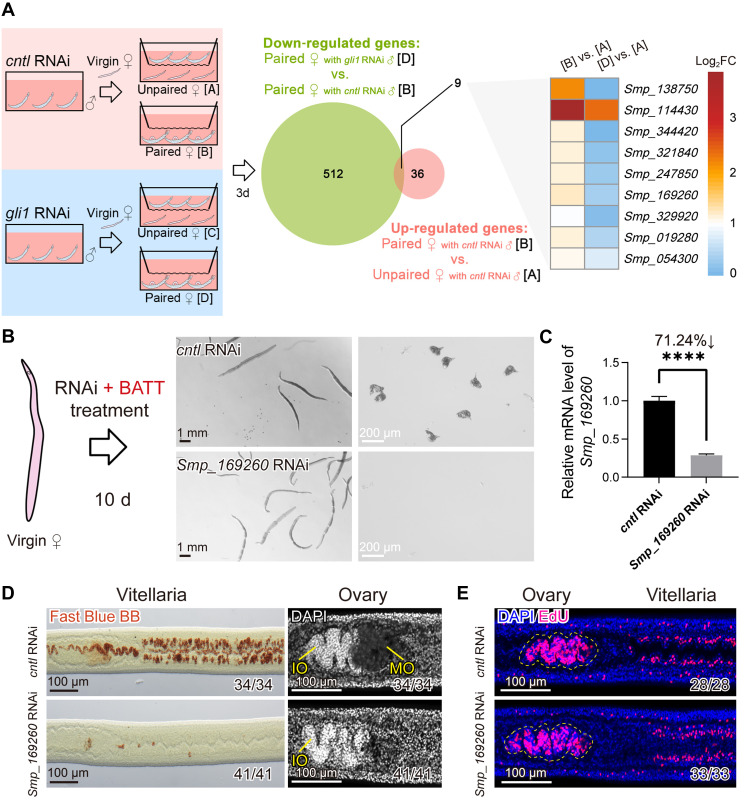
BATT-induced *znf362* regulates sexual maturation in virgin female schistosomes. (**A**) RNA-seq analysis identified nine genes in virgin females whose expression were up-regulated in response to male pheromone stimulation at 3 days (d) postpairing. The [B] versus [A] comparison identifies genes in virgin females that become up-regulated after pairing with control males capable of producing BATT. In contrast, the [D] versus [A] comparison reveals genes up-regulated in virgin females after pairing with BATT-deficient males (*gli1*-knockdown males that have lost the ability to produce BATT). *n* = 3. (**B**) Light microscopy showing morphology and oviposition of virgin females following control or *Smp_169260*-RNAi treatment in vitro for 10 days. Left, diagram showing the dsRNA treatment process; middle, whole-worm morphology (scale bars, 1 mm); right, egg morphology (scale bars, 200 μm). *n* = 3. (**C**) qPCR detection for *Smp_169260* knockdown in virgin females after 10 days of RNAi treatment. *n* = 3. Data are presented as mean ± SD. ****P < 0.0001. (**D**) Fast Blue BB and DAPI staining of vitellaria and ovaries in control or *Smp_169260*-RNAi virgin females after 10 days of treatment. Mature vitellaria stained reddish-brown with Fast Blue BB (left). In the ovary (right), immature oocytes (IO) appear as compact, DAPI-intense regions, while mature oocytes (MO) are lightly stained with larger cell volume. *n* = 3. Scale bars, 100 μm. (**E**) EdU labeling of proliferative cells in the ovaries and vitellaria following 7 days of treatment with control or *Smp_169260* dsRNA. EdU-positive cells are shown in magenta; nuclei were counterstained with DAPI (blue). The ovaries are outlined with yellow dashed lines. *n* = 3. Scale bars, 100 μm. Unpaired Student’s *t* test was applied for (C).

*Smp_169260*, annotated as a “putative zinc finger protein” in the WormBase ParaSite database (https://parasite.wormbase.org/), encodes two transcript variants: *Smp_169260.1* and *Smp_169260.2*, with coding sequence lengths of 5919 and 4254 bp, respectively (fig. S3). The predicted protein isoforms share a C-terminal region comprising 1403 amino acids, but differ in their N termini. Specifically, Smp_169260.1 contains a longer unique N-terminal extension of 569 amino acids, whereas Smp_169260.2 has a minimal N-terminal region of only 14 amino acids. Both isoforms harbor an identical zinc finger domain of 161 amino acids. Protein BLAST analysis identified homologous proteins in several model organisms, including zinc finger protein 362 (ZNF362) in *Homo sapiens* and *Danio rerio*, Rotund in *Drosophila melanogaster*, and LIN-29 in *Caenorhabditis elegans*. Both Rotund and LIN-29 are homologs of mammalian ZNF362 and belong to the Krüppel C2H2-type zinc finger protein family (*17*–*20*). Furthermore, the zinc finger domains are highly conserved across these species (fig. S4). On the basis of these findings, we designated *Smp_169260* as *znf362* in schistosomes.

### The longest isoform *znf362.1* is required for BATT-induced sexual maturation in virgin schistosomes

Previously performed RNAi used a double-stranded RNA (dsRNA) fragment targeting both isoforms of *znf362*. To dissect the individual contributions of the two transcripts of *znf362* to female sexual development, we respectively synthesized isoform-specific dsRNAs targeting *znf362.1* and *znf362.2* (fig. S5A). As shown in Fig. 2 (A to C) and fig. S5 (B to D), knockdown of *znf362.1*, but not *znf362.2*, abolished sexual maturation and egg production in virgin females. Histological analyses using Fast Blue BB and DAPI staining revealed disrupted cellular differentiation in both the vitellaria and ovaries of *znf362.1*-RNAi females, phenocopying the defects we observed when both *znf362* isoforms were knockdown. Quantitative polymerase chain reaction (qPCR) confirmed that RNAi using isoform-specific dsRNA selectively reduced the target isoform without affecting the expression of the other isoform (fig. S5E). Moreover, EdU incorporation assays demonstrated that GSCs and S_1_ cells were still present in these tissues (Fig. 2D), indicating that *znf362.1* knockdown did not affect the maintenance of these proliferating cell populations.

**Fig. 2.**
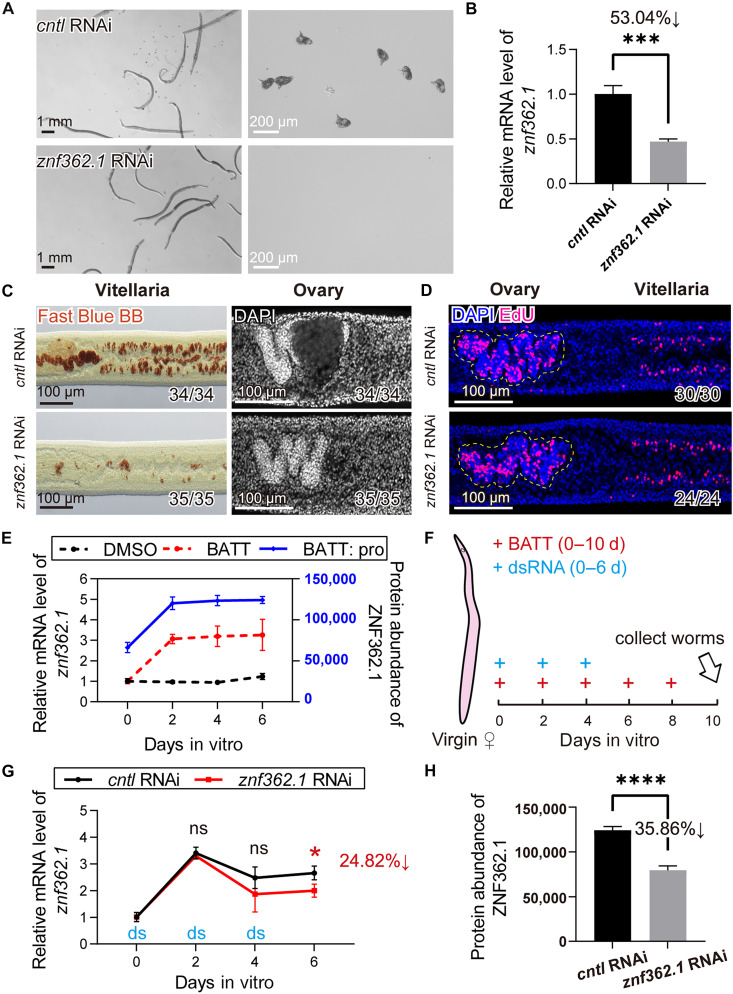
The longest transcript isoform *znf362.1* is essential for the reproductive development of virgin female schistosomes. (**A**) Light microscopy showing morphology and oviposition of virgin females after 10 days of in vitro treatment with control or *znf362.1* dsRNA. *n* = 3. Scale bars: whole-worm morphology, 1 mm; and egg morphology, 200 μm. (**B**) qPCR detection for *znf362.1* knockdown after 10 days of RNAi treatment. *n* = 3. Data are presented as mean ± SD. ***P < 0.001. (**C**) Fast Blue BB and DAPI staining of vitellaria and ovaries in control and *znf362.1*-RNAi virgin females after 10 days of treatment. Fast Blue BB staining of vitellaria (left); DAPI staining of ovaries (right). *n* = 3. Scale bars, 100 μm. (**D**) EdU labeling of proliferative cells in the ovaries and vitellaria following 7 days of treatment with control or *znf362.1* dsRNA. EdU-positive cells appear in magenta; nuclei are counterstained with DAPI (blue). The ovaries are outlined with yellow dashed lines. *n* = 3. Scale bars, 100 μm. (**E**) Quantification of *znf362.1* transcript and protein levels from D0 to D6 after BATT induction. Black and red dashed lines indicate transcript levels, while the blue solid line represents protein abundance. *n* = 3 to 4. Data are presented as mean ± SD. (**F**) Schematic diagram of the experimental design for 6-day RNAi treatment on female worms. (**G**) qPCR quantification of *znf362.1* transcript levels from D0 to D6 in control and RNAi-treated groups (*P = 0.03). *n* = 3. Data are presented as mean ± SD. (**H**) ZNF362.1 protein abundance at D6 in control and *znf362.1*-RNAi groups, as determined by DIA-based quantitative proteomics (****P < 0.0001). *n* = 4. Data are presented as mean ± SD. Unpaired Student’s *t* test was applied for [(B), (E), (G), and (H)].

Next, we examined the expression dynamics of *znf362.1* in virgin *S. mansoni* following BATT induction. qPCR analysis revealed a significant up-regulation of *znf362.1* mRNA, with a 3.05-fold increase at day 2 (D2) post-BATT treatment (*P* < 0.001), which remained elevated at D6 (3.25-fold versus D0, *P* < 0.01) (Fig. 2E and table S5). In contrast, control females without BATT exposure maintained low expression levels throughout the 0 to 6 day period. Proteomic sequencing confirmed a corresponding increase at the protein level: ZNF362.1 abundance rose by 81.45% at D2 (*P* < 0.0001) and remained high on D6, showing an 87.35% increase relative to D0 (*P* < 0.0001) (table S5). These findings indicate that *znf362.1* is rapidly and robustly induced in response to BATT stimulation.

To confirm that the early time window of sexual maturation (D0 to D6 after BATT induction) is critical, we performed *znf362.1* RNAi in a time window, and assessed the temporal dynamics of its transcript abundance. Virgin females were cultured in A169 medium supplemented with BATT every other day for a total of 10 days. We added *znf362.1*-specific dsRNA at D0, D2, and D4 (Fig. 2F). qPCR analysis revealed no significant difference in *znf362.1* mRNA expression between control and RNAi groups during the initial 4 days. By D6, RNAi significantly reduced *znf362.1* transcripts by 24.82% compared to that in controls (*P* = 0.03) (Fig. 2G and table S6). Consistently, RNAi decreased ZNF362.1 protein level by 35.86% at D6 post-RNAi (*P* < 0.0001) (Fig. 2H and table S6). Fast Blue BB and DAPI staining at D10 confirmed that this RNAi regimen effectively impaired sexual maturation in virgin females in the presence of BATT signaling (fig. S6).

### Single-cell profiling reveals *znf362.1* expression dynamics upon BATT induction

Whole-mount in situ hybridization (WISH) revealed that *znf362.1* expressed broadly throughout virgin female schistosomes, with a potential enhancement in signal intensity following BATT treatment for 6 days (Fig. 3A). In adult females, the expression pattern of *znf362.1* was similar expression pattern to that observed in virgin stages. Given its essential role in female sexual development, fluorescence in situ hybridization (FISH) was further performed to detect its expression in reproductive organs. As shown in Fig. 3B, *znf362.1* expressed in the ovaries, with stronger signals detected in mature oocytes than in immature oocytes. In addition, *znf362.1* colocalized with *vitellogenic factor 1* (*vf1*), a specific marker for S_1_ cells in the vitellaria of virgin females. These results indicate that *znf362.1* expressed in both GSCs and S_1_ cells, albeit at relatively low abundance in virgin females.

**Fig. 3.**
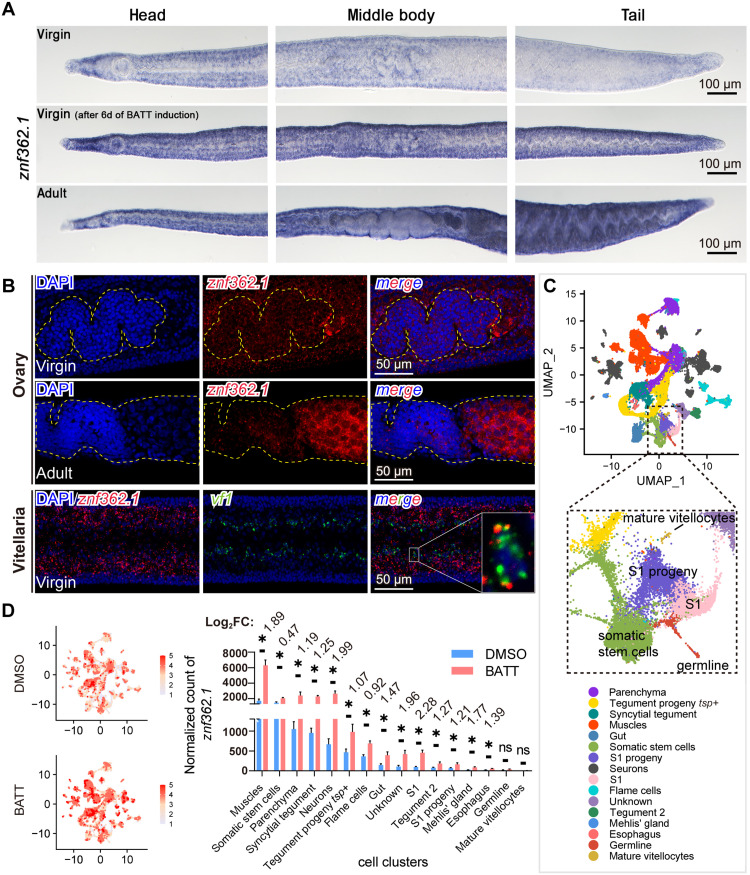
Expression profile of *znf362.1* and its single-cell dynamics in response to BATT stimulation. (**A**) WISH showing *znf362.1* expression in virgin females, virgin females treated with BATT in A169 for 6 days, and adult females. Purple staining indicates mRNA localization. Scale bars, 100 μm. Representative images of *n* > 12 parasites from three biological replicates. (**B**) FISH showing *znf362.1* expression in the ovaries and vitellaria of virgin females, and in the ovaries of adult females. Scale bars, 50 μm. Representative images of *n* > 12 parasites from three biological replicates. (**C**) UMAP plot of scRNA-seq data from virgin females, clustered on the basis of established cell type marker genes. (**D**) Single-cell resolution analysis of *znf362.1* expression in control and BATT-treated groups. Left: UMAP plots showing the relative expression level of *znf362.1*, with higher expression indicated by red. Right: Quantitative comparison of *znf362.1* expression across distinct cell types between control and BATT-treated groups at D2. *n* = 3. Data are presented as mean ± SD (*P.adj < 0.05).

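Virgin females were cultured for 2 days with 50 μM BATT or with 0.05% DMSO as the vehicle. From each group, 3 libraries of approximately 200 worms were made by droplet-based scRNA-seq, in which each captured RNA molecule carries a unique molecular identifier (UMI). The authors deposited the raw UMI counts that Cell Ranger gave per gene and barcode, over 9922 genes and without normalization. The DMSO libraries held 28919, 30363 and 31242 barcodes with 87619195, 91886797 and 102715379 UMIs, and the BATT libraries 29677, 25624 and 20455 barcodes with 89174188, 81183001 and 65585191 UMIs. The methods state approximately 10000 loaded cells per sample. Barcodes with 200 to 3000 genes, 200 to 7500 UMIs and at most 10% mitochondrial UMIs were kept, as in the methods. This left 25405, 26826 and 26468 cells with DMSO and 26928, 22577 and 16992 with BATT. The methods also call cells only above 10% of the 99th percentile of UMIs. This 99th percentile limit was applied here only as an alternative, chosen after the data were seen. It left 11139, 12081 and 12637 cells with DMSO and 13206, 10551 and 8039 with BATT. The reported values therefore cover more barcodes than the paper's rule would keep. The upper limits removed 2306, 2286 and 3076 barcodes with DMSO and 2165, 2298 and 1969 with BATT, so the deepest cells are not part of the values. The median kept cell had 1629, 1664 and 1737 UMIs in the DMSO libraries and 1716, 1723 and 1676 in the BATT libraries. Counts were log-normalized and scaled within each library, in place of the anchor integration the authors used, and cells were clustered by the Leiden algorithm at resolution 1.6. znf362, Smp_349410 and the 20 genes of fig. S10 were left out of the genes used for clustering. A cluster is called after a cell type, as in S1-like, from markers listed before the data were examined. Because cells of 1 library are not independent replicates, UMIs were summed per library and cell class, and the 3 BATT sums were compared with the 3 DMSO sums by edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg (BH) adjustment over the genes tested in that class. Levels are UMIs of a gene per 10000 UMIs of the class (mean ± SD, n = 3 libraries).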

To further resolve tissue-specific responses to BATT induction, we performed scRNA-seq on virgin females at D2 post-BATT or dimethyl sulfoxide (DMSO) treatment. Owing to the use of 3′-end scRNA-seq, which does not distinguish transcripts with shared 3′ regions, we considered potential contamination by *znf362.2*, which shares its 3′ coding sequence with *znf362.1*. To address this, we quantified the expression dynamics of *znf362.2* over the 0- to 6-day BATT induction period using qPCR. The data showed that *znf362.2* mRNA levels temporarily increased within 2 to 4 days (fig. S5F and table S7). The relative expression ratios of *znf362.1* to *znf362.2* were 6.69-, 12.18-, 12.31-, and 14.52-fold at 0, 2, 4, and 6 days postinduction, respectively. These findings indicate that *znf362.2* contributed less than 7.59% to the total *znf362* transcript pool following BATT treatment, confirming that the scRNA-seq data primarily reflect *znf362.1* expression. Therefore, we interpreted all the scRNA-seq signals annotated as *znf362* as *znf362.1* transcripts in subsequent analyses.

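The files list znf362 under 1 identifier, Smp_169260, with 1 count per barcode, so its values cover both isoforms. Summed over all kept cells, znf362 had 8871, 7524 and 7237 UMIs in the DMSO libraries and 25656, 18004 and 12131 in the BATT libraries. This is 1.33 ± 0.225 and 3.57 ± 0.593 per 10000 UMIs, a log2FC of 1.38 (SE 0.14, BH-adjusted p = 0.00428 by edgeR over 8838 genes), with every BATT library above every DMSO library. With each library left out in turn, the log2FC lay between 1.27 and 1.51, the widest range of the alternatives. In the same sums, 59 genes rose and 35 fell past the threshold, a BH-adjusted p under 0.05 by edgeR with a change of at least 1 log2, and 1376 genes had an unadjusted p under 0.05. Together 36 genes passed without DMSO replicate 2 and 62 without BATT replicate 1.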

On the basis of established schistosome marker gene profiles (*21*), we annotated cells from these virgin females to 16 major clusters (Fig. 3C and table S8), including both somatic cell types, parenchyma, tegument, muscle, gut, neurons, flame cells, Mehlis’ gland, esophageal gland, and uncharacterized populations, and stem cell populations such as somatic stem cells (neoblasts), GSCs, and vitellarium stem cells (S_1_ cells). 

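The kept virgin cells fell into 64 clusters at resolution 1.6 and 49 at resolution 0.8. Of 59 listed marker entries, 50 are in the files. A name needed at least 3 markers of a type, each found in 10% or more of the cells of a cluster at a log2 level at least 1 above the median of the other clusters. This gave 29615 tegument-like cells in 8 clusters, 27884 muscle-like cells in 10, 25791 neuron-like cells in 17, 7256 S1-like cells in 2, 5710 gut-like cells in 3, 5605 somatic stem-like cells in 3 and 1498 esophageal gland-like cells in 3. The other 18 clusters stayed unnamed and are given by number, and parenchyma and Mehlis' gland had fewer than 3 listed markers. The S1-like class joins cluster 11 (3936 cells, median 867 UMIs) and cluster 17 (3320 cells, median 4497 UMIs), both with vf1, h2b and plk1. S1 and somatic stem markers share h2b and plk1, so these classes were told apart by which of vf1 and nanos-2 was found in more cells of a cluster. Cluster 17 also had nanos-2 and the other 4 somatic stem markers past these limits. Germline markers were found in cluster 54 (361 cells, median 5134 UMIs), which also held cells with ataxin2 and stayed unnamed. Cluster 0 came mostly from the libraries numbered 3, with 3495 cells from DMSO replicate 3 and 2089 from BATT replicate 3.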

Notably, we detected a small population of mature vitellocytes (marked by *ataxin2/Smp_167830*) even in virgin females without BATT induction (fig. S7A). 

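Cells with 10 or more UMIs of ataxin2 numbered 9, 12 and 6 in the DMSO libraries and 8, 9 and 3 in the BATT libraries, and 43 of these 47 cells lay in the part of cluster 54 with ataxin2. That part held 19, 22 and 20 cells with DMSO and 21, 21 and 9 with BATT. In its larger subcluster (66 cells, median 3753 UMIs), ataxin2 was found in 89.4% of cells, at 63.1 UMIs per 10000. A single UMI does not mark such a cell: 0.665% ± 0.437 of all cells with DMSO and 0.502% ± 0.355 with BATT had 1 or more (library medians of 1629 to 1737 UMIs per cell), against 0.604% and 0.407% of muscle-like cells (median 2032 UMIs). The groups overlapped (two-sided exact permutation test, p = 0.5, where 3 libraries against 3 give no p below 0.1). The difference in this share, -0.163 percentage points, turned to 0.0039 without DMSO replicate 2 and to 0.0411 without BATT replicate 3, each of which leaves a replicate pair incomplete. Within pairs of the same replicate number the share was lower with BATT in 3 of 3, from 0.827, 0.999 and 0.17% to 0.668, 0.744 and 0.0942%.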

Although virgin females did not show mature oocytes (marked by *bmpg/Smp_078720*), we observed GSC progeny (marked by *meiob/Smp_333540*) under both conditions, suggesting a limited differentiation capacity in the absence of BATT. 

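Of 145196 kept virgin cells, 0 had 10 or more UMIs of bmpg, which allows a share of such cells of up to 0.00207%, whereas 18 cells of the adult library did, all of them germline-like and with up to 67 UMIs. At least 3 were found in 4 kept virgin cells, 1, 1 and 2 of them in the BATT libraries. Among barcodes above the upper limits, 1, 0 and 7 in the DMSO libraries and 4, 1 and 1 in the BATT libraries had 10 or more, up to 36 UMIs. The share of kept cells with a bmpg UMI was 0.236% ± 0.0751 with DMSO and 0.485% ± 0.0799 with BATT, higher in every BATT library than in every DMSO library (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Muscle-like cells (median 2032 UMIs, against 1629 to 1737 per library over all cells) showed 0.0502% and 0.20%. With each cell thinned to 500 UMIs, which left out 0 cells, the shares were 0.0538% and 0.109%. For meiob, 43 cells had at least 3 UMIs, 2, 4 and 23 in the DMSO libraries and 3, 3 and 8 in the BATT libraries, and 42 of them lay in the part of cluster 54 with boule. That part held 26, 20 and 105 cells with DMSO and 39, 26 and 33 with BATT, so most of its DMSO cells came from DMSO replicate 3. In its subcluster of 112 cells, 80.4% had meiob. Over all cells, 0.224% ± 0.0685 with DMSO and 0.186% ± 0.0442 with BATT had a meiob UMI (same exact test, p = 0.5; lower with BATT in 3 of 3 pairs of the same number), and 0.107% and 0.0419% of muscle-like cells.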

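Flame cells were followed by Smp_335600, the only listed flame cell marker, which leads clusters 25 and 32. In these, the S1-like and the somatic stem-like clusters, at most 1 of the 10 genes that define a cluster changed with BATT. Only cells already placed in the class were tested, so a move of cells between clusters with BATT is not excluded. Together clusters 25 and 32 held 815, 951 and 812 cells in the DMSO libraries and 691, 586 and 574 in the BATT libraries, 859 ± 79.4 and 617 ± 64.4, a decrease of 28.2%. Every BATT library had fewer than every DMSO library (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow), and with each library left out the decrease lay between 24.2% and 32.5%. All kept cells together numbered 26233 ± 739 with DMSO and 22166 ± 4981 with BATT, a change of -15.5% (p = 0.4, same exact test). As a share of kept cells, clusters 25 and 32 went from 3.27% ± 0.245 to 2.85% ± 0.461, a log2FC of -0.20 (SE 0.15, unadjusted p = 0.221 and BH-adjusted p = 0.854 by edgeR), with groups that overlap. Somatic stem-like cells went from 1054 ± 66.7 to 815 ± 208 cells (-22.7%, exact p = 0.1) and S1-like cells from 1255 ± 222 to 1164 ± 560 (-7.23%, exact p = 1), which became 13.7% without BATT replicate 3. Over the 23 classes with at least 10 cells in every library, the lowest BH-adjusted p of the exact test was 0.657. In edgeR 0 of 23 shares had a BH-adjusted p under 0.05 (lowest 0.843) and 0 an unadjusted p under 0.05, whereas 3 passed (clusters 0, 34 and 40) with the replicate number as a block.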

Quantitative assessment of cell type abundance further revealed that flame cells were the only population significantly reduced (by 29.72%) in response to BATT at D2 (fig. S7B). 

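The znf362 response was tested in the 23 classes with at least 10 cells in every library. Muscle-like cells had 1832, 1467 and 1828 znf362 UMIs with DMSO and 6584, 4317 and 4020 with BATT, 1.33 ± 0.279 and 4.93 ± 0.633 per 10000 UMIs (log2FC 1.9, SE 0.15, edgeR BH-adjusted p = 0.00117). Neuron-like cells went from 1.07 ± 0.222 to 4.27 ± 0.609 (log2FC 1.97, SE 0.16, edgeR BH-adjusted p = 0.00164), tegument-like cells from 1.47 ± 0.242 to 3.67 ± 0.461 (log2FC 1.31, SE 0.11, edgeR BH-adjusted p = 0.00965) and gut-like cells from 0.273 ± 0.125 to 0.89 ± 0.282 (log2FC 1.64, SE 0.24, edgeR BH-adjusted p = 0.0173). Esophageal gland-like cells had 46, 80 and 36 UMIs with DMSO and 188, 132 and 62 with BATT (log2FC 1.5, SE 0.23, edgeR BH-adjusted p = 0.0336). Clusters 25 and 32, led by the flame cell marker Smp_335600, went from 1.49 ± 0.221 to 2.93 ± 0.402 (log2FC 0.97, SE 0.13, edgeR BH-adjusted p = 0.0127). In each of these, every BATT library was above every DMSO library. Somatic stem-like cells went from 3.22 ± 0.271 to 4.46 ± 0.439, also higher in every BATT library (log2FC 0.46, SE 0.090, edgeR BH-adjusted p = 0.333, unadjusted p = 0.000564), and with the replicate number as a block the log2FC was 0.47 (edgeR BH-adjusted p = 0.00015). Cluster 54, with the germline and ataxin2 cells, had 11, 10 and 23 UMIs with DMSO and 43, 23 and 16 with BATT (log2FC 1.4, SE 0.41, edgeR BH-adjusted p = 0.999, unadjusted p = 0.00583), also higher per 10000 UMIs in every BATT library.
The mean level rose with BATT in all 23 classes, and in 19 the edgeR BH-adjusted p over all genes of the class was under 0.05, all but clusters 0, 1 and 54 and the somatic stem-like class. Adjusted over the list alone, that is over the 23 p-values of znf362, 23 of 23 classes passed. Over all genes of the class, znf362 passed in 22 of 23 classes with the replicate number as a block and in 21 with DESeq2. Leaving out DMSO replicate 2 moved this number most, to 12. Some named classes did not pass when 1 library was left out, by edgeR BH-adjusted p. Tegument-like cells did not pass without DMSO replicate 1 (log2FC 1.41, adjusted p = 0.0553) or 2 (1.28, adjusted p = 0.0924) or BATT replicate 2 (1.33, adjusted p = 0.0807). Gut-like cells did not without DMSO replicate 2 (1.62, adjusted p = 0.133) or BATT replicate 1 (1.44, adjusted p = 0.0518). Esophageal gland-like cells did not without DMSO replicate 1 (1.36, adjusted p = 0.522), 2 (1.69, adjusted p = 0.0539) or 3 (1.47, adjusted p = 0.0558), or BATT replicate 1 (1.36, adjusted p = 0.33) or 2 (1.55, adjusted p = 0.171).

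**Figure D1:**
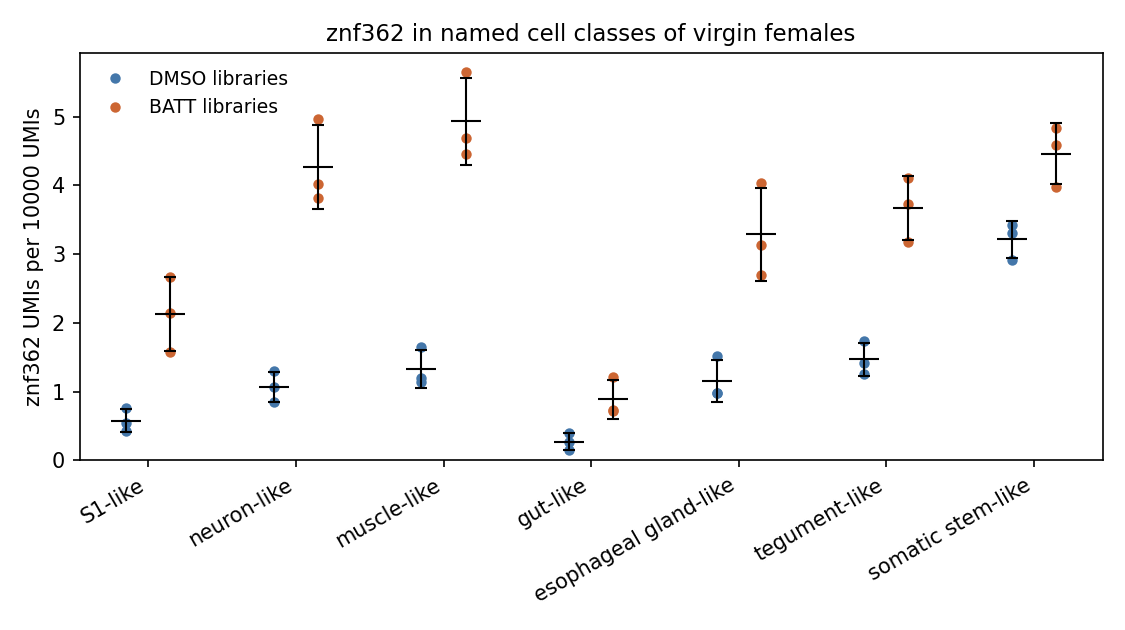
UMIs of znf362 per 10000 UMIs (y axis, from 0) in the named cell classes (x axis) of virgin females after 2 days with DMSO (blue) or BATT (orange); points are libraries, and the black line and bar give the mean ± SD (n = 3 libraries per group). The BATT libraries lie above the DMSO libraries in each class, and the somatic stem-like class starts from the highest DMSO mean, 3.22.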

Comparative expression profiling showed that *znf362* transcripts significantly increased (*P* < 0.05) across nearly all cell types following BATT treatment, except in GSCs and mature vitellocytes (Fig. 3D and table S9). 

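In S1-like cells, znf362 had 227, 182 and 144 UMIs in the DMSO libraries and 1125, 654 and 339 in the BATT libraries, 0.58 ± 0.169 and 2.13 ± 0.54 per 10000 UMIs, higher in every BATT library (log2FC 1.88, SE 0.26, edgeR BH-adjusted p = 0.0338). The log2FC lay between 1.7 and 2.12 with each library left out, and the edgeR BH-adjusted p was 0.231 without DMSO replicate 2 (log2FC 1.84) and 0.122 without BATT replicate 2 (1.9). Differences in response between classes were tested as an interaction of class and treatment in edgeR, BH-adjusted over the 22 other classes. The response was smaller than in S1-like cells in 11 of 22 classes, among them somatic stem-like (difference in log2FC -1.44, adjusted p = 1.4e-10) and tegument-like cells (-0.54, adjusted p = 0.0109), and larger in 0. Neuron-like (0.10, adjusted p = 0.684), muscle-like (0.026, adjusted p = 0.892), gut-like (-0.24, adjusted p = 0.327) and esophageal gland-like cells (-0.42, adjusted p = 0.114) could not be told from S1-like cells. The choice of S1-like clusters, made after the data were seen, moved this most: with cluster 17 alone 20 of 22 classes responded less, and with cluster 11 alone 1 responded less and 4 more. With cells above the 99th percentile limit, the paper's rule for calling cells, 17 of 21 classes responded less and 0 more. The sign of the muscle-like difference turned without DMSO replicate 1 (-0.057), DMSO replicate 2 (-0.015) or BATT replicate 3 (-0.13) and, in alternatives chosen after the data were seen, without the highest doublet scores (-0.043); with cells above the 99th percentile limit it was -0.31 and the neuron-like one -0.29. Without BATT replicate 1 the tegument-like difference had an edgeR BH-adjusted p of 0.0653 (-0.45), and without DMSO replicate 1 the esophageal gland-like one 0.00907 (-0.77).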

The most pronounced increase occurred in S_1_ cells within the vitellaria, highlighting this population as a primary site of *znf362.1* induction during early sexual development.

### Multiomics integration identifies *Smp_349410* as a key downstream target of ZNF362.1

Transcription factors modulate gene expression by binding to specific DNA motifs within the promoter regions of target genes. To elucidate the regulatory network governed by ZNF362.1 during female sexual maturation, we used DNA affinity purification sequencing (DAP-seq) to map genome-wide binding sites of the ZNF362.1 DNA binding domain (DBD) in females. Peak-calling analysis revealed that ZNF362.1 preferentially binds to intronic regions (40.56%) and distal intergenic regions (37.80%) of the genome, with 9.65% of peaks located within promoter regions (fig. S8, A and B, and table S10). Motif discovery analysis identified seven enriched sequence motifs (*E* value ≤0.05), among which the hexamer “AAAAAA” showed the highest enrichment (*E* value = 1.8 × 10^−811^) and a centrally enriched, unimodal distribution within ZNF362.1-bound peaks (Fig. 4A and fig. S8C).

**Fig. 4.**
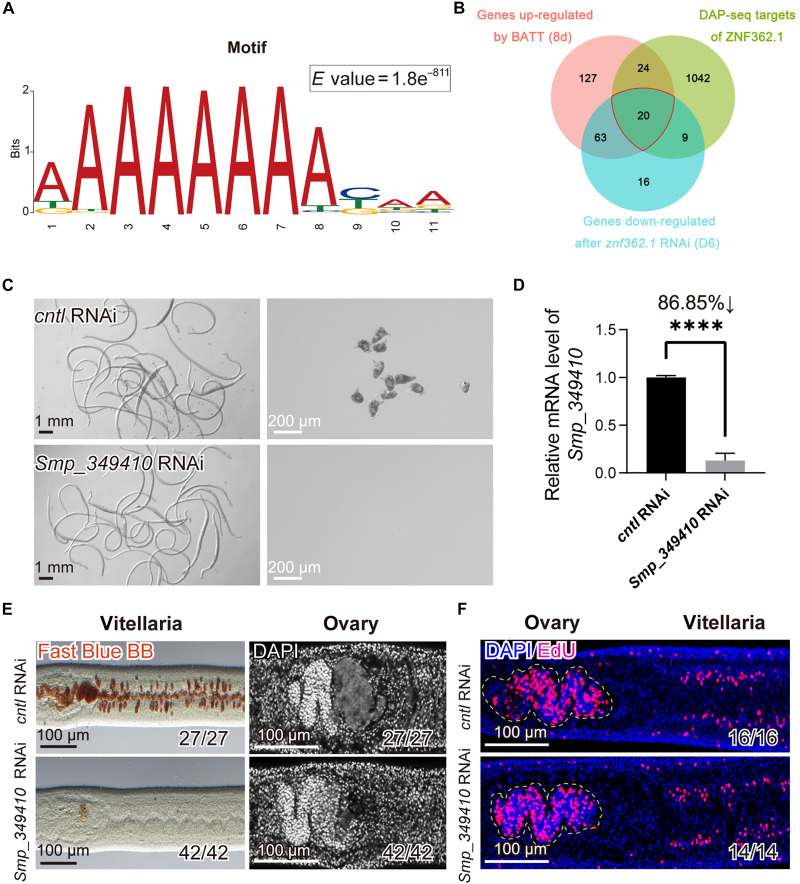
*Smp_349410* functions as a potential downstream target of ZNF362.1 in female sexual maturation. (**A**) Predicted DNA binding motif of ZNF362.1 with the highest probability, based on the DAP-seq findings. (**B**) Venn diagram showing the overlap among genes up-regulated after 8 days of BATT treatment, genes down-regulated after 6 days of *znf362.1* RNAi, and genes with promoter regions bound by the ZNF362.1 DBD as identified by DAP-seq. (**C**) Light microscopy showing morphology and oviposition of virgin females following 21 days of in vitro treatment with control or *Smp_349410* dsRNA (BATT inducing from D7). *n* = 3. Scale bars: whole-worm morphology, 1 mm; and egg morphology, 200 μm. (**D**) qPCR detection for *Smp_349410* knockdown in virgin females after 21 days of RNAi treatment (BATT inducing from D7). *n* = 3. Data are presented as mean ± SD. ****P < 0.0001. (**E**) Fast Blue BB and DAPI staining of vitellaria and ovaries in control and *Smp_349410*-RNAi virgin females after 21 days of treatment (BATT inducing from D7). Fast Blue BB staining of vitellaria (left); DAPI staining of ovaries (right). *n* = 3. Scale bars, 100 μm. (**F**) EdU labeling of proliferative cells in the ovaries and vitellaria following 7 days of treatment with control or *Smp_349410* dsRNA. EdU-positive cells appear in magenta; nuclei are counterstained with DAPI (blue). The ovaries are outlined with yellow dashed lines. *n* = 3. Scale bars, 100 μm. Unpaired Student’s *t* test was applied for (D).

To identify potential downstream genes regulated by ZNF362.1, we conducted RNA-seq after *znf362.1* RNAi. After 6 days of treatment, RNAi significantly down-regulated 108 genes (Fig. 4B, fig. S9, and table S11), of which BATT induction up-regulated 83 genes (table S12). Of the 83 genes, 20 contained the canonical ZNF362.1 binding motif within their promoter regions, suggesting they are direct transcriptional targets (table S13). 

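The 10 excluded genes of fig. S10 were compared across cell classes. In virgin cells of all 6 libraries, Smp_074710 and Smp_141450 had 133 and 122 UMIs in the ataxin2 part of cluster 54, or 4.18 and 3.84 per 10000, against 0.011 and 0.00892 in S1-like cells. Smp_000270 was at 0.723 and 0.0252, and the other 7 had at most 3 UMIs in the ataxin2 part. In S1-like cells, 4 of the 10 rose past the threshold, each in every BATT library. Smp_165360 went from 2, 4 and 6 UMIs to 83, 40 and 55 (log2FC 3.93, SE 0.46, edgeR BH-adjusted p = 0.0037), Smp_346370 from 2, 1 and 1 UMIs to 30, 17 and 12, Smp_137360 from 0, 2 and 1 UMIs to 23, 11 and 16 and Smp_327770 from 0, 0 and 2 UMIs to 58, 32 and 9. Their edgeR BH-adjusted p was 0.0146, 0.0439 and 0.0224. With 1 library left out, that of Smp_137360 lay between 0.0774 and 0.185, that of Smp_346370 was 0.154 without DMSO replicate 2 and 0.0727 without BATT replicate 2, and that of Smp_327770 0.087 and 0.16 without DMSO replicates 1 and 2 and 0.112 without BATT replicate 2. Smp_000270 went from 2, 0 and 2 UMIs to 23, 14 and 7 (log2FC 3.32, SE 0.71, edgeR BH-adjusted p = 0.0821; 0.000614 with the replicate number as a block). Smp_065530, with 0 UMIs in each DMSO library and 16, 9 and 16 with BATT, had too few for the test. In the 1 adult library, 7 of the 10 genes had a higher level in the clusters with vf1 in at least 50% of cells than in the cluster led by ataxin2, among them Smp_327770 (13.2 against 1.22 per 10000) and Smp_165360 (8.79 against 0.383). Smp_074710 (0.881 against 3.62), Smp_141450 (1.12 against 2.09) and Smp_145490 (1 against 8 UMIs) were higher in the cluster led by ataxin2.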

Cross-referencing with scRNA-seq data and the SchistoCyte Atlas (https://collinslab.org/schistocyte/), we excluded 10 genes due to their restricted expression in mature vitellocytes, a cell type in which *znf362.1* was not up-regulated following BATT induction (fig. S10). 

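In virgin S1-like cells, Smp_241620 rose from 3, 6 and 1 UMIs to 113, 103 and 34 (log2FC 4.57, SE 0.49, edgeR BH-adjusted p = 0.00296) and Smp_050270 from 7, 10 and 5 UMIs to 87, 31 and 42 (log2FC 2.86, SE 0.43, edgeR BH-adjusted p = 0.0161), each in every BATT library. Smp_013540 rose past the threshold from 0, 1 and 1 UMIs to 65, 42 and 21. Smp_000430 went from 8, 4 and 6 UMIs to 696, 518 and 29 (log2FC 5.93, SE 1.27, edgeR BH-adjusted p = 0.215) and Smp_095980 from 2, 3 and 1 UMIs to 203, 136 and 11 (edgeR BH-adjusted p = 0.116), both higher in every BATT library. Without BATT replicate 3 these were 1.4e-06 and 5.0e-05, and with the replicate number as a block 0.0161 and 6.2e-15. That of Smp_050270 was 0.0745 without DMSO replicate 1 and 0.0867 without DMSO replicate 2. Smp_095350, at 0.15 per 10000 in S1-like cells, had 32, 58 and 44 UMIs with DMSO and 60, 65 and 27 with BATT (log2FC 0.21, SE 0.29, edgeR BH-adjusted p = 0.917), which turned to -0.017 without BATT replicate 2. Of the 12 genes of fig. S10 with enough UMIs for the test in S1-like cells, 11 had a BH-adjusted p under 0.05 by edgeR when adjusted over the list alone and 7 over all genes. The number of genes tested differs between fits. Over all genes, 11 of 16 passed with DESeq2, 11 of 12 with the replicate block in edgeR and 3 of 13 without DMSO replicate 2. In whole-library sums, 12 of 17 passed over the list alone and 7 over all genes, with 10 over all genes under the block and 1 without DMSO replicate 2. In the adult library, Smp_129960, Smp_154390, Smp_341340 and Smp_095350 had their highest level in germline-like cells (3.56, 1.12, 1.61 and 0.866 per 10000). Smp_000430, Smp_095980, Smp_241620, Smp_050270 and Smp_013540 were at 183, 86, 31, 13.6 and 18.1 in the clusters with vf1 and at 3.03, 2.26, 0.61, 0.315 and 1.42 in germline-like cells, against 8.12, 4.77, 1.29, 0.725 and 0.445 in muscle-like cells.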

The remaining 10 candidate genes expressed in S_1_ cells and/or oocytes. Functional screening via RNAi, using the same protocol as for *znf362.1*, revealed that knockdown of *Smp_349410* resulted in complete failure of vitellaria maturation, while ovarian development remained unaffected (fig. S11). qPCR confirmed a knockdown efficiency of 52.94% (*P* = 0.04) (fig. S11B). To enhance silencing efficacy, we extended the RNAi treatment by an additional 7 days before BATT induction, which improved knockdown efficiency to 86.85% (Fig. 4, C and D). Under these conditions, both vitellaria and ovaries failed to mature in *Smp_349410*-RNAi females, whereas control and other RNAi groups presented fully developed gonads and egg production (Fig. 4E and fig. S12). Similar to *znf362.1* RNAi, *Smp_349410* knockdown did not affect the maintenance of GSCs or S_1_ cells (Fig. 4F).

### ZNF362.1 directly activates *Smp_349410* transcription through promoter binding

To characterize the expression dynamics of *Smp_349410*, we measured its mRNA level over a 6-day period following BATT stimulation. As shown in Fig. 5A and table S14, its expression progressively increased in BATT-treated females, with a 292.98% elevation at D6 compared to that of the DMSO controls (*P* < 0.01). In contrast, *znf362.1* knockdown abrogated this BATT-induced up-regulation (Fig. 5B and table S15) (*P* < 0.01), suggesting that *Smp_349410* is transcriptionally regulated by ZNF362.1.

**Fig. 5.**
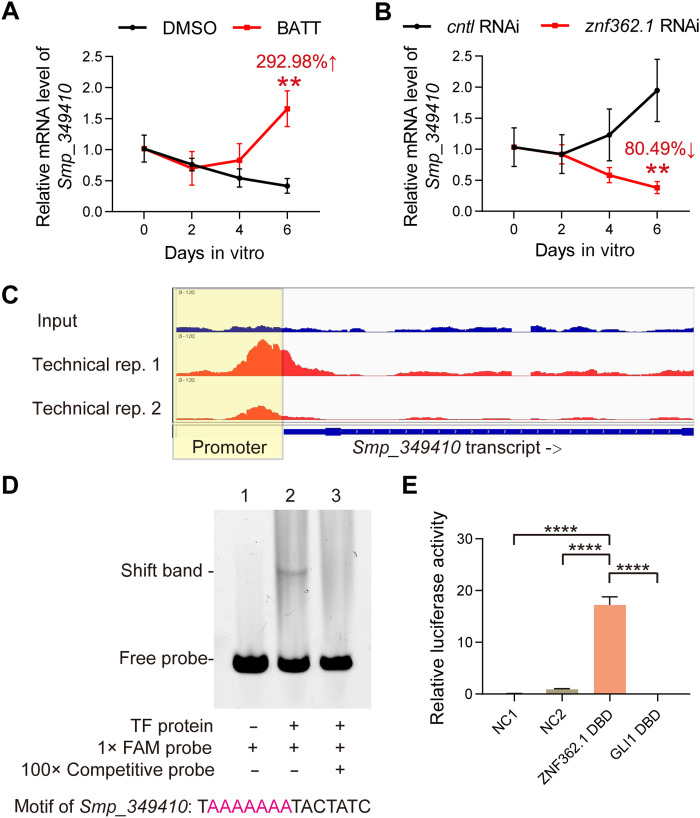
*Smp_349410* is a direct transcriptional target of schistosome ZNF362.1. (**A**) Quantification of *Smp_349410* transcript levels by qPCR in virgin females from D0 to D6 under control or BATT-induced conditions. *n* = 3. Data are presented as mean ± SD. **P < 0.01. (**B**) Quantification of *Smp_349410* transcript levels by qPCR in virgin females during 0 to 6 days in control or *Smp_349410*-RNAi groups under BATT induction. *n* = 3. Data are presented as mean ± SD. **P < 0.01. (**C**) Integrated Genomics Viewer (IGV) visualization of DAP-seq coverage at the *Smp_349410* locus. Tracks show uniquely mapped reads aligned to the *S. mansoni* reference genome (version 10) from two technical replicates and one input control. The *y* axis indicates per-base read coverage. The promoter region was highlighted with a yellow box. (**D**) EMSA validating ZNF362.1 binding to the *Smp_349410* promoter motif. Lane 1: FAM-labeled probe only (no protein); Lane 2: FAM-labeled probe with ZNF362.1 DNA binding domain (DBD); lane 3: competition with 100-fold molar excess of unlabeled probe. (**E**) Dual-luciferase reporter assay validating the transcriptional activation of the *Smp_349410* promoter by the ZNF362.1 DBD. NC1 (negative control 1): Empty pcDNA3.1 vector + reporter plasmid containing the *Smp_349410* promoter. NC2 (negative control 2): ZNF362.1 DBD expression plasmid + reporter lacking the *Smp_349410* promoter. ZNF362.1 DBD: ZNF362.1 DBD-VP64-NLS expression plasmid + reporter containing the *Smp_349410* promoter. GLI1 DBD: GLI1 DBD-VP64-NLS expression plasmid + reporter containing the *Smp_349410* promoter. *n* = 3. Data are presented as mean ± SD. ****P < 0.0001. Unpaired Student’s *t* test was applied for [(A), (B), and (E)].

The Integrative Genomics Viewer (IGV) plot of DAP-seq revealed that the ZNF362.1 DBD enriching on promoter of *Smp_349410* (Fig. 5C). To validate whether ZNF362.1 directly regulates *Smp_349410*, we expressed the DBD of ZNF362.1 (residues 561–741) in *Escherichia coli* and performed electrophoretic mobility shift assay (EMSA) (fig. S13). Incubation of the recombinant ZNF362.1 DBD with a labeled probe containing the target motif from the *Smp_349410* promoter resulted in a distinct shift band (Fig. 5D). Competition with a 100-fold excess of unlabeled probe abolished this shift, confirming the specific binding of ZNF362.1 to the promoter motif. To further assess the transcriptional regulation under physiological conditions, we conducted dual-luciferase reporter assays (fig. S14). Cotransfection of pcDNA3.1-His-Halo-ZNF362.1 DBD-VP64-NLS with pGL4.23-*Smp_349410*_promoter significantly enhanced luciferase activity by 193.86-fold and 19.22-fold relative to that of two negative controls (NC1: empty expression vector; and NC2: empty reporter vector) (*P* < 0.0001) (Fig. 5E). In contrast, a nonspecific DBD from GLI1 had no effect on *Smp_349410* promoter activity. Collectively, these data demonstrate that ZNF362.1 has potency to directly regulate *Smp_349410* transcription by binding to its promoter.

### *Smp_349410* is restricted to the ovaries and vitellaria of female parasites

WISH revealed that both virgin and adult female worms exclusively expressed *Smp_349410* in the ovaries and vitellaria (Fig. 6A), but males rarely expressed it (fig. S15). Upon 6-day BATT induction, the WISH signal appeared to markedly enhance in these reproductive tissues, particularly in the posterior region of the ovaries, where mature oocytes are localized. To further resolve its cell type–specific expression, we conducted FISH. As shown in Fig. 6B, *Smp_349410* exhibited strong expression in the posterior ovaries of virgin females, corresponding to regions enriched in differentiated oocytes, whereas GSC population displayed low expression. We further corroborated this spatial expression pattern in adult females, where a robust FISH signal appeared in oocyte-dominated regions of the ovaries. 

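Coexpression of znf362 and Smp_349410 was counted in the 7256 S1-like cells of the 6 virgin libraries. A UMI of Smp_349410 was found in 314 cells, of znf362 in 1842 and of both in 113. Deeper cells show both genes more often, so cells were compared within quintiles of UMIs per cell, where 114 cells with both are expected by chance. The log2 odds ratio was -0.11 ± 0.57 (SD, n = 6 libraries), from -1.06 to 0.51, and above 0 in 3 libraries (two-sided exact sign-flip permutation test, p = 0.688, smallest possible p 0.0313). Without strata, the alternative that moved it most, 93.6 cells were expected and the log2 odds ratio was 0.26 (same exact test, p = 0.313). In cluster 17 alone, 88 cells had both against 86.9 by chance, and in cluster 11 alone 25 against 25.3, with log2 odds ratios above 0 (0.0282 and 0.0628). With a median of 1655 UMIs per cell, most cells that hold a rare transcript give no UMI of it.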

In vitellaria, *Smp_349410* signal colocalized with the S_1_ cell marker *vf1* (Fig. 6B), and scRNA-seq data further confirmed its coexpression with *znf362.1* (fig. S16). Thus, *Smp_349410* colocalized with its direct transcriptional regulator *znf362.1* in both the ovary and vitellaria, suggesting coordinated regulation within these reproductive tissues.

**Fig. 6.**
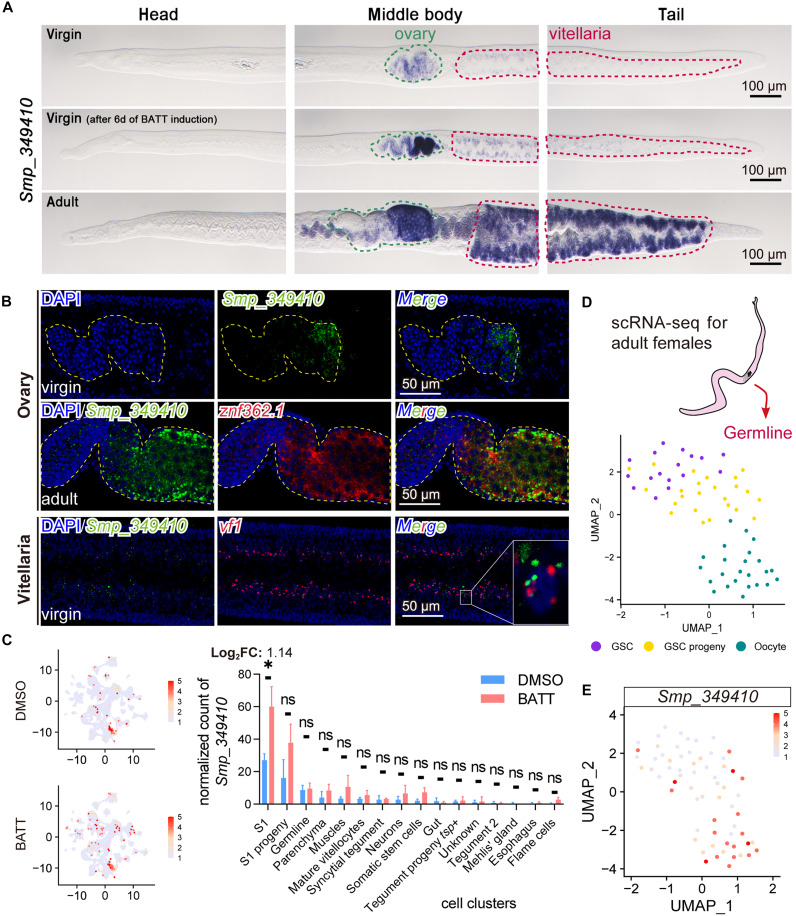
*Smp_349410* is specifically expressed in the gonads of female schistosomes. (**A**) WISH showing *Smp_349410* expression in virgin females, virgin females treated with BATT in A169 for 6 days, and adult females. Purple staining indicates mRNA localization. Scale bars, 100 μm. Representative images of *n* > 12 parasites from three biological replicates. (**B**) FISH showing *Smp_349410* expression in the ovaries and vitellaria of virgin females, and in the ovaries of adult females. Scale bars, 50 μm. Representative images of *n* > 12 parasites from three biological replicates. (**C**) Single-cell resolution analysis of *Smp_349410* expression in control and BATT-treated groups. Left: UMAP plots showing the average expression level of *Smp_349410*, with higher expression indicated in red. Right: Quantitative comparison of *Smp_349410* expression across distinct cell types between control and BATT-treated groups at D2. *n* = 3. Data are presented as mean ± SD (*P.adj < 0.05). (**D**) UMAP plot of germline scRNA-seq data from adult females, clustered on the basis of established cell type marker genes. (**E**) UMAP plot of *Smp_349410* expression in the germline of adult females, with higher expression indicated in red.

To assess its BATT responsiveness in these specific cell populations, we analyzed scRNA-seq data. 

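In the DMSO libraries, S1-like cells held 51.8% ± 2.5 of the Smp_349410 UMIs and 5.39% of all UMIs. Cluster 54, with the germline and ataxin2 cells, held 20.7% ± 12.6 of them and 0.554% of all UMIs. Over both groups, 4.33% of S1-like cells had a Smp_349410 UMI (median 1655 UMIs per cell), against 0.129% of muscle-like cells (median 2032 UMIs). With BATT, the S1-like sums went from 45, 37 and 53 UMIs to 109, 96 and 79, or from 0.14 ± 0.0259 to 0.314 ± 0.0554 per 10000, higher in every BATT library (log2FC 1.15, SE 0.23, edgeR BH-adjusted p = 0.054, unadjusted p = 0.000642). Over the 10 named genes of the study tested in these cells, adjusted over the list alone, its BH-adjusted p by edgeR was 0.00321, and 2 genes passed against 1 over all genes. With the replicate number as a block, edgeR's BH-adjusted p over all genes was 3.2e-05. The log2FC lay between 0.99 and 1.29 with each library left out, and the edgeR BH-adjusted p was 0.0396 without BATT replicate 1. It was higher in every BATT library in cluster 17 (log2FC 1.09, SE 0.22, edgeR BH-adjusted p = 0.0227) and in cluster 11 (log2FC 1.31, SE 0.44, edgeR BH-adjusted p = 0.452; with the replicate block, adjusted p = 0.0276), while cluster 54 went from 0.586 ± 0.0479 to 0.816 ± 0.105 (log2FC 0.49, SE 0.29, edgeR BH-adjusted p = 0.999). Summed over all cells, the gene had 91, 68 and 103 UMIs with DMSO and 212, 148 and 113 with BATT (log2FC 1.02, SE 0.20, edgeR BH-adjusted p = 0.0399). The whole-library log2FC lay between 0.86 and 1.13 with 1 library left out, and edgeR's BH-adjusted p was 0.0993 without DMSO replicate 1, 0.158 without 2, 0.0506 without 3, 0.144 without BATT replicate 1 and 0.11 without 2.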

In virgin females (DMSO group), *Smp_349410* localized primarily to S_1_ cells within the vitellaria, and BATT treatment for 2 days significantly up-regulated its expression (Log_2_FC = 1.14, *P*.adj < 0.05; Fig. 6C). Given the absence of mature oocytes in virgin females, we further investigated *Smp_349410* expression in adult females using scRNA-seq (Fig. 6D and fig. S17). This analysis confirmed that *Smp_349410* expression progressively increases across cell stages during the maturation of both the ovary and vitellaria. 

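From adult females perfused 7 weeks postinfection, 1 library of approximately 60 worms was sequenced, and its raw UMI counts were deposited in the same form. It held 8756 barcodes with 59767074 UMIs. Barcodes with 200 to 4000 genes, 200 to 25000 UMIs and at most 10% mitochondrial UMIs were kept, as in the methods, which left 7173 cells with a median of 4108 UMIs. The upper limits removed 188 barcodes. The cells were clustered alone, at resolution 1, into 20 clusters. The listed markers named 716 S1-like cells (clusters 3 and 18), 66 germline-like, 518 muscle-like, 495 gut-like, 441 tegument-like and 165 somatic stem-like cells. Among the 10 leading genes of clusters 3 and 18 are plk1, which S1 and somatic stem markers share, and ago2-1, a somatic stem marker, but not vf1. Their name rests on vf1, found in 57% and 93.5% of their cells, more than nanos-2, and cluster 18 also had all 5 somatic stem markers past the limits. The doublet caller Scrublet marked 71% of the 62 cells of cluster 18 (median 19543 UMIs), against 5.05% of all cells. Later vitelline cells had too few listed markers for a name. They were taken as 5 unnamed clusters with vf1 in at least 50% of cells (2646 cells) and cluster 6, led by ataxin2 (528 cells), a rule set after the data were seen that kept out cluster 12 (144 cells, vf1 in 23.6%). With 1 library there is no test, and values carry 95% exact Poisson intervals that cover counting error only.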

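Smp_349410 was at 0.744 (0.665 to 0.831) UMIs per 10000 in adult S1-like cells, at 1.82 (1.78 to 1.87) in the clusters with vf1, from 1.47 to 2.11 in each, and at 2.56 (2.4 to 2.72) in the cluster led by ataxin2, intervals that do not overlap. Within the S1-like cells it was at 0.454 (0.383 to 0.534) in cluster 3 and 1.58 (1.35 to 1.83) in cluster 18, where Scrublet marks most cells as doublets. Cluster 12, in no group, was at 4.07 (3.29 to 4.99). Germline-like cells were at 2.72 (2.28 to 3.21). The germline subcluster with most UMIs of meiob had 1.48 (0.916 to 2.26) over 22 cells, and those with most UMIs of bmpg 1.88 (1.25 to 2.71) over 24, 3.88 (3.07 to 4.84) over 13 and 7.43 (3.56 to 13.7) over 7 cells. Staged by the marker with most UMIs in each cell, 8 boule cells had 0.423 (0.0512 to 1.53), 20 meiob cells 1.76 (1.13 to 2.63) and 32 bmpg cells 3.32 (2.71 to 4.02), so the boule and meiob intervals overlap while the meiob and bmpg ones do not. Without the upper limits, the alternative that moved these values most, germline-like cells were at 5.35 (5.01 to 5.7) (99 cells) and S1-like cells at 1.06 (0.983 to 1.15). Muscle-like cells were at 0.165 (0.101 to 0.255). For znf362 the level fell from 0.949 (0.859 to 1.05) in S1-like cells to 0.152 (0.14 to 0.165) in the clusters with vf1 and 0.0697 (0.0463 to 0.101) in the cluster led by ataxin2, with 0.177 (0.081 to 0.336) in germline-like cells.

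**Figure D2:**
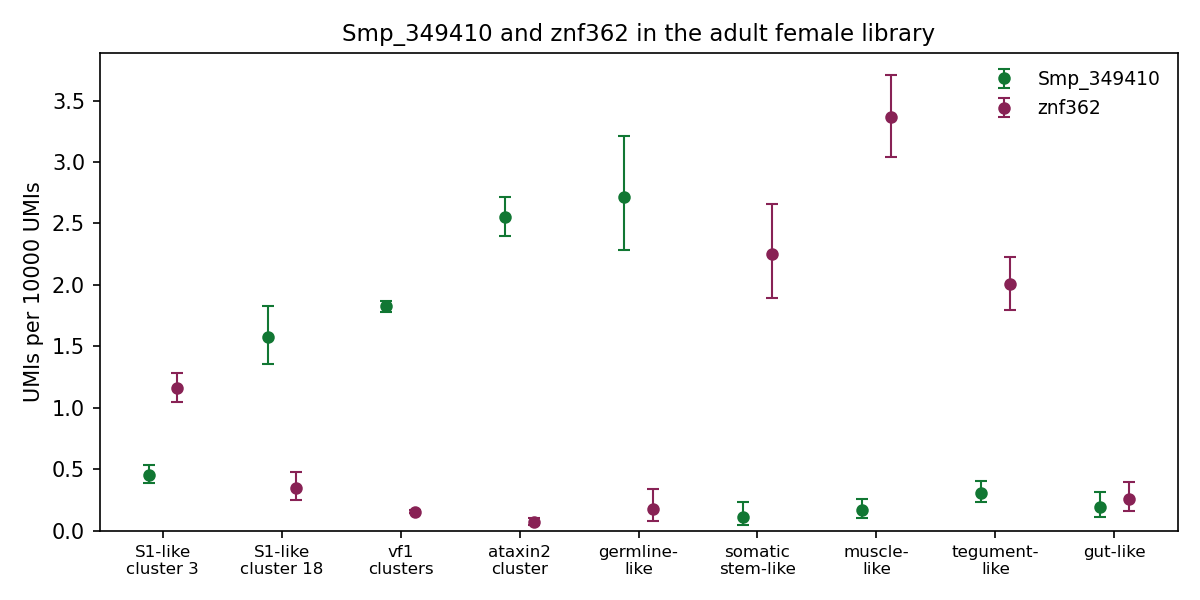
UMIs of Smp_349410 (green) and znf362 (purple) per 10000 UMIs (y axis, from 0) in cell groups of the adult library (x axis); points are values of 1 library and bars 95% exact Poisson intervals. Smp_349410 rises from 0.454 in S1-like cluster 3 to 2.56 in the ataxin2 cluster.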

(Fig. 6E and fig. S17C). Collectively, these data suggest that female reproductive organs exclusively expressed *Smp_349410*, which exhibits comparable up-regulation in the ovary and vitellaria during differentiation.

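In the adult library, a Smp_349410 UMI was found in 3.48% of muscle-like (median 1799 UMIs), 2.83% of gut-like (median 942 UMIs) and 6.58% of tegument-like cells (median 2851 UMIs), against 21.4% of S1-like (median 4617 UMIs) and 62.1% of germline-like cells (median 5941 UMIs). The level was 0.19 per 10000 in gut-like cells, 0.308 in tegument-like cells and 0.666 in the unnamed cluster 0. Cluster 0 had 3 neuron markers past the limits and stayed unnamed for its low UMIs (median 899). UMIs of other vitelline genes occur in the same clusters: as a share of its vitelline level, Smp_349410 was above the median of 15 such genes in 8 of 10 clusters outside the reproductive ones and above all 15 in 3. Cluster 12 is not among them, since these genes were, in the median, at 174% of their vitelline level there, a limit set after the data were seen. In virgin females, its share of the S1-like level was above that of vf1 in 16 of 21 such classes. Free RNA alone was therefore not separated from low expression outside the reproductive organs. The paper proposes that only the female reproductive organs express Smp_349410 and that it rises alike in both during differentiation. Its evidence for the first also includes in situ hybridization, with signal in ovaries and vitellaria of virgin and adult females and rarely in males. Those images were not analysed here.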

### CPEB1-mediated ovary development via regulation of cyclin B1 mRNA polyadenylation

*Smp_349410* is annotated as an “RRM domain-containing protein” in the WormBase ParaSite database. This gene encodes a single transcript with a coding sequence (CDS) of 2937 bp, producing a protein of 978 amino acids. Conserved domain (CD) database analysis revealed that the protein contains two RNA recognition motifs (RRMs) and a ZZ-type zinc finger domain at the C terminus (fig. S18A). Phylogenetic analysis showed that Smp_349410 is most closely related to *Schmidtea mediterranea* CPEB1 and clusters with *C. elegans* CPEB3, *D. melanogaster* Orb, *D. rerio* CPEB1, and *H. sapiens* CPEB1 (fig. S18B and table S16). Furthermore, the C-terminal region is highly conserved across these species (fig. S19). These findings support the conclusion that *Smp_349410* encodes a homolog of CPEB1, a classical post-transcriptional regulator that binds to RNA in a sequence-specific manner to modulate cytoplasmic polyadenylation and translation initiation during oocyte maturation, early embryonic development, and synaptic function in neurons (*22*–*25*).

CPEB1 is a well-characterized RNA binding protein in mammals that uses its RRM domains for RNA recognition. Homology modeling between the RRM domains of *Sm*CPEB1 and human CPEB1 yielded a root mean square deviation value of 3.85 Å (fig. S18C). Since this value exceeds the conventional similarity threshold of 3.0 Å, it indicates notable structural divergence in the RNA binding domains of *Sm*CPEB1, suggesting that the RNA target specificities of *Sm*CPEB1 are distinct from those of its mammalian counterparts.

In model organisms, CPEB activates the translation of target mRNAs through polyadenylation, with classic mRNA targets including *ccnb1* (encoding cyclin B1) and *Mos* (*23*, *25*). In schistosomes, we identified only a homolog of cyclin B1 (Smp_082490). Cyclin B1 is a key regulator of cell cycle progression, forming a complex with CDK1 to mediate the G_2_/M transition during mitosis and meiosis resumption (*26*). To assess its function in schistosomes, we performed RNAi targeting *ccnb1* and *cdk1* (*Smp_080730*). Knockdown of either gene resulted in complete failure of ovary and vitellaria maturation, characterized by the loss of all proliferative cells (Fig. 7, A and B). Similarly, treatment with the CDK1-specific inhibitor RO-3306 recapitulated this phenotype, suppressing sexual maturation and GSC maintenance (fig. S20). These results support the conserved role of the cyclin B1/CDK1 complex in cell cycle regulation in schistosomes.

**Fig. 7.**
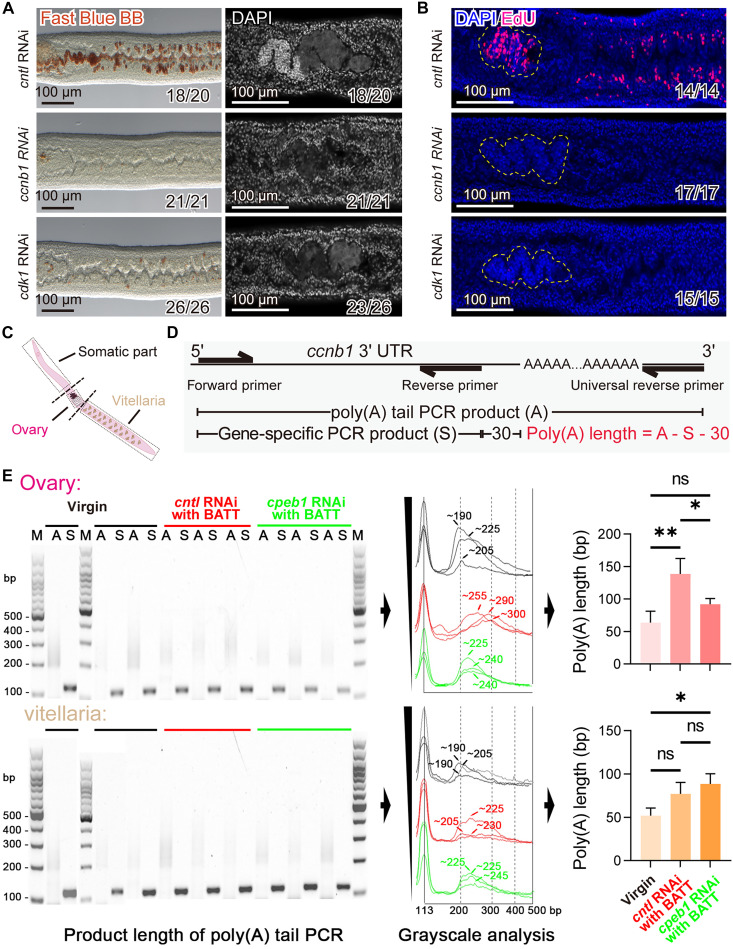
*Cpeb1* regulates cyclin B1 mRNA polyadenylation in female schistosomes during reproductive development. (**A**) Fast Blue BB and DAPI staining of vitellaria and ovaries in females treated with control, *ccnb1* or *cdk1* dsRNA after 19 days (BATT inducing from D7). Fast Blue BB staining of vitellaria (left); DAPI staining of ovaries (right). *n* = 3. Scale bars, 100 μm. (**B**) EdU labeling of proliferative cells in the ovaries and vitellaria following 7 days of treatment with control, *ccnb1*, or *cdk1* dsRNA. EdU-positive cells appear in magenta; nuclei are counterstained with DAPI (blue). The ovaries are outlined with yellow dashed lines. *n* = 3. Scale bars, 100 μm. (**C**) Schematic illustration of somatic tissue, ovary and vitellaria dissection for RNA extraction; boxed regions excised from female worms. (**D**) Schematic illustration of the PCR-based assay for analyzing cyclin B1 mRNA poly(A) tail length. Poly(A) PCR amplifies the poly(A) region (A); gene-specific PCR targets the 3′UTR (S) for alignment. Tail length calculated as A − S − 30 [S = 113 bp; 30 = distance from reverse primer to poly(A) start]. (**E**) Poly(A) tail analysis of cyclin B1 mRNA across somatic tissue, ovary, and vitellaria in virgin, BATT-induced control RNAi, and BATT-induced *cpeb1* RNAi females. A, poly(A) tail PCR product (A); S, gene-specific PCR product (S); M, 100 bp DNA ladder. Relative poly(A) tail length was estimated from peak summits (arrows) after grayscale analysis. *n* = 3. Data are presented as mean ± SD. **P < 0.01 and *P < 0.05. Unpaired Student’s *t* test was applied for (E).

To investigate whether *Sm*CPEB1 regulates cyclin B1 mRNA polyadenylation, we measured the poly(A) tail length following *cpeb1* RNAi in the ovaries and vitellaria (Fig. 7, C to E). We controlled for potential background signals from somatic cells (e.g., tegument, parenchyma, muscle, and neurons) by PCR product smears from anterior body segments lacking sexual organs and analysis of gray value intensity profiles (Fig. 7C and fig. S21). We detected no polyadenylation change in the somatic cells of virgin or control RNAi worms. In the ovary, the mean poly(A) tail length of cyclin B1 mRNA increased from 63.67 ± 17.56 bp in virgins to 138.7 ± 23.63 bp in sexually mature worms (*P* = 0.0049). The *cpeb1* knockdown significantly reduced this length to 92.00 ± 8.66 bp (*P* = 0.0412) (Fig. 7E). In contrast, in the vitellaria, the poly(A) tail length did not significantly increase in sexually mature worms (*P* = 0.0783), and *cpeb1* knockdown did not affect it (88.67 ± 11.55 bp; *P* = 0.3139) (Fig. 7E). These results indicate that CPEB1 promotes oocyte maturation in the ovary by regulating cyclin B1 mRNA polyadenylation. In vitellaria, however, CPEB1 appears to regulate sexual development through alternative regulatory pathways that are independent of cyclin B1 mRNA polyadenylation.

Together, our findings indicate that the transcription factor ZNF362.1 in female schistosomes up-regulates in response to the male-derived pheromone BATT. ZNF362.1 binds to a specific DNA motif to activate transcription of the downstream gene *cpeb1*. Elevated CPEB1 levels, in turn, direct the maturation of proliferative cells in both the ovary and vitellaria. Notably, CPEB1 appears to regulate ovary and vitellaria maturation through distinct molecular mechanisms (Fig. 8).

**Fig. 8.**
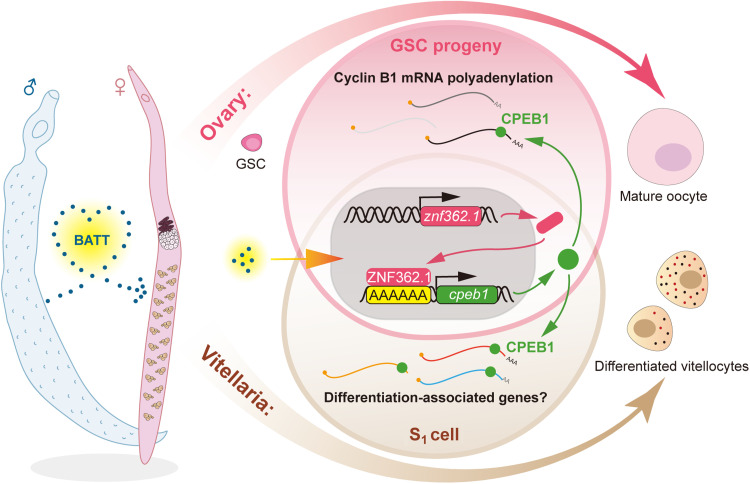
Schematic diagram illustrating the ZNF362.1-mediated transcriptional regulation of sexual development in female *S. mansoni* in response to male-derived BATT stimulus. In virgin females, differentiation of the ovary and vitellaria remains arrested, with development stalled at the GSC progeny stage in the ovary and at the S_1_ cell stage in the vitellaria. Upon pairing, the male-derived pheromone BATT induces the up-regulation of the transcription factor *znf362.1* in females. ZNF362.1 subsequently activates *cpeb1* transcription in both the ovary and vitellaria. In the ovary, elevated CPEB1 levels enhance the polyadenylation of cyclin B1 mRNA, a key regulator of meiosis, thereby promoting oocyte maturation. In the vitellaria, CPEB1 influences the differentiation of proliferative S_1_ cells through a pathway that appears independent of cyclin B1 mRNA polyadenylation.

## DISCUSSION

In this study, we identified the BATT-responsive transcription factor ZNF362 as a central regulator of ovary and vitellaria maturation in female schistosomes. It encodes two transcript isoforms, *znf362.1* and *znf362.2*, which generate proteins of different lengths but share a conserved DBD. Functional analyses revealed that only the long isoform, *znf362.1*, is indispensable for female sexual development. Isoform-specific functions of ZNF362 homologs have also been reported in other species, underscoring the evolutionary importance of transcript divergence. In *D. melanogaster*, the long *rotund* isoform is required for appendage development, whereas the shorter *roughened eye* isoform regulates ommatidial organization and photoreceptor number (*17*, *18*, *27*–*29*). Similarly, in *C. elegans*, distinct *lin-29* isoforms coordinate seam cell cycle exit and fusion during the L4-to-adult transition, while differentially controlling alae formation (*19*, *20*). Together, these examples highlight isoform specialization as a conserved strategy for achieving spatially and temporally distinct developmental outcomes. Compared with homologs in *Drosophila* and *C. elegans* (typically <950 amino acids), schistosome ZNF362 has an unusually elongated low-complexity domain (LCD), largely overlapping with intrinsically disordered regions. LCD extensions are known to broaden the range of protein-protein interactions, promote biomolecular phase separation, and facilitate the dynamic assembly of transcriptional complexes (*30*–*32*). The expansion of LCDs in transcriptional regulators is thought to enhance both the flexibility and amplitude of gene regulatory responses (*33*, *34*). We propose that the extended LCD of schistosome ZNF362 represents an evolutionary innovation that enables the integration of species-specific external cues, such as the male-derived pheromone BATT, into robust transcriptional outputs. Notably, several genes other than *znf362* are also responsive to BATT, including *Smp_114430*, which shows strong up-regulation. However, RNAi-mediated knockdown of these genes did not result in defects in female reproductive development or subsequent egg production, suggesting that they may function in other tissues or biological pathways.

At the single-cell level, 2 days after BATT stimulation, most cell types in virgin females showed no significant numerical changes, except for a reduction in flame cells. As components of the excretory system (*35*), this reduction may reflect an adjustment associated with metabolic shifts. The numbers of germline and vitelline cells at different differentiation stages remained unchanged, indicating that gonadal differentiation had not yet begun at this early time point. Nevertheless, *znf362.1* expression was significantly up-regulated across multiple somatic and reproductive cell types. Given its broad expression, ZNF362.1 may function in both reproductive and nonreproductive tissues. However, we did not detect apparent somatic defects in *znf362.1* RNAi females, and multiomics analyses did not identify somatic-cell–specific downstream targets during gonadal maturation. In contrast, we found the downstream target *cpeb1* (*Smp_349410*) exclusively expressed in the ovary and vitellaria and it is required for reproductive development. These data suggest that ZNF362.1 primarily governs sexual development through *cpeb1*, although its potential somatic functions merit further examination.

The ovary and vitellaria are the two principal reproductive organs of female schistosomes. In virgin females, the undifferentiated cells within these organs, GSCs in the ovary and S_1_ vitelline cells in the vitellaria, are self-proliferative but remain incapable of differentiating into mature cells without stimulation from a male partner (*21*, *36*, *37*). Nevertheless, occasional mature vitelline cells have been observed in virgin females (*38*, *39*), and are detectable by Fast Blue BB staining even in the absence of male induction. Consistent with this, our single-cell atlas of virgin females (DMSO-treated controls) revealed small populations of S_1_ progeny and mature vitellocytes in the vitellaria, as well as GSC progeny in the ovary, indicating that limited self-activated differentiation can occur in these organs. However, compared with the corresponding differentiated populations in adult females, these cells exhibited only a restricted set of marker genes, suggesting that autodifferentiated cells in virgin females represent aberrant or incomplete maturation states.

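In the larger ataxin2 subcluster of virgin cells, ferritin-1 was at 23.3 UMIs per 10000. In the adult cluster led by ataxin2 it was at 52.5 (95% exact Poisson interval 51.8 to 53.2). The level of ataxin2 itself went the other way, at 63.1 in the virgin subcluster and 23.4 (22.9 to 23.8) in the adult cluster. Smp_074710 and Smp_141450 were also higher in the ataxin2 part of virgin cluster 54 than in the adult cluster. Smp_000430 was at 1.26 in the ataxin2 part of virgin cluster 54 and at 20.2 in the adult cluster, and Smp_095980 had 2 UMIs in the virgin part and was at 4.94 in the adult cluster. Of the germline markers, boule was at 13.2 and 8.88 in the virgin boule subclusters and bmpg at 0.042 and 0.193, while bmpg reached 21.9 (19.9 to 24) in an adult germline subcluster. The virgin values cover 6 libraries and the adult values 1, and stage, culture and library differ together between them. The upper limits differ as well, with 7500 UMIs for virgin and 25000 for adult cells. Above the virgin limits, 1, 0 and 7 barcodes with DMSO and 4, 1 and 1 with BATT had 10 or more bmpg UMIs, up to 36. These are not part of the virgin bmpg values.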

Although the ovary and vitellaria are both classified as female reproductive organs, they represent distinct tissues with divergent developmental trajectories. The ovary consists of germline cells, in which GSCs undergo meiosis to generate oocytes, whereas the vitellaria are composed of specialized somatic cells, with vitellocytes differentiating from proliferative S_1_ cells to provide eggshell components and nutrients for embryogenesis. *znf362.1* displayed differential expression patterns between these organs. 

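In the boule part of cluster 54, which holds the virgin germline cells, znf362 had 10, 8 and 22 UMIs in the DMSO libraries and 34, 23 and 15 in the BATT libraries, 0.699 ± 0.302 and 1.5 ± 0.674 per 10000 UMIs, with groups that overlap (log2FC 1.46, SE 0.44, edgeR BH-adjusted p = 0.849, unadjusted p = 0.0044). Over both groups, it was at 1.18 per 10000 in the subcluster with most nanos-1 (137 cells) and at 0.435 in that with most meiob (112 cells).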

In the ovary, its expression was low in GSCs and not responsive to BATT stimulation at early stages (D2), but increased in differentiating oocytes. In contrast, in the vitellaria, *znf362.1* expression markedly up-regulated in proliferative S_1_ cells after 2 days of BATT treatment. These findings indicate that *znf362.1* regulates the maturation of the ovary and vitellaria through heterogeneous mechanisms. Despite these differences, both organs share the same downstream effector of *znf362.1*, *cpeb1* (*Smp_349410*), which specifically expresses in the ovary and vitellaria. 

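In cluster 17 of the S1-like class, znf362 went from 0.386 ± 0.0515 to 1.96 ± 0.397 per 10000 UMIs (log2FC 2.37, SE 0.15, edgeR BH-adjusted p = 1.0e-05), and in cluster 11 from 1.17 ± 0.216 to 2.68 ± 0.903 (log2FC 1.2, SE 0.20, edgeR BH-adjusted p = 0.0156), with every BATT library above every DMSO library in both. The response of cluster 11 minus that of cluster 17 was -1.17 (edgeR interaction test, BH-adjusted p = 1.8e-06), a comparison chosen after the data were seen. S1-like cells held 2.32% of all znf362 UMIs with DMSO and 3.6% with BATT. Past the threshold, 39 genes rose and 12 fell in S1-like sums by edgeR. Together 79 genes passed with DESeq2, 124 with the replicate number as a block and 25 without DMSO replicate 2. The paper reasons to mechanisms that differ between the 2 organs. Its basis is a response at D2 in S1 cells, a low level without response in germline stem cells and an increase in differentiating oocytes.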

Notably, this gene was absent from earlier *S. mansoni* genome assemblies and only incorporated in the recently improved reference genome (version 10, publicly released in WormBase ParaSite, https://parasite.wormbase.org/Schistosoma_mansoni_prjea36577/Info/Index/) (*40*–*42*). CPEB1 plays a conserved role in oogenesis across diverse species, including *S. mediterranea* (*43*), *Xenopus* (*44*), *Drosophila* (*45*), clams (*46*), zebrafish (*47*), and mice (*48*), suggesting that its role in regulating gonadal maturation is widely conserved throughout the animal kingdom. In *Xenopus* and mice, CPEB1 represses the translation of maternal cyclin B1 mRNA (encoded by the *ccnb1* gene) by binding the maturation-type cytoplasmic polyadenylation element (mCPE) in its 3′ untranslated region (UTR) in an unphosphorylated state. Upon meiotic entry, CPEB1 phosphorylation triggers polyadenylation and translational activation of cyclin B1, thereby coordinating the temporal progression of oocyte maturation (*24*, *26*, *49*, *50*). Consistent with this conserved role, we found that *ccnb1* and *cdk1* are critical for maintaining stem cell cycling in schistosomes, and poly(A) tail assays demonstrated that *cpeb1* knockdown shortened the poly(A) tails of cyclin B1 mRNA in the ovary, but not in vitellaria. Although cell type–specific knockdown of *ccnb1* was not feasible, the oocyte-specific expression of *cpeb1*, together with its regulation of cyclin B1 mRNA, strongly supports its role as a key modulator of oocyte cell cycle progression in schistosomes. More specifically, these findings suggest that CPEB1 regulates the translation of cyclin B1, thereby mediating the G_2_/M transition and ultimately promoting the resumption of meiosis in oocytes. In the vitellaria, however, S_1_ cells predominantly expressed *cpeb1* and up-regulated its expression by BATT in virgin females, but *cpeb1* knockdown did not affect cyclin B1 polyadenylation. This suggests that CPEB1 performs a distinct, cyclin B1–independent function in vitellaria maturation, a role that warrants further investigation.

This study identified *znf362.1* as a “switch transcription factor” that initiates sexual maturation in female schistosomes. However, the precise mechanism by which BATT induces *znf362.1* transcription remains unresolved. BATT functions as a pheromone conserved in both schistosomes and hermaphroditic planarians (*51*). As a dipeptide, BATT falls within the class of peptide/protein hormones (e.g., insulin, growth hormone, and adrenocorticotropic hormone), which are water soluble and therefore unable to diffuse across the plasma membrane (*52*–*54*). Instead, such hormones typically act through cell-surface receptors, most commonly G protein–coupled receptors or enzyme-linked receptors, that activate intracellular signaling cascades via second messengers such as adenosine 3′,5′-monophosphate, IP_3_/diacylglycerol, or calcium-calmodulin. Given the widespread up-regulation of *znf362.1* observed following BATT stimulation, it is plausible that a broadly expressed membrane receptor mediates the recognition and transduction of the BATT signal, thereby triggering downstream pathways that culminate in transcriptional activation.

In summary, this study demonstrated that *znf362.1* mediates female sexual development in schistosomes. Upon pairing with males, the male-derived pheromone BATT induces the up-regulation of *znf362.1* in virgin females. In the ovary, elevated ZNF362.1 binds to the promoter of *cpeb1*, activating its transcription. CPEB1 in turn regulates the translation of meiosis-related target mRNAs, most likely cyclin B1, thereby ensuring the proper temporal progression of meiosis (Fig. 8). In the vitellaria, however, the mechanism differs: BATT-induced *znf362.1* up-regulation in proliferative S_1_ cells activates *cpeb1*, which promotes S_1_ cell differentiation through a pathway independent of cyclin B1. Together, these findings reveal a finely tuned regulatory system in which a common BATT signal orchestrates the maturation of two distinct reproductive organs via shared upstream regulators but divergent downstream pathways. This work not only advances our understanding of flatworm reproductive biology but also highlights potential molecular targets for the control of schistosomiasis.

One limitation of this study is the use of a single-animal model, which may not fully represent the diversity of responses in other *Schistosoma* species. However, by mining published transcriptomic and proteomic datasets, we observed that *znf362* and *cpeb1* are also up-regulated in females after pairing with male worms in vivo in *Schistosoma japonicum* (*55*–*57*), supporting the existence of a conserved, BATT-triggered regulatory network in schistosomes. Another potential limitation is that our study focuses primarily on the BATT-mediated pathway, whereas the regulatory network induced by natural pairing is likely more complex. In particular, the broader effects of physical pairing on female physiology, beyond reproductive system development, remain to be explored in future studies. In addition, we identified mRNA target of *Sm*CPEB1 in this study through literature mining, rather than systematic screening, and there may be other genes involved in the regulation of female reproductive development.

## MATERIALS AND METHODS

### Parasites

Miracidia were released from eggs obtained from livers of infected female BALB/c mice and used to infect the intermediate host *Biomphalaria glabrata*. To obtain sexually mature male and female worms, each snail was exposed to 5 to 10 miracidia for mixed infection. To obtain immature virgin females, each snail was exposed to a single miracidium. For snails infected with a single miracidium, each snail was maintained individually and 5 to 10 cercariae released from each snail were collected for PCR-based sex identification (*58*). Snails proven to release female cercariae were kept individually for subsequent infection. Mice were infected with only female or both genders of *S. mansoni* cercariae (Puerto Rico strain) by tail exposure. Virgins and adult worms (6 to 7 weeks postinfection) were harvested from infected mice by hepatic portal vein perfusion with ice-chilled 0.9% (w/v) NaCl and 0.005% (w/v) heparin. Worms used in vitro culture were rinsed with BM169 and cultured in A169 medium (BM169 medium supplemented with 200 μM ascorbic acid) containing 10% fetal bovine serum and 1× antibiotic-antimycotic (*15*, *59*, *60*). The worms of biological replicates in this study were defined as worms collected from different mice. All experiments involving vertebrate animals were performed in accordance with protocols approved by the Institutional Animal Care and Use Committee of Fudan University (APN: 2021JS0078).

### RNA interference

dsRNA production and RNAi treatment were performed as previously described (*37*, *61*). Oligo sequences used to construct pJC53.2 plasmids for dsRNA templates are listed in table S1. A dsRNA derived from two bacterial genes was used as a negative control for all RNAi experiments (*61*). D0 was defined as the first day of the experiment. In the RNAi screening for BATT–up-regulated genes, virgin females were treated on D0 with dsRNA (30 μg/ml) and 50 μM BATT in A169 medium. Both dsRNA and BATT were replenished every 2 days until D10, when phenotypes were evaluated. In the RNAi screening for *znf362.1*–up-regulated genes, virgin females were subjected to RNAi for 7 days in BM169 medium with dsRNA (30 μg/ml), followed by continued RNAi in A169 medium supplemented with dsRNA (30 μg/ml) and 50 μM BATT for an additional 10 days.

### Parasite staining and imaging

Parasites were anesthetized in 0.25% tricaine dissolved in BM169 medium, euthanized in 0.6 M MgCl_2_, and subsequently fixed for 4 hours in 4% paraformaldehyde with 0.3% Triton X-100. WISH, FISH (*37*, *62*), Fast Blue BB, DAPI, EdU labeling (*15*), and hydrochloric carmine staining (*9*, *63*) were performed as previously described. For in situ hybridization, riboprobes were synthesized from pJC53.2 plasmids constructed using primers listed in table S1. For Fast Blue BB staining, worms were incubated in freshly prepared 1% Fast Blue BB solution (Sigma-Aldrich, USA; catalog no. 44670) in PBSTx (phosphate-buffered saline + 0.3% Triton X-100) for 10 min, followed by incubation with DAPI (1 μg/ml) in PBSTx overnight. For EdU labeling, worms were incubated in medium supplemented with 10 μM EdU (Sigma-Aldrich, USA; catalog no. 900584) for 16 hours. The following day, worms were anesthetized and fixed as described above. EdU incorporation was detected via click chemistry using azide-fluor 545 conjugate (Sigma-Aldrich, USA; catalog no. 760757).

WISH and Fast Blue BB–stained samples were imaged using a Zeiss AxioZoom V16 light microscope (Zeiss, Germany). Fluorescent images were acquired using a Nikon A1 laser scanning confocal microscope (Nikon, Japan).

### RNA extraction and quantitative real-time PCR

For qPCR analyses, worms were collected in 1 ml of TRIzol reagent and homogenized completely. Total RNA was extracted using chloroform phase separation and precipitated with isopropanol. Reverse transcription was performed using the Evo M-MLV RT Kit (AG, China; catalog no. 11705) to synthesize cDNA from total RNA. qPCR was carried out using the SYBR Green Premix Pro Taq HS qPCR Kit (AG, China; catalog no. 11701) on a LightCycler 96 real-time PCR system (Roche, USA). *Proteasome beta type 4* (*psb4*, *Smp_056500*) was used as the endogenous reference gene for normalization. Primer sequences used for amplification are listed in table S2. Amplification efficiencies were determined for all primer pairs, and relative expression levels were subsequently calculated using the Pfaffl method for efficiency correction.

### RNA-seq and data analysis

To examine gene expression changes following *Smp_169260.1* RNAi, virgin females from single-sex infections were placed into 12-well plates with 25 worms per well and cultured in 3 ml of A169 medium supplemented with dsRNA (30 μg/ml) and 50 μM BATT. Media and dsRNA were replaced every other day until harvest at D6. As controls, worms cultured in parallel were treated with a control dsRNA. Each sample included ~50 virgins and three biological replicates were performed in each group. Worms were collected and washed with PBS two times, followed by flash freezing in liquid N_2_ for mRNA extraction and Illumina PE150 sequencing (Novogene, China). Furthermore, the RNA-seq datasets of virgins before and after pairing with male worms/treatment with BATT were generated in prior work and constitute published data downloaded from the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus database (GSE184849 and GSE191062) (*7*). Reads were mapped onto the *S. mansoni* genome (WBPS19 assembly, version 10) using StringTie version 2.1.7 (*64*).

Differential gene expression analysis between experimental groups was conducted using the DESeq function within the DESeq2 framework (*65*). Genes meeting the thresholds of *P*.adj < 0.05 and Log_2_ fold change (|Log_2_FC|) ≥ 1 were designated as differentially expressed, unless otherwise specified in particular contexts. Results of differential expression analyses were visualized using the ggplot2 package (*66*).

### Astral DIA quantitative proteomics detection and analysis

Protein was extracted from ~100 virgin parasites per sample using SDT buffer (100 mM NaCl and 1% dithiothreitol) and ultrasonicated on ice for 5 min. Lysates were centrifuged (12000*g*, 15 min, 4°C) and supernatants were heated at 95°C for 10 min, cooled on ice and alkylated with iodoacetamide (1 hour, dark). Proteins were precipitated with four volumes of prechilled acetone (−20°C for ≥30 min), centrifuged (12000*g*, 15 min, 4°C), washed with cold acetone, and resuspended in dissolution buffer (6 M urea and 100 mM TEAB, pH 8.5). The concentrations were determined using the Bradford assay.

Each sample was adjusted to 100 μl with dissolution buffer and digested with trypsin at 37°C for 4 hours. Digests were acidified with formic acid (pH < 3), centrifuged (12000*g*, 5 min), and desalted using a C18 column. Peptides were washed with 0.1% formic acid/99% water and eluted with 0.1% formic acid/70% acetonitrile. Lyophilized eluates were reconstituted in 10 μl of 0.1% formic acid, centrifuged (14000*g*, 20 min, 4°C) and 200 ng was injected into a Vanquish Neo UHPLC (Thermo Fisher Scientific) with a C18 trap (5 mm by 300 μm, 5 μm) and a PepMap Neo analytical column (150 μm by 15 cm, 2 μm) at 50°C. Peptides were separated and analyzed on an Orbitrap Astral (Thermo Fisher Scientific) in data-independent acquisition (DIA) mode [mass/charge ratio (*m*/*z*) 380 to 980, 240,000 resolution, AGC 500%, 2-Th isolation, 300 windows, normalized collision energy (NCE) 25%, tandem mass spectrometry range *m*/*z* 150 to 2000, 80000 resolution, 3-ms injection].

Protein sequences from WormBase ParaSite (WBPS19) were digested in silico and a predicted spectral library was generated using DIA-NN (*67*). Raw files were aligned with automatic mass deviation correction, fixed cysteine alkylation, variable N-terminal methionine loss, and up to two missed cleavages. Peptides with Global.Q.Values < 0.01 and proteins with PG.Q.Values < 0.01 were retained. Differentially expressed proteins were defined by Student’s *t* test (*P* < 0.05, |Log_2_FC| ≥ 0.5).

### scRNA-seq and data analysis

Virgins were cultured in A169 medium with either 50 μM BATT or 0.05% DMSO (vehicle control) for 2 days. For each condition, three biological replicates (~200 worms) were processed. Single-cell suspensions were prepared as described (*8*), and only samples with >85% (fluorescence-based counting) were used. Suspensions were adjusted to 1000 cells/μl, and ~10000 cells per sample were loaded onto the 10x Genomics Chromium platform. Libraries were prepared and sequenced on an Illumina HiSeq PE150 platform (Genergy, China).

Reads were quality checked with FastQC, filtered, and processed with Cell Ranger (*68*) for genome alignment, barcode demultiplexing, PCR duplicate removal, and unique molecular identifier (UMI)–based gene barcode matrices generation. Cell-containing partitions were identified as barcodes with UMI counts >10% of the 99th percentile, separating RNA-high droplets from background RNA-low droplets. Data analysis in Seurat excluded cells with <200 or >3000 genes, <200 or >7500 total transcripts (UMIs), or >10% mitochondrial transcripts. Samples were integrated using 2000 highly variable genes and integration anchors. Normalization, principal components analysis (PCA; 50 principal components), and clustering (resolution = 1.6) followed standard Seurat workflows. Cell clusters were annotated using canonical markers (*21*, *37*). DESeq2 was applied to pseudobulk profiles, with differential expression defined as |Log_2_FC| ≥ 1 and *P*.adj < 0.05.

Approximately 60 adult females, freshly perfused from mice at 7 weeks postinfection, were processed for scRNA-seq. For analysis, cells with fewer than 200 or more than 4000 detected genes, fewer than 200 or more than 25000 transcripts, or greater than 10% mitochondrial gene content were excluded. Downstream processing involved the identification of 3000 highly variable genes, and implementation of standard workflows for data normalization, dimensionality reduction (PCA with 300 principal components), and clustering (resolution = 1).

### DAP-seq and data analysis

DAP-seq was performed as described (*69*). The DBD of Smp_169260.1 was fused to a Halo tag and expressed in vitro (wheat germ cell-free system, Promega, USA). Genomic DNA from adult female *S. mansoni* was extracted (Mollusc DNA Kit, Omega, USA) and prepared as a sequencing library (TLX DNA-seq kit, MICH, China).

Halo-tagged proteins were immobilized on Magne HaloTag beads (Promega, USA) prewashed with PBS/5% NP-40, incubated with a protein expression mixture at room temperature (RT) for 1 hour, and washed. DNA capture was performed with 100 ng of the library (1 hour, RT, rotation), followed by washing, elution (98°C, 10 min), and PCR amplification (20 cycles). Amplicons (200 to 400 bp) were gel-purified and quantified. Libraries were sequenced on an Illumina NovaSeq platform (PE150; Bluescape, China), yielding ~3 Gb per sample (~8.2× genome coverage).

The reads were quality-filtered with fastp version 0.24.0 (*70*), aligned to the *S. mansoni* reference genome (BWA-MEM v0.7.18) and peaks called with MACS version 2.2.9.1 (*71*). Peaks were associated with ChIPseeker package (*72*) into promoter (≤3 kb upstream transcription start sites), exon, intron, downstream, distal intergenic, 5′ UTR, and 3′ UTR categories. Motif enrichment and logo generation were performed with MEME-chip version 5.5.6 (*73*) and genome-wide peak distribution was visualized in IGV (*74*).

### Expression and purification of the recombinant DBD of Smp_169260.1

The DBD of Smp_169260.1 (amino acids 561 to 741) was expressed as a His-tagged recombinant protein in *E. coli* BL21 (DE3) cells using the pET-30a expression vector. Following induction, cells were harvested and lysed, and the recombinant protein was purified by nickel affinity chromatography using a HisTrap column (Cytiva, Switzerland). In brief, clarified cell lysates were loaded onto a HisTrap column pre-equilibrated with binding buffer composed of 50 mM tris-HCl, 300 mM NaCl, and 20 mM imidazole (pH 8.0). Bound proteins were eluted with an elution buffer containing 50 mM tris-HCl, 300 mM NaCl, and 500 mM imidazole (pH 8.0). Eluted fractions were analyzed by SDS–polyacrylamide gel electrophoresis, followed by Coomassie Brilliant Blue staining to assess protein purity. Western blotting using an anti-His antibody was performed to confirm the identity of the recombinant protein. The purified protein was concentrated using an Amicon Ultra centrifugal filter unit with a 10 kDa molecular weight cut-off (Millipore, Ireland), and the buffer was exchanged to PBS (pH 7.4). The final protein concentration was determined using the Bradford protein assay.

### Electrophoretic mobility shift assay

Fluorescein (FAM)–labeled and unlabeled complementary DNA oligonucleotides, each comprising a 15 bp core motif flanked by 5 bp sequences on both ends, were synthesized as single-stranded DNA by Genscript (China) and resuspended in TE buffer (10 mM tris-HCl and 0.1 mM EDTA, pH 8.0) at a concentration of 100 μM. DsDNA probes were generated by mixing equimolar amounts of complementary strands, heating to 94°C for 5 min, and gradually cooling to RT to allow annealing. Final concentrations of the resulting dsDNA probes were 50 μM for both FAM-labeled and unlabeled forms. For binding reactions, 1 pmol of FAM-labeled dsDNA was incubated with 1 μg of purified recombinant DBD protein in EMSA reaction buffer (Beyotime, China) in a total volume of 10 μl. Reactions were incubated at RT for 20 min. For competition assays, 100 pmol of unlabeled dsDNA probe was included to assess binding specificity. Samples were resolved on a 6% native polyacrylamide gel prepared in 1× TBE buffer (89 mM tris, 89 mM boric acid, and 2 mM EDTA, pH 8.3). Gels were pre-run at 200 V for 10 min, followed by electrophoresis of samples at 200 V for approximately 25 min. Fluorescence signals were visualized using a Typhoon FLA 9000 imaging system (GE Healthcare, USA).

### Dual-luciferase reporter assay

An artificial transcription factor was constructed by fusing the DBD of Smp_169260.1 with the VP64 transcriptional activation domain (comprising four tandem copies of the herpes simplex virus VP16 activation domain) and the nuclear localization signal (NLS). The promoter of *Smp_349410* was cloned upstream of the luciferase reporter in pGL4.23[luc2-minP]. Human embryonic kidney (HEK) 293T cells were cotransfected with this reporter, the expression plasmid pcDNA3.1-His-Halo-*Smp_169260.1* DBD-VP64-NLS, and pRL-TK (internal control). A His-Halo-GLI-1 DBD-VP64-NLS plasmid served as a specificity control [GLI-1 (glioma-associated homolog-1), Smp_266960].

HEK293T cells were maintained in high-glucose Dulbecco’s modified Eagle’s medium supplemented with 10% (v/v) fetal bovine serum at 37°C in a humidified atmosphere containing 5% CO_2_. Upon reaching 80 to 90% confluence, cells were detached using 0.25% trypsin-EDTA, resuspended, and seeded into 48-well plates at 500 μl per well. After 24 hours, cells were transfected with the indicated plasmids using TransIT-X2 reagent (Mirus Bio, USA) in opti-MEM, following the manufacturer’s protocol. Forty-eight hours post-transfection, media were removed, and cells were lysed with 100 μl of passive lysis buffer per well for 5 min at RT. Aliquots of 20-μl cell lysates were transferred to white 96-well plates, and firefly luciferase activity was measured following the addition of 100 μl of firefly substrate. Renilla luciferase activity was then quantified by injecting 100 μl of renilla substrate, using the Dual-Luciferase Reporter Assay System (Promega). Relative luciferase activity was obtained by calculating the ratio of firefly to Renilla luciferase activity, minimizing inherent experimental variability caused by differences in cell number, cell viability, and transfection/lysis efficiency.

### Phylogenetic analysis

Protein sequences were retrieved from NCBI and SmedGD. Alignment was conducted with MAFFT (https://ebi.ac.uk/jdispatcher/msa/mafft?stype=protein). Informatic sites were extracted using Gblock 0.91b (http://phylogeny.lirmm.fr/phylo_cgi/one_task.cgi?task_type=gblocks) for constructing phylogenetical tree in PhyML (http://www.atgc-montpellier.fr/phyml/). Substitution model was selected by SMS (*75*) in PhyML based on Bayesian Information Criterion. Branch support was validated via 1000 bootstrap replicates. Tree was visualized using FigTree version 1.4.4.

### Protein structural comparison

The predicted 3D structure of Smp_349410 was modeled using Phyre2 (https://www.sbg.bio.ic.ac.uk/phyre2/html/page.cgi?id=index). Alignment with its human homolog *Hs*CPEB1 was performed in Protein Data Bank (https://rcsb.org/alignment).

### Poly(A) tail length assay

Total RNA was extracted from approximately 50 virgins per sample using the RNeasy Micro Kit (Qiagen, Germany). Poly(A) tail length of cyclin B1 mRNA was assessed using the Poly(A) Tail-Length Assay Kit (Thermo Fisher Scientific, USA), according to the manufacturer’s protocol. In brief, G/I tailing of total RNA was performed before reverse transcription. Two sets of PCR reactions were carried out to distinguish total transcript length and poly(A) tail contribution. Fragment S was amplified using a *ccnb1*-specific forward primer (5′-TGTCTCAGTCTGTTTATTTTCCCG-3′) and a *ccnb1*-specific reverse primer (5′-ACACTAAAACCGAAGACGATCA-3′) located 30-nt upstream of the poly(A) start site. Fragment A was amplified using the same gene-specific forward primer and a 35-nt universal reverse primer (provided in the kit) that binds to the G/I-tailed cDNA terminus. PCR products were separated on a 2.5% agarose gel with GelRed and visualized by gel electrophoresis. Poly(A) tail length was estimated by subtracting the size of Fragment S from that of Fragment A and was quantified on the basis of band intensity and migration distance using ImageJ software.

### Statistical analysis

All statistical analyses were performed using GraphPad Prism software (version 9.3.1 for Windows; GraphPad Software, San Diego, CA, USA). A significance level of 0.05 was used throughout the study. The normality of each dataset was first assessed using the Shapiro-Wilk test. For normally distributed data, either paired-samples or independent-samples *t* tests were applied, depending on the experimental design. For non-normally distributed data, the Wilcoxon signed-rank test (for paired samples) or the Mann-Whitney *U* test (for independent samples) was used. When multiple comparisons were conducted, *P* values were adjusted using the Bonferroni correction. Statistical significance is denoted as follows: ns (not significant), *P* < 0.05 (*), *P* < 0.01 (**), *P* < 0.001 (***), and *P* < 0.0001 (****).

# Supplementary material for: A male-pheromone-elevated transcription factor ZNF362.1 in female schistosomes determines sexual maturation
**Source:** Sci Adv. 2026 Mar 6;12(10):eaec6907. doi: 10.1126/sciadv.aec6907
**Supplement:** Supplementary file 1 — Figs. S1 to S21 Legends for tables S1 to S16

Supplementary Materials for  
**A male-pheromone-elevated transcription factor ZNF362.1 in female  
schistosomes determines sexual maturation**

Mengjie Gu *et al.*

*Sci. Adv.* **12**, eaec6907 (2026)  
DOI: 10.1126/sciadv.aec6907

**The PDF file includes:**

Figs. S1 to S21  
Legends for tables S1 to S16

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S16

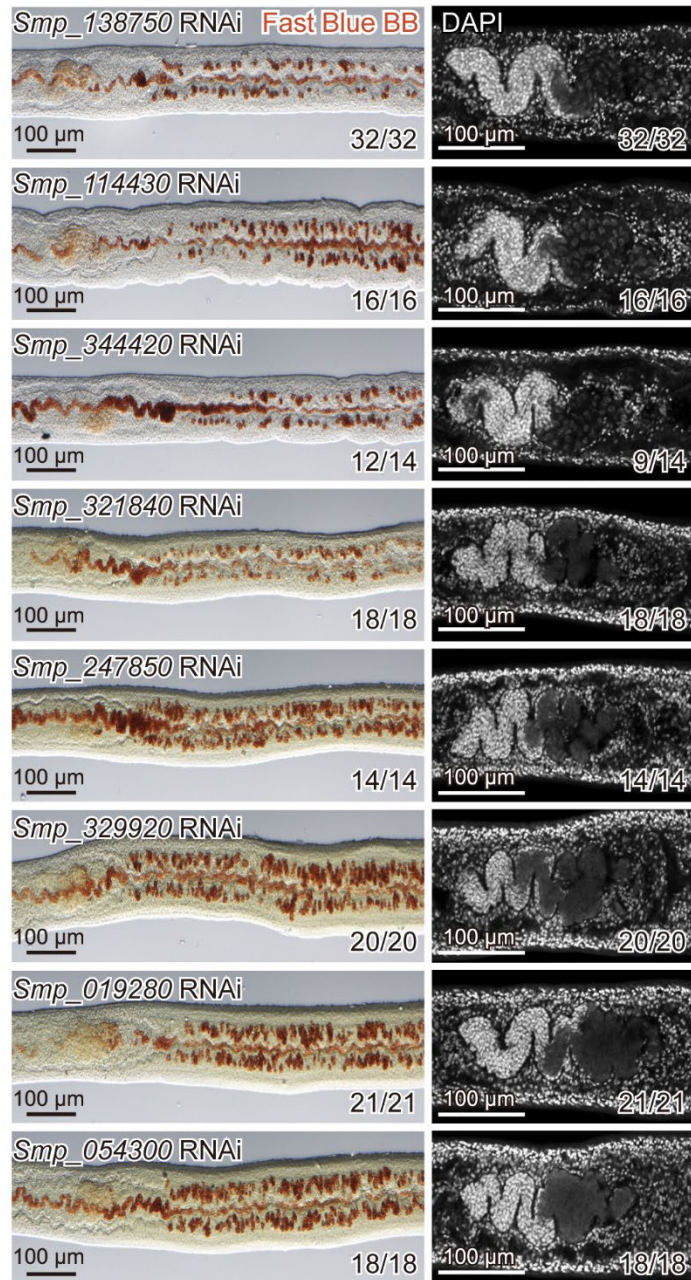

**fig. S1. Functional validation of eight genes upregulated in response to male pheromone stimulation during the sexual development of virgin schistosomes.**

Virgin females were treated with gene-specific dsRNA for 10 days in A169 medium supplemented with BATT, followed by Fast Blue BB staining (left) to visualize vitellaria and DAPI staining (right) to label the nuclei of ovaries.  $N = 3$ . Scale bars = 100  $\mu\text{m}$ .

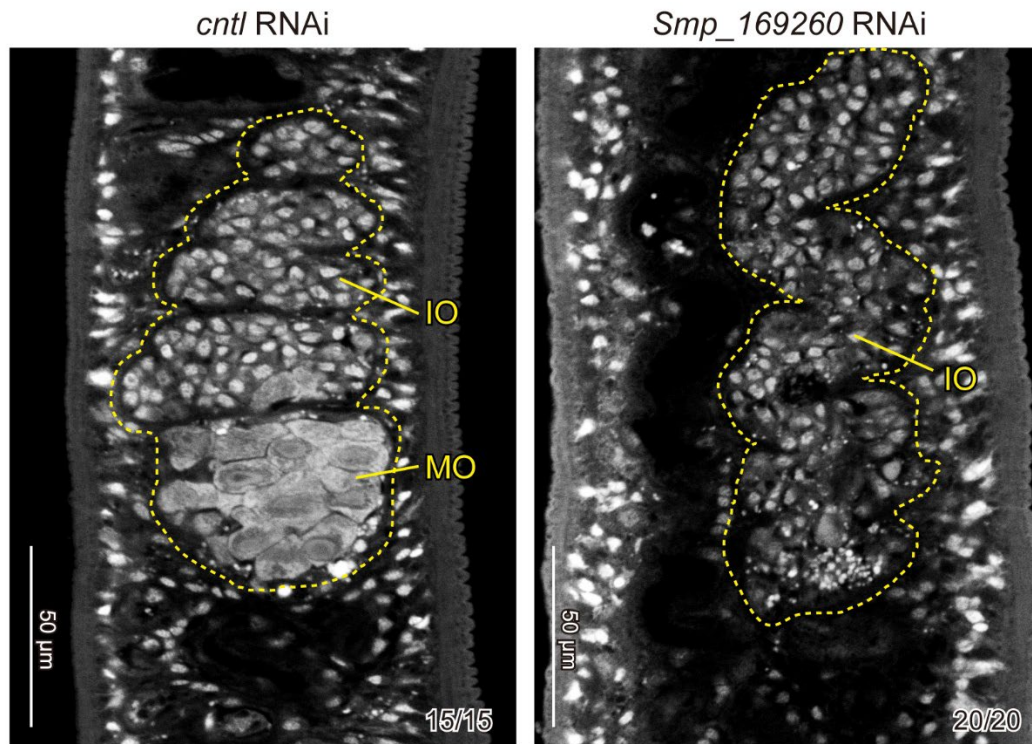

**fig. S2. Confocal microscopy of ovaries from female schistosomes following *Smp\_169260* RNAi.**

After 10 days of dsRNA treatment, female worms were stained with hydrochloric carmine to visualize ovarian structures. IO, immature oocytes; MO, mature oocytes.  $N = 3$ . Scale bars = 50  $\mu$ m.

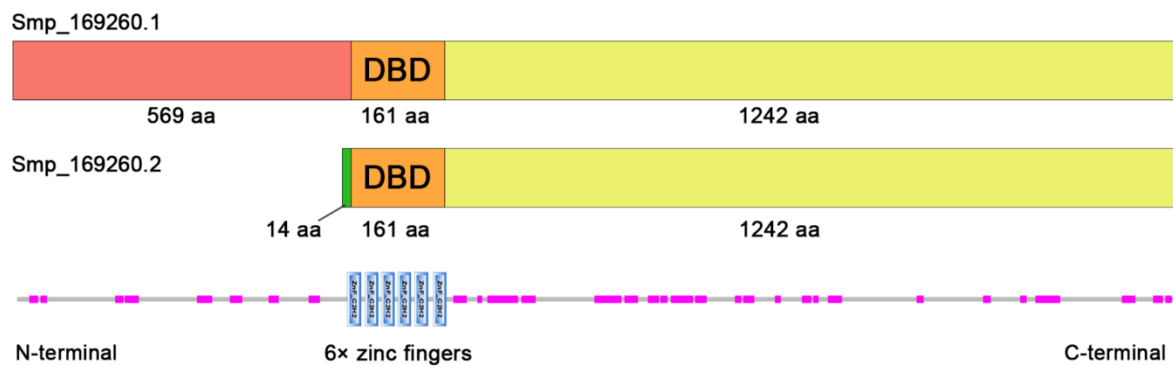

**fig. S3. Structural comparison of the two protein isoforms encoded by *Smp\_169260*.** Schematic diagram illustrating the sequence differences between the protein products of *Smp\_169260.1* and *Smp\_169260.2*.

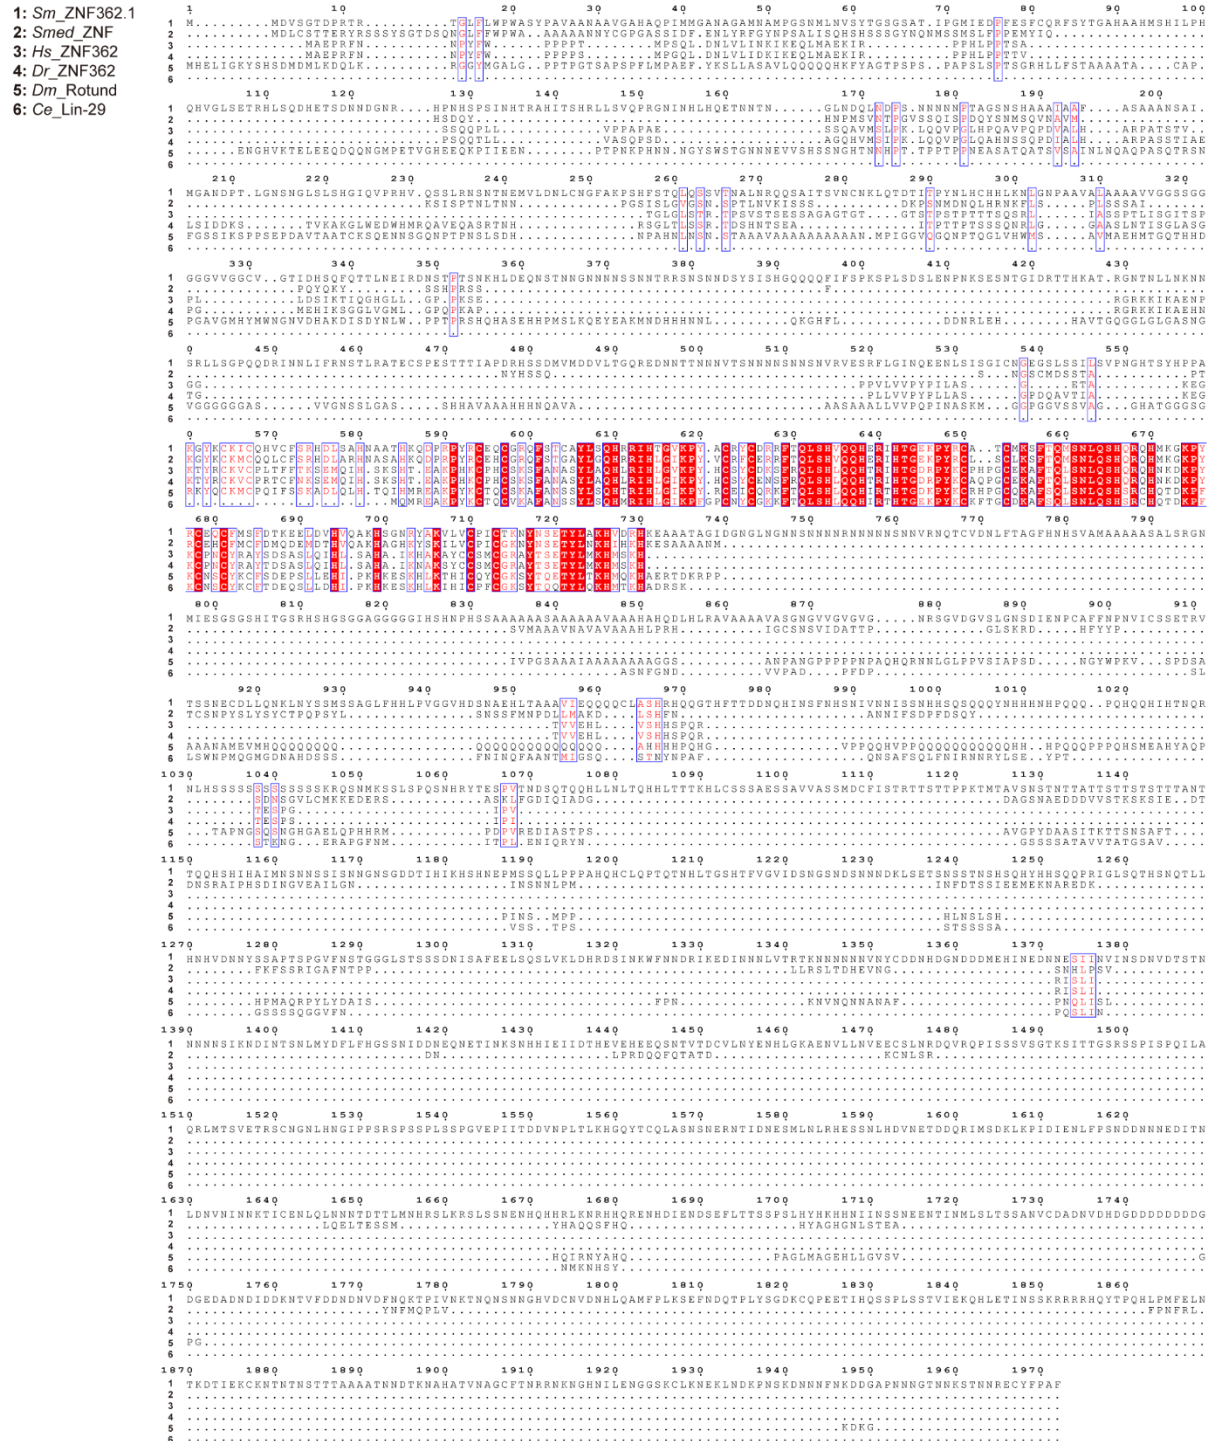

**fig. S4. Protein sequence alignment of Smp\_169260 with homologs from model species.**

Conservation was assessed based on physicochemical properties. Columns with a similarity score > 0.7 are defined as highly conserved and are highlighted in red with a blue frame. Strictly identical residues are shown in white on a red background. Homologs of Smp\_169260 includes zinc finger protein (SmedGD: SMED30013184-orf-1) from *Schmidtea mediterranea* (BLAST E-value =  $9e^{-107}$ ), zinc finger protein 362 (ZNF362, GenBank: XP\_005270564.1) from *Homo*

*sapiens* (BLAST E-value =  $8e^{-49}$ ), ZNF362 (GenBank: NP\_001083017.1) from *Danio rerio* (BLAST E-value =  $3e^{-49}$ ), Rotund (GenBank: NP\_001138021.1) from *Drosophila melanogaster* (BLAST E-value =  $6e^{-47}$ ), and Lin-29 (GenBank: NP\_001407504.1) from *Caenorhabditis elegans* (BLAST E-value =  $6e^{-44}$ ).

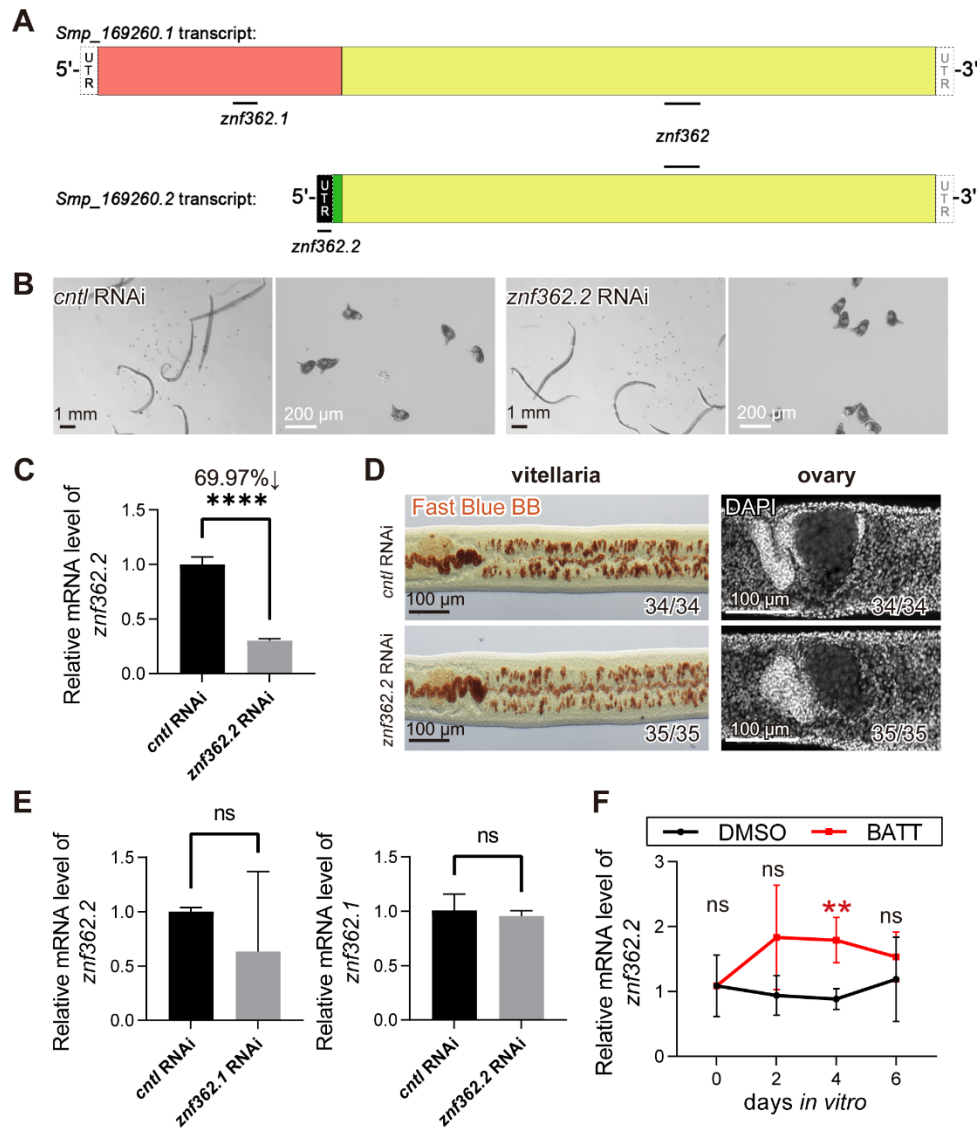

**fig. S5. The short transcript *znf362.2* is not required for sexual development in virgin female schistosomes.**

(A) Schematic diagram illustrating the sequence differences between the transcripts of *znf362.1* and *znf362.2*. Three dsRNA target sites for common or transcript-specific knockdown are indicated. (B) Light microscopy images showing the morphology and oviposition status of virgin females following 10 days of *in vitro* treatment with control or *Smp\_169260.2* dsRNA. Left panels: whole-worm morphology (scale bars = 1 mm); right panels: egg morphology (scale bars = 200  $\mu$ m).  $N = 3$ . (C) qPCR quantification of *znf362.2* transcript levels at D10 in control and RNAi-treated groups (\*\*\*\* $P < 0.0001$ ). Data are presented as mean  $\pm$  SD.  $N = 3$ . (D) Fast Blue BB and DAPI staining of vitellaria and ovaries in control and *Smp\_169260.2*-RNAi virgin females after 10 days of treatment. Fast Blue BB staining of vitellaria (left); DAPI staining of ovaries (right). IO, immature oocytes; MO, mature oocytes.  $N = 3$ . Scale bars = 100  $\mu$ m. (E) qPCR quantification of *znf362.2* transcript levels at D10 in control and *znf362.1* RNAi groups (left) and qPCR quantification of *znf362.1* transcript levels at D10 in control and *znf362.2* RNAi groups (right). (F) qPCR quantification of *znf362.2* transcript levels from D0 to D6 following

BATT induction. The black line indicates the mRNA abundance in the DMSO control group, while the red line represents the BATT-induced group.  $**P < 0.01$ . Data are presented as mean  $\pm$  SD.  $N = 3$ . Unpaired Student's  $t$  test was applied for (C) and (E).

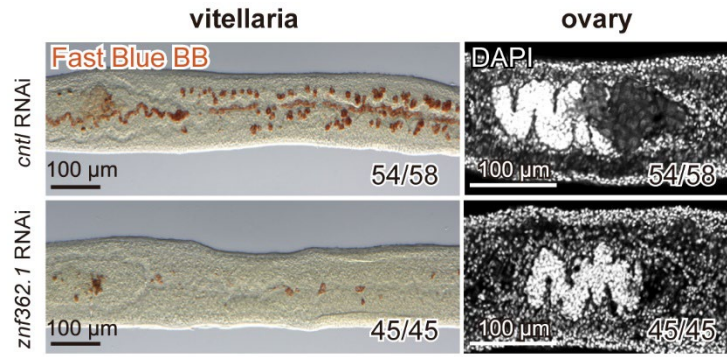

**fig. S6. Fast Blue BB and DAPI staining of vitellaria and ovaries from control and *znf362.1*-RNAi virgin females following BATT induction.**

Virgin females were subjected to for 6 days RNAi during 10 days BATT induction. Fast Blue BB staining of vitellaria (left); DAPI staining of ovaries (right).  $N = 3$ . Scale bars = 100 µm.

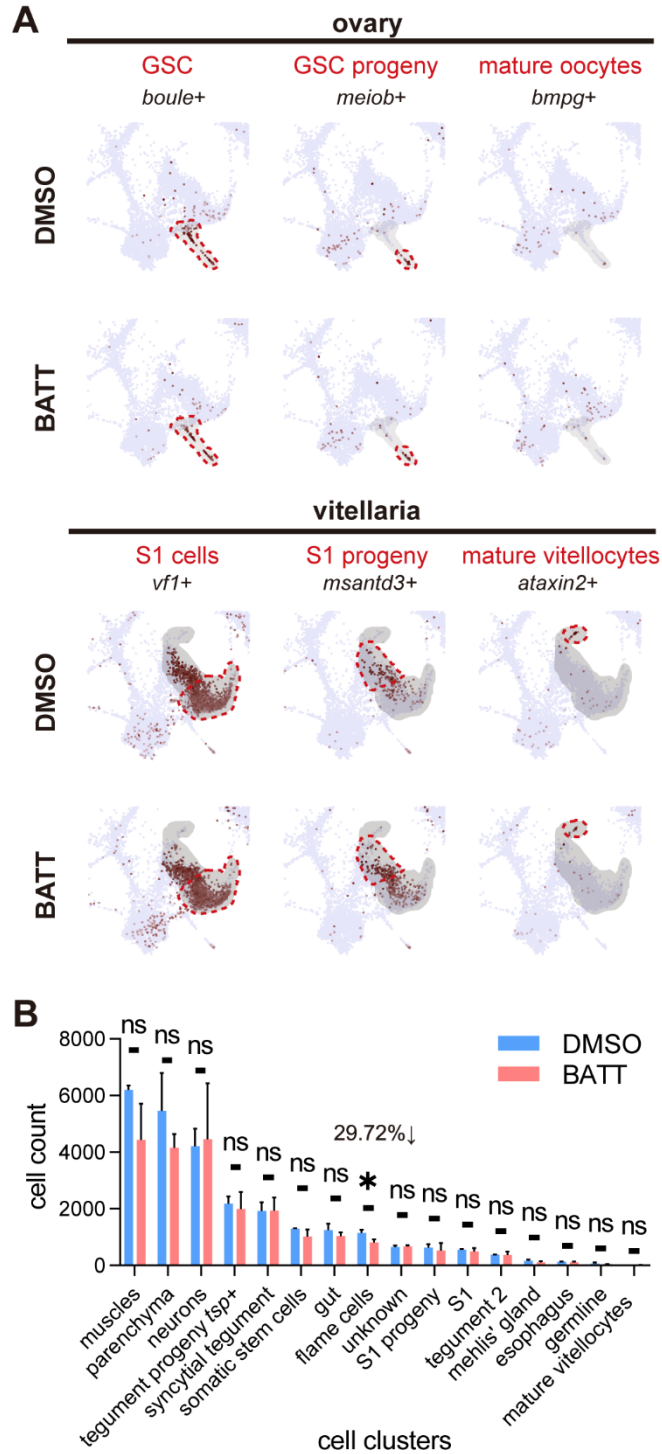

**fig. S7. Ovary and vitellaria populations in the scRNA-seq atlas of virgin female schistosomes.**

(A) UMAP plots showing cell clusters expressing well-defined ovary- and vitellaria-associated marker genes in virgin females after 2 days of DMSO or BATT treatment. Higher expression levels are indicated by darker brown color. (B) Quantitative comparison of each cell population in virgin females treated with BATT for 2 days versus DMSO controls. Statistical significance

was assessed using a  $t$ -test ( $*P < 0.05$ ). Data are presented as mean  $\pm$  SD.  $N = 3$ . Unpaired Student's  $t$  test and Mann–Whitney  $U$  test are applied for (B) according to the normality of each dataset.

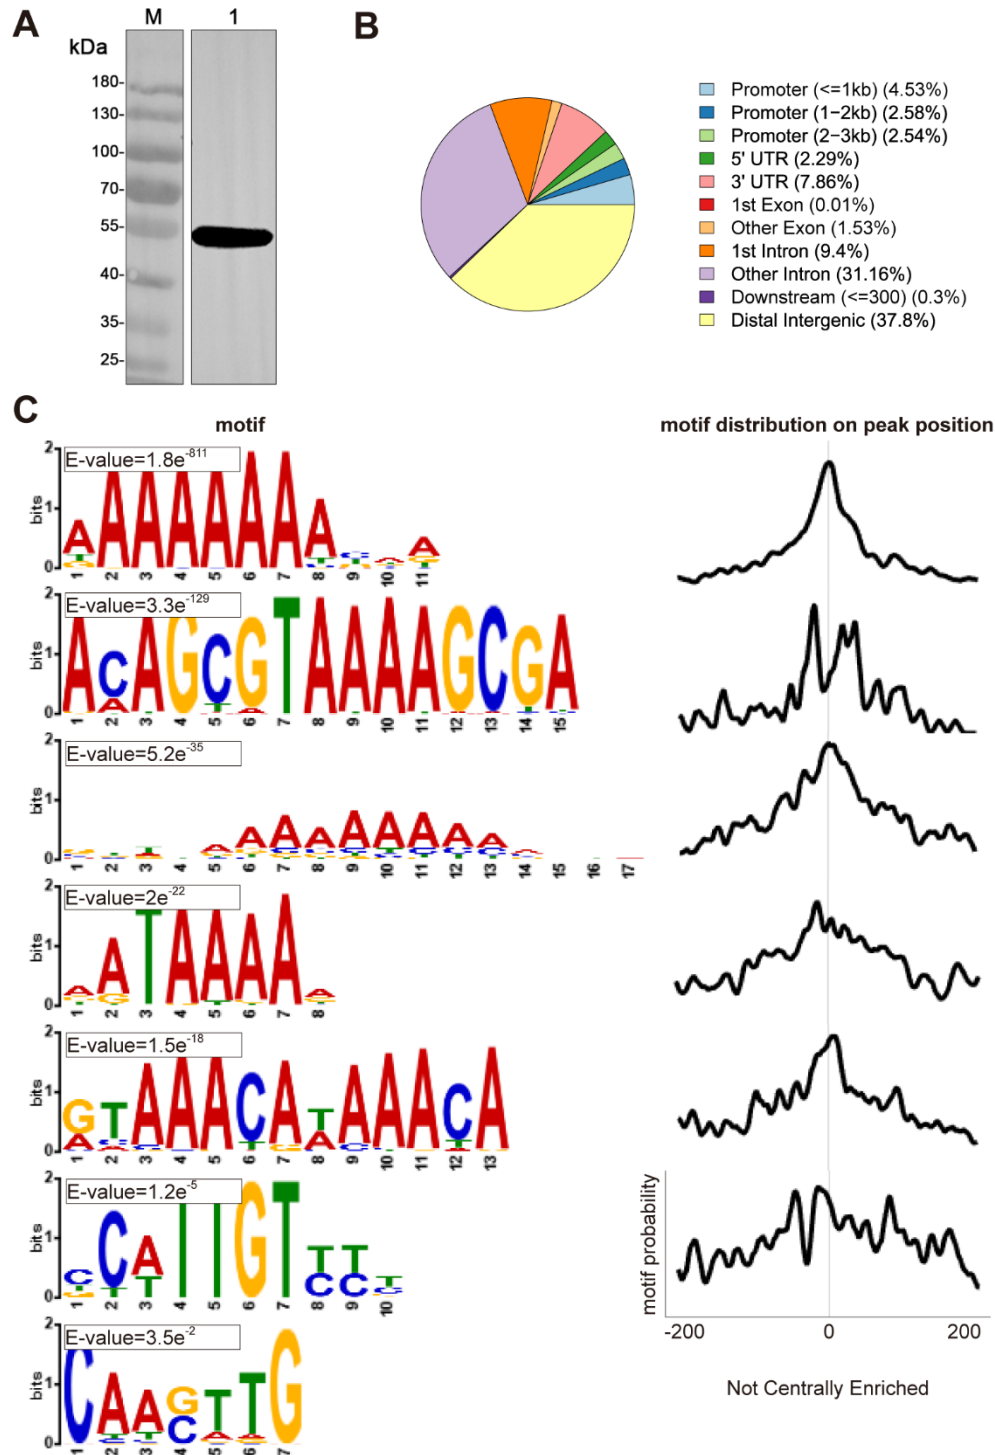

**fig. S8. Genomic annotation and motif analysis of the ZNF362.1 DNA-binding domain based on DAP-seq data.**

(A) Western blot validation of the cell-free expression of the ZNF362.1 DNA-binding domain.  
 (B) Genomic distribution of peaks identified by DAP-seq for the ZNF362.1 DNA-binding

domain. (C) Identification of seven binding motifs for the ZNF362.1 DNA-binding domain from promoter-associated peak regions and their positional distribution within peaks.

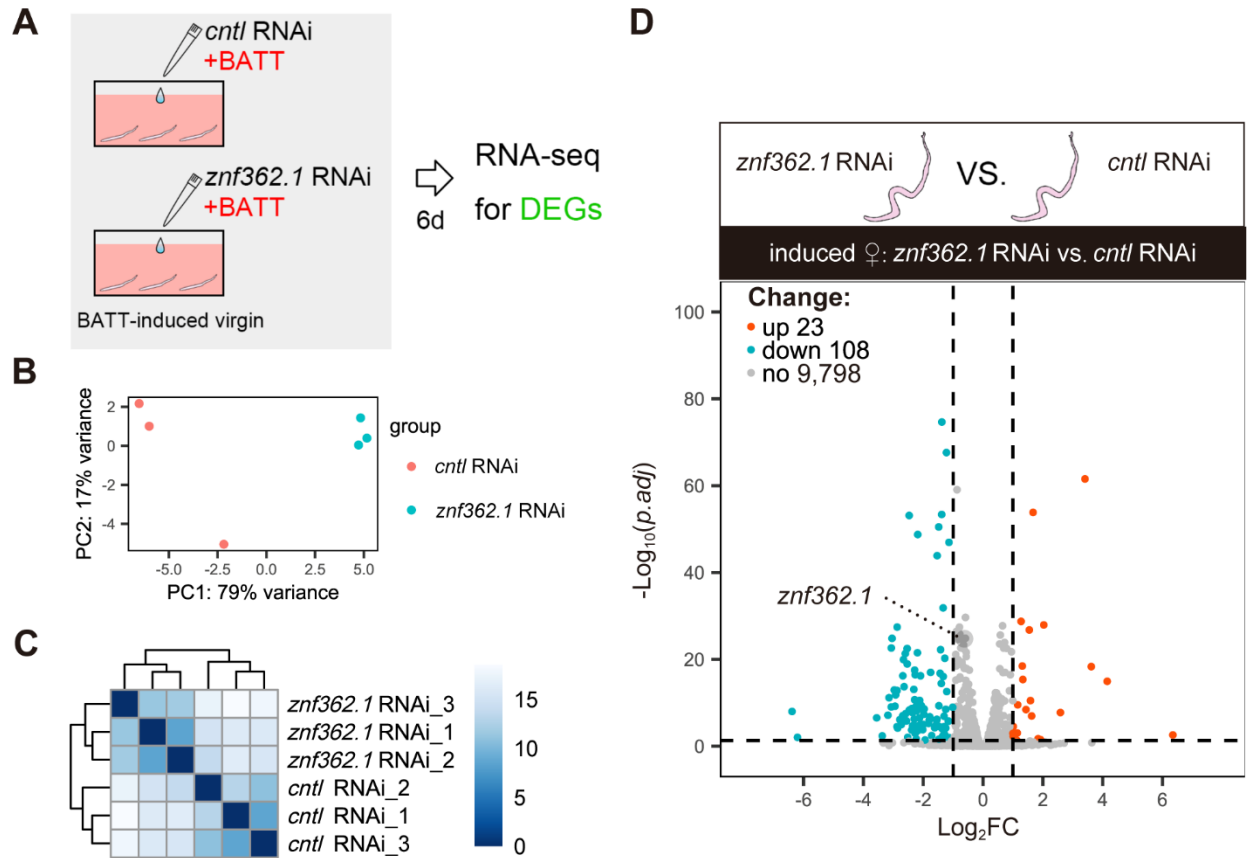

**fig. S9. Transcriptomic profiles of control and *znf362.1*-RNAi virgin females following 6 days of BATT induction.**

(A) Schematic diagram of the RNA-seq experimental design. Virgin females were treated with RNAi in A169 medium supplemented with BATT for 6 days. (B) Principal component analysis (PCA) of transcriptomes from control and *znf362.1*-RNAi groups.  $N = 3$ . (C) Inter-sample distance matrix showing transcriptomic similarity among samples from control and *znf362.1*-RNAi groups. (D) Volcano plot illustrating differential gene expression between control and *znf362.1*-RNAi females. Significantly differentially expressed genes were defined as those whose  $|\text{Log}_2\text{FC}| \geq 1$  and  $p.\text{adj} < 0.05$ .

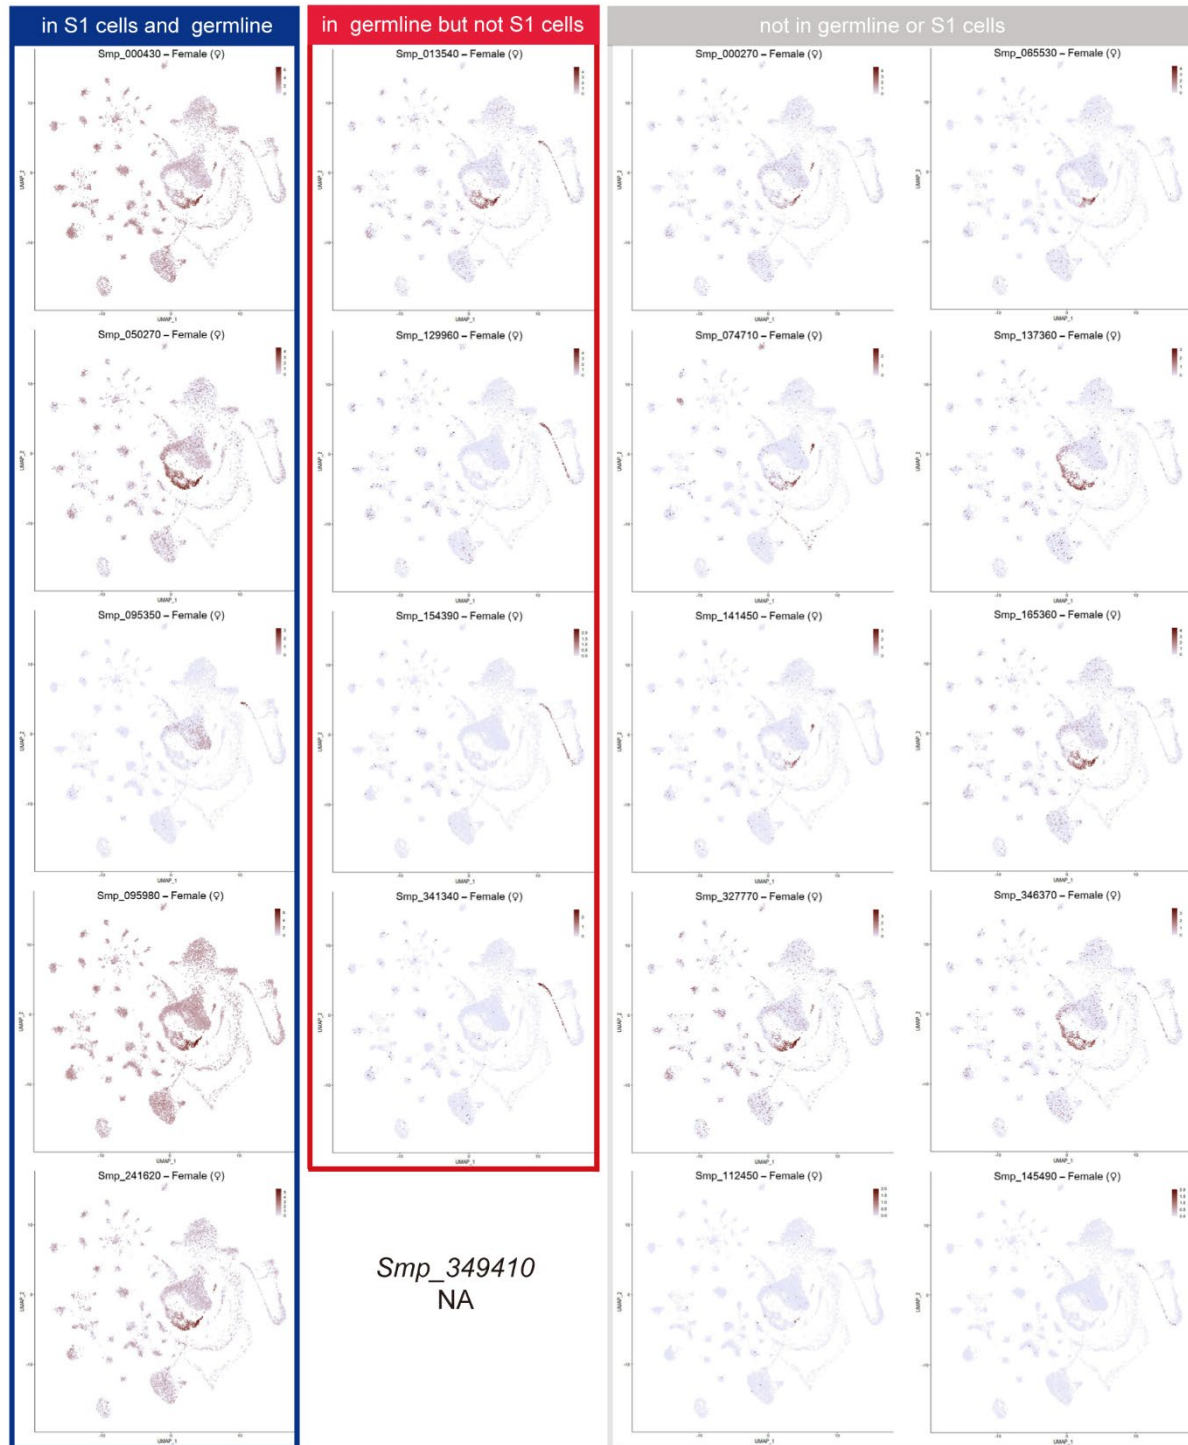

**fig. S10. UMAP plots of 20 potential downstream targets of ZNF362.1.**

UMAP plots of gene expression for 19 genes were obtained from the SchistoCyte Atlas (<https://www.collinslab.org/schistocyte/>). The UMAP plot for *Smp\_349410* is not available in the SchistoCyte Atlas.

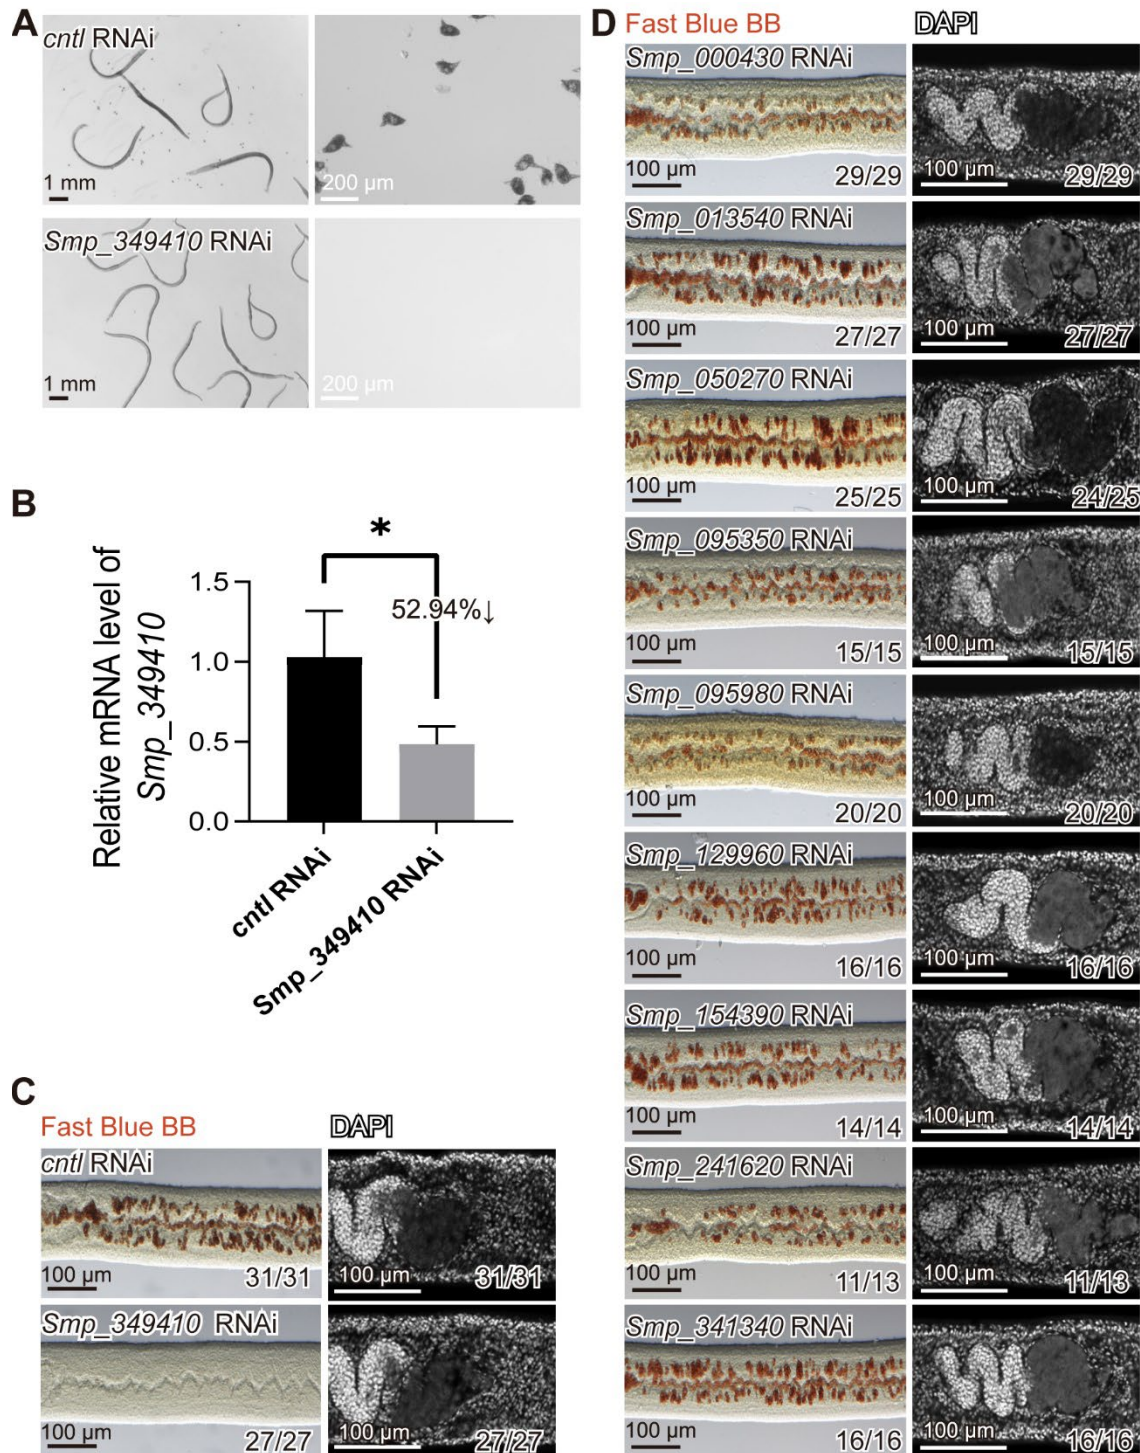

**fig. S11. Functional analysis of potential ZNF362.1 downstream targets in female sexual development.**

(A) Light microscopy images showing the morphology and oviposition status of virgin females following 10 days of *in vitro* treatment with control or *Smp\_349410* dsRNA (BATT inducing from D0). Left panels: whole-worm morphology (scale bars = 1 mm); right panels: egg morphology (scale bars = 200  $\mu$ m). *N* = 3. (B) Quantitative PCR validation of *Smp\_349410*

knockdown in virgin females after 10 days of RNAi treatment (BATT inducing from D0). Data are presented as mean  $\pm$  SD.  $*P = 0.04$ .  $N = 3$ . **(C)** Fast Blue BB and DAPI staining of vitellaria and ovaries in control and *Smp\_349410*-RNAi virgin females after 10 days of treatment (BATT inducing from D0). Fast Blue BB staining of vitellaria (left); DAPI staining of ovaries (right). IO, immature oocytes; MO, mature oocytes.  $N = 3$ . Scale bars = 100  $\mu\text{m}$ . **(D)** Functional validation of nine genes upregulated by ZNF362.1. Virgin females were treated with gene-specific dsRNA for 21 days in A169 medium (BATT inducing from D7), followed by Fast Blue BB staining (left) to visualize vitellaria and DAPI staining (right) to label the nuclei of ovaries.  $N = 3$ . Scale bars = 100  $\mu\text{m}$ . Unpaired Student's  $t$  test was applied for (B).

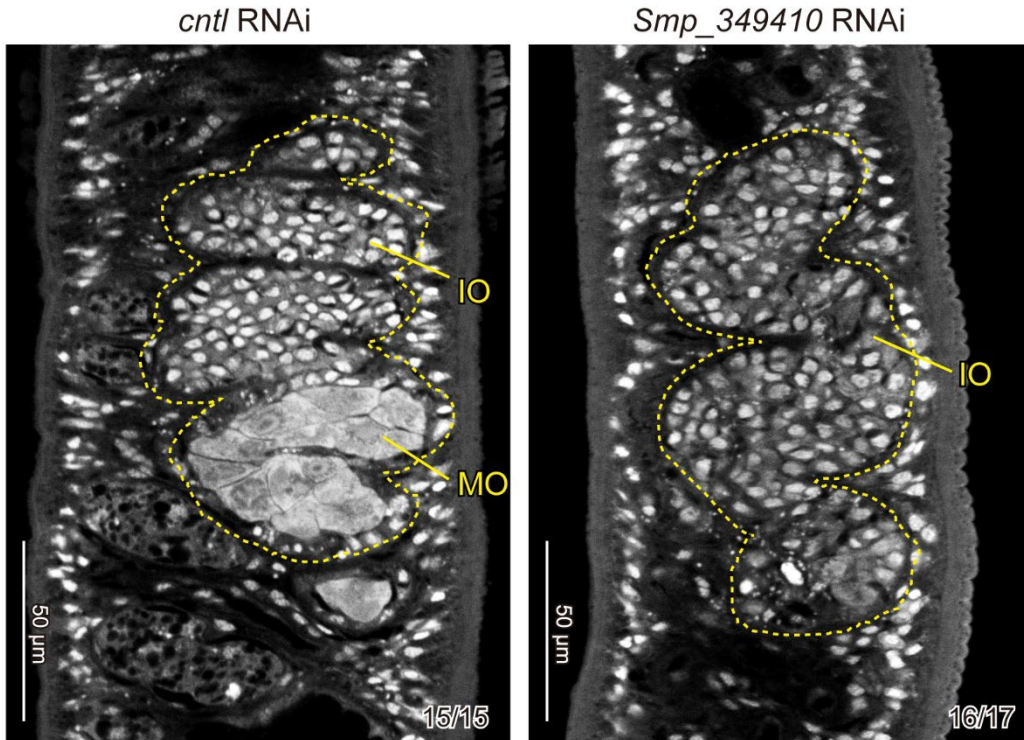

**fig. S12. Confocal microscopy of ovaries from female schistosomes following *Smp\_349410* RNAi.**

After 21 days of dsRNA treatment (BATT inducing from D7), female worms were stained with hydrochloric carmine to visualize ovarian structures. IO, immature oocytes; MO, mature oocytes.  $N = 3$ . Scale bars = 50  $\mu\text{m}$ .

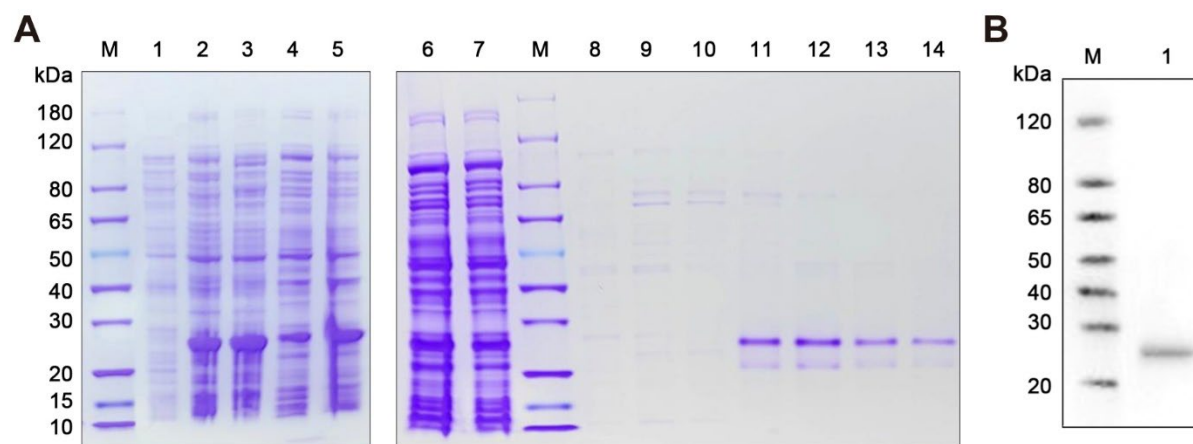

**fig. S13. Expression and purification of the recombinant ZNF362.1 DNA binding domain.**

(A) SDS-PAGE analysis of prokaryotic expression and purification of ZNF362.1 DBD. M: Protein molecular weight marker; Lane 1: Uninduced whole-cell lysate (no IPTG); Lane 2: Whole-cell lysate induced at 15°C for 16 h; Lane 3: Whole-cell lysate induced at 37°C for 16 h; Lane 4: Supernatant of lysate induced at 15°C; Lane 5: Pellet of lysate induced at 15°C; Lane 6: Pre-purification supernatant; Lane 7: Flow-through after incubation with Ni-IDA resin; Lane 8: Elution with 50 mM imidazole; Lanes 9–10: Elution with 100 mM imidazole; Lanes 11–14: Elution with 500 mM imidazole. (B) Western blot validation of the purified ZNF362.1 DBD using an anti-His-tag antibody.

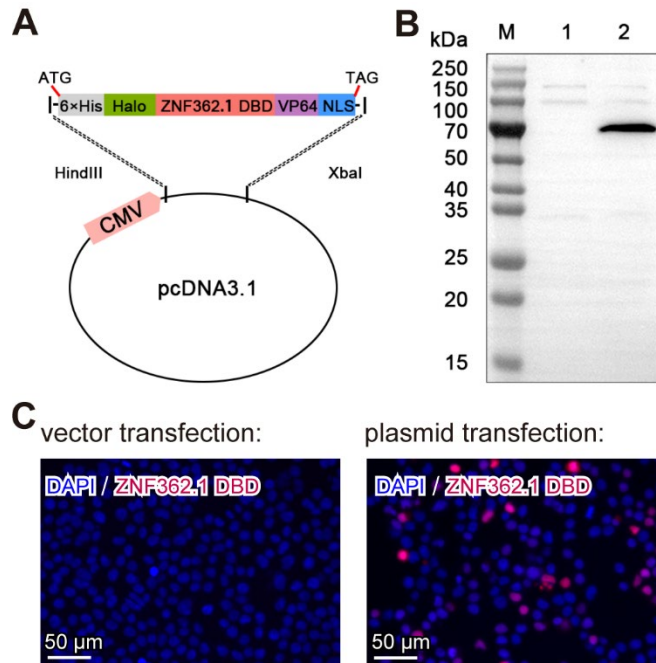

**fig. S14. Recombinant expression of the ZNF362.1 DNA binding domain for the dual-luciferase assay.**

(A) Schematic representation of the engineered transcription factor His-Halo-ZNF362.1 DBD-VP64-NLS, constructed using the ZNF362.1 DBD. (B) Western blot analysis confirming the expression of the engineered transcription factor in 293T cells. M: Protein molecular weight marker; Lane 1: Total protein from non-transfected cells; Lane 2: Total protein from cells transfected with the pCDNA3.1-His-Halo-ZNF362.1 DBD-VP64-NLS plasmid. (C) Subcellular localization of the engineered His-Halo-ZNF362.1 DBD-VP64-NLS protein in 293T cells. The ZNF362.1 DBD signal is shown in magenta by the Halo Tag fluorescent ligand; nuclei are counterstained with DAPI (blue).  $N = 3$ . Scale bars = 50  $\mu$ m.

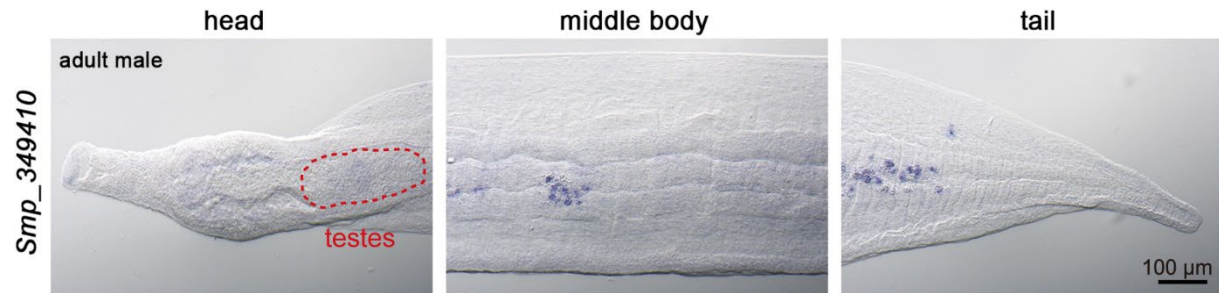

**fig. S15. Whole-mount *in situ* hybridization of *Smp\_349410* in adult males.**

Purple staining indicates *Smp\_349410* mRNA localization. Representative images of  $n > 12$  parasites from 3 biological replicates. Scale bars = 100  $\mu$ m.

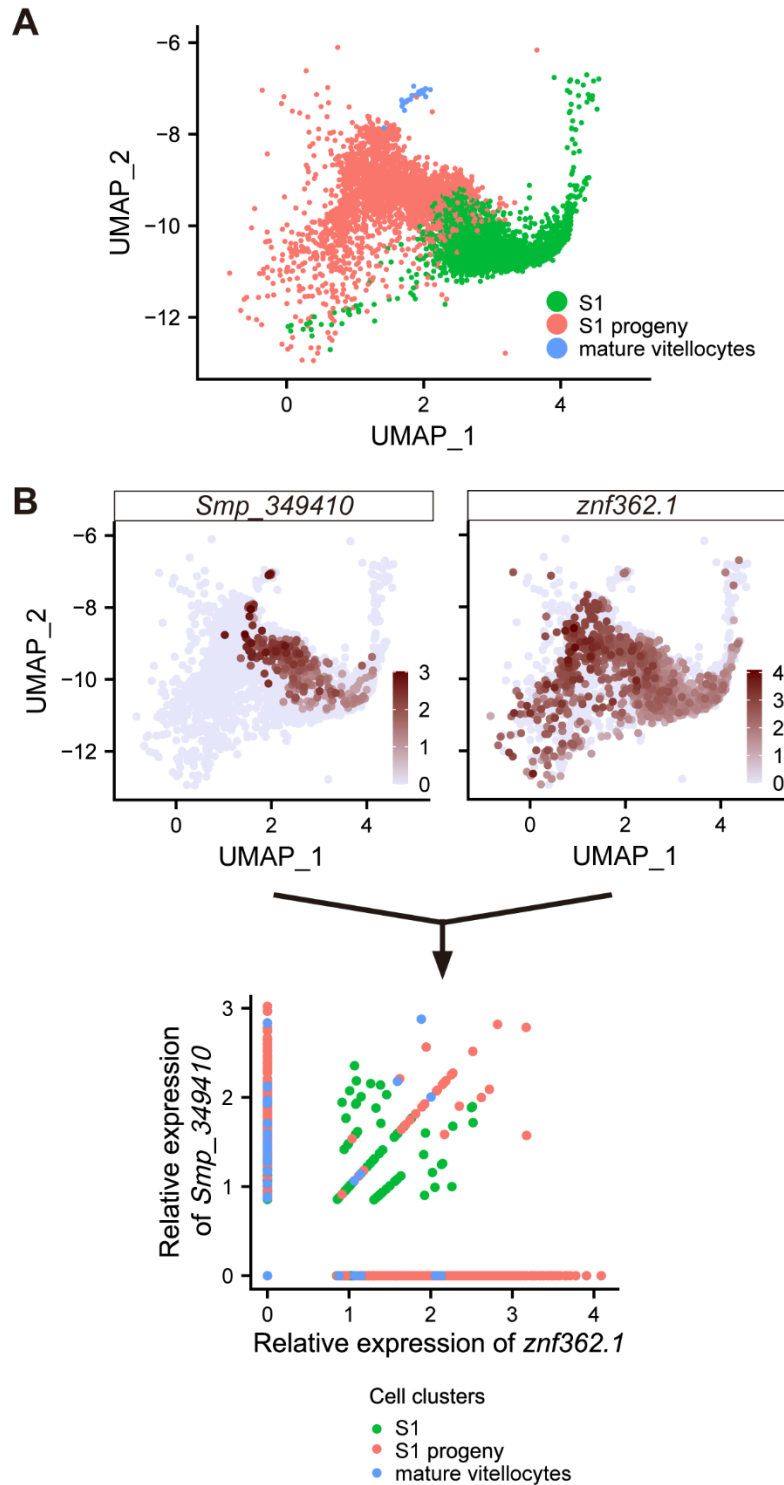

**fig. S16. Co-expression of *Smp\_349410* and *znf362.1* in vitellocytes.**

(A) UMAP plot of vitellocytes. (B) The top panel depicts the expression distribution of *Smp\_349410* or *znf362.1* across all vitellocytes; the bottom panel shows the relative expression of *Smp\_349410* and *znf362.1* in each vitellocyte.

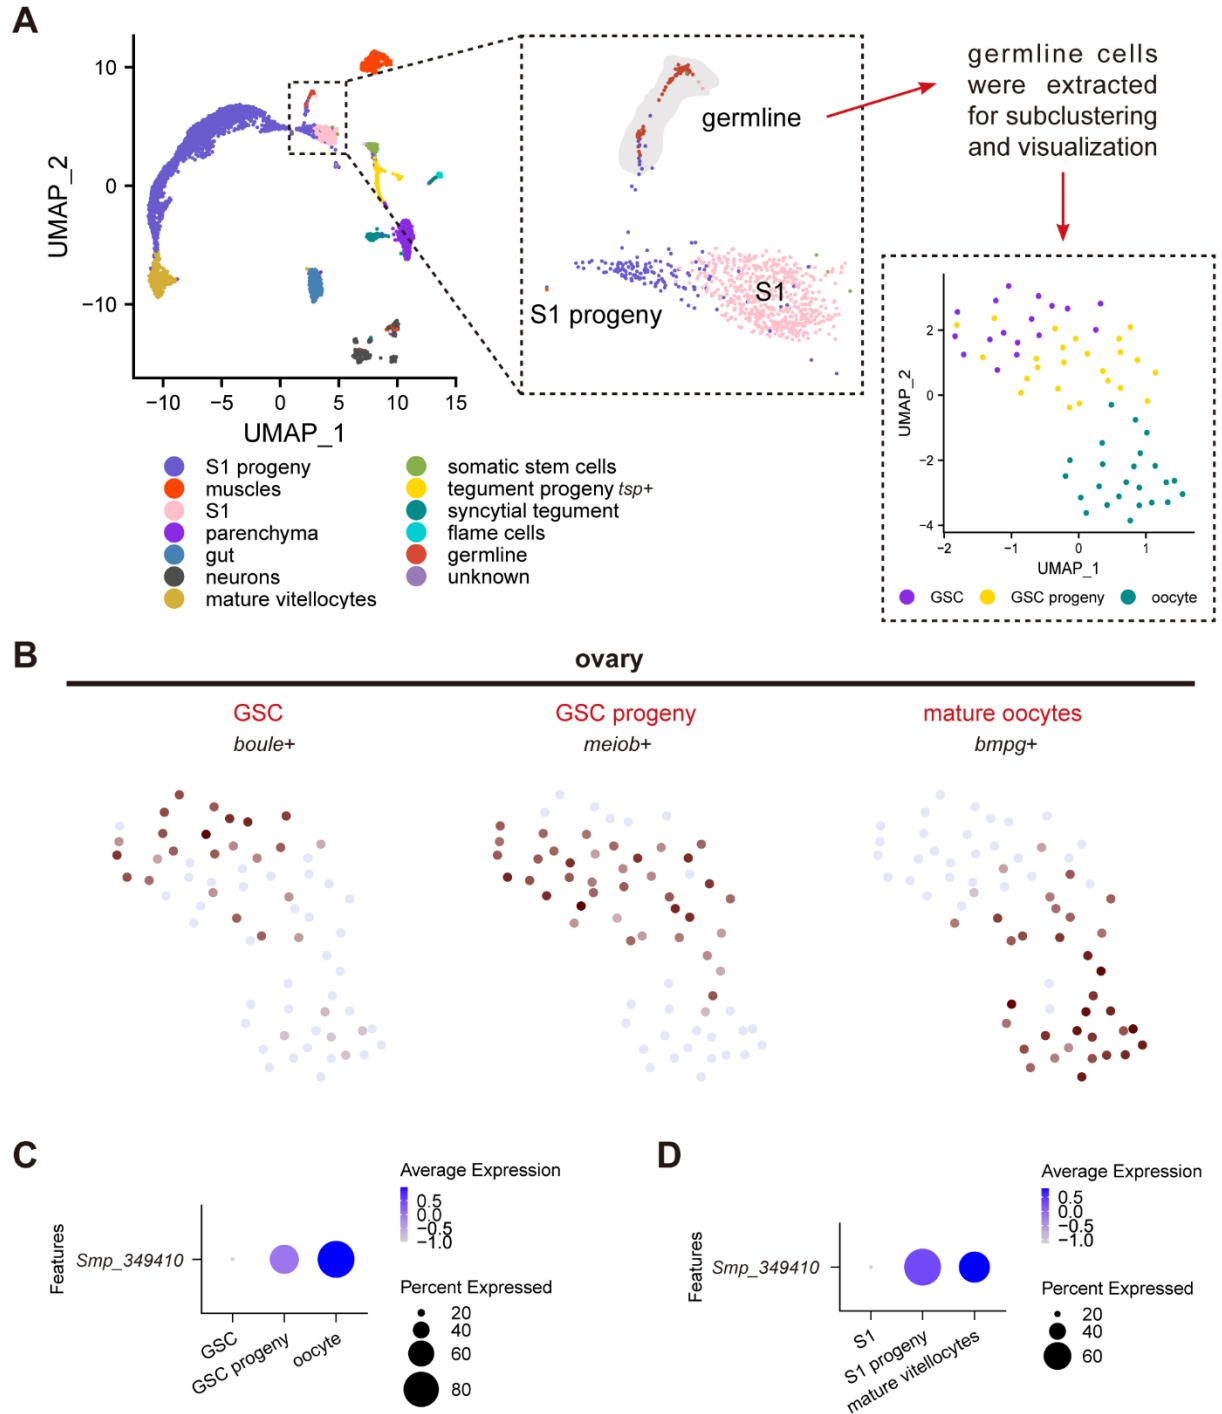

**fig. S17. Single-cell resolution of *Smp\_349410* expression in the scRNA-seq atlas of adult female schistosomes.**

(A) UMAP plot of scRNA-seq data from adult females, clustered based on established cell-type marker genes. Germline cells were extracted and subclustered for more precise classification. (B) UMAP plots showing germline clusters expressing well-defined ovary-associated marker genes in adult females. Higher expression levels are indicated by darker brown color. (C) Relative

expression of *Smp\_349410* across different germline cell stages in adult females. **(D)** Relative expression of *Smp\_349410* across different vitellaria cell stages in adult females.

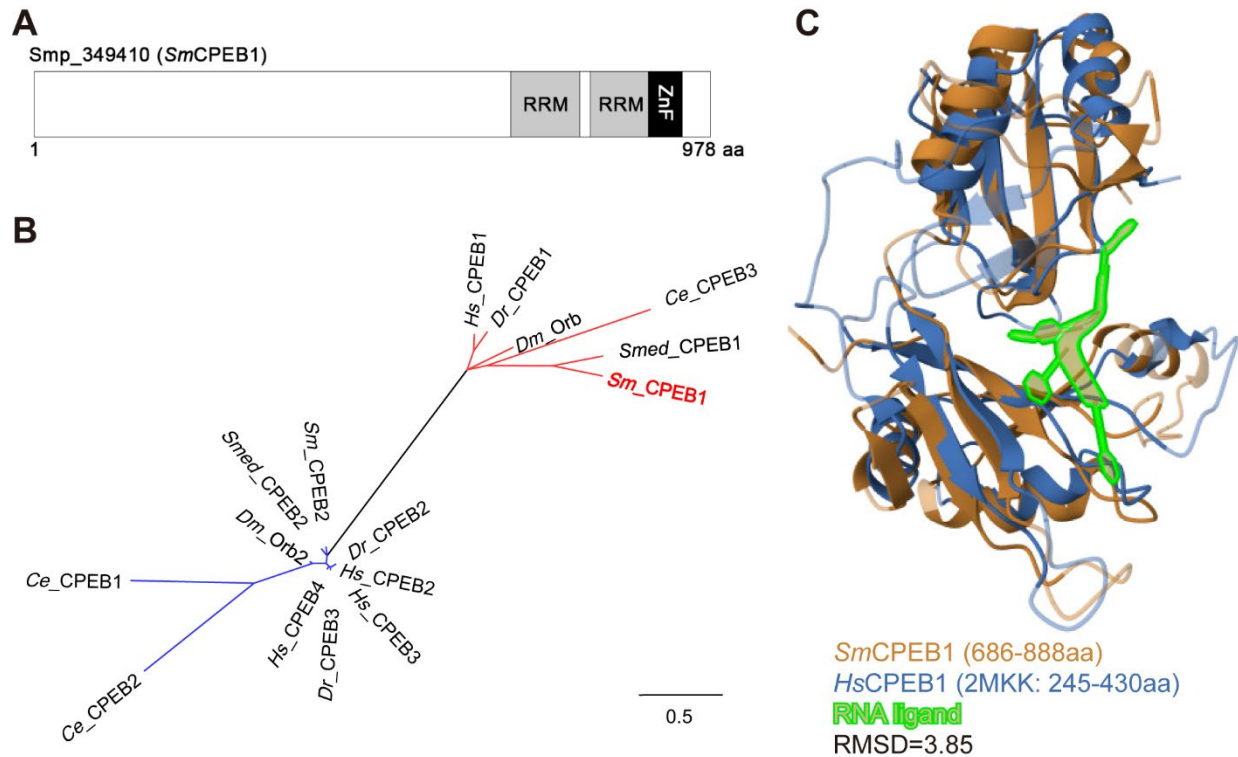

**fig. S18. Protein domain architecture of *Sm*CPEB1 and its phylogenetic analysis with homologs.**

(A) Schematic representation of the linear domain architecture of *S. mansoni* CPEB1 (Smp\_349410). It contains two RNA recognition motifs (RRMs) and one zinc finger (ZnF) domain in their C-terminal regions. (B) Phylogenetic tree of *S. mansoni* CPEB1 and its homologs in representative model organisms based on the maximum likelihood method. *Sm*: *Schistosoma mansoni*; *Smed*: *Schmidtea mediterranea*; *Ce*: *Caenorhabditis elegans*; *Dm*: *Drosophila melanogaster*; *Dr*: *Danio rerio*; *Hs*: *Homo sapiens*. (C) Structural comparison of the predicted 3D structure of *Sm*CPEB1 with its human homolog *Hs*CPEB1. RNA ligand was highlighted with green border.

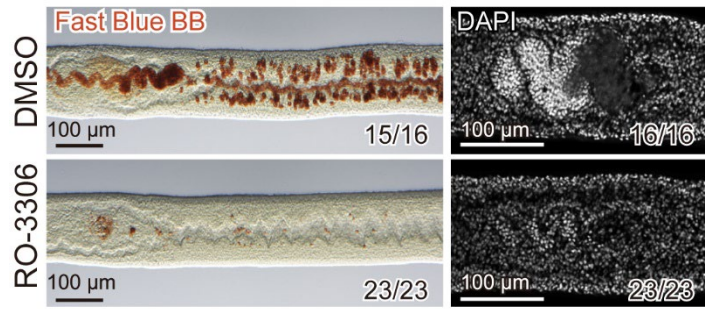

**fig. S20. Fast Blue BB and DAPI staining of vitellaria and ovaries in control and RO-3306-treated virgin females following BATT induction.**

Virgin females were treated with the CDK1 inhibitor RO-3306 during the 10-day BATT induction. Fast Blue BB staining of vitellaria (left); DAPI staining of ovaries (right).  $N = 3$ . Scale bars = 100  $\mu\text{m}$ .

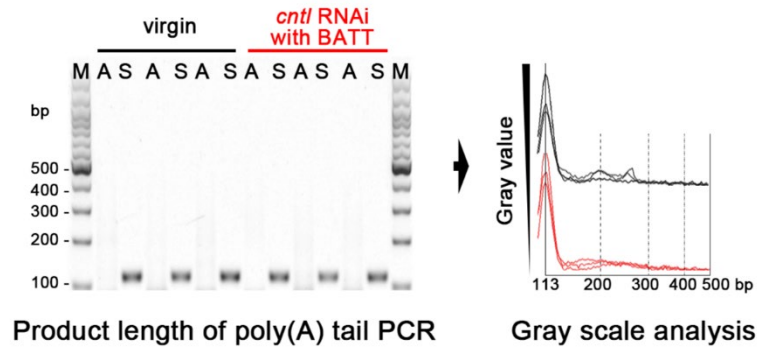

**fig. S21. Poly(A) tail length analysis of cyclin B1 mRNA in somatic tissue.**

Gray scale analysis of poly(A) tail PCR products from the somatic part in females from the virgin, BATT-induced control RNAi groups. A, poly(A) tail PCR product (A); S, gene-specific PCR product (S); M, 100 bp DNA Ladder. The relative poly(A) tail length was estimated from the peak summit, as indicated by the arrows.  $N = 3$ .

**table S1. (separate file)**

Primers for RNAi and *in situ* hybridization.

**table S2. (separate file)**

Primers for qPCR.

**table S3. (separate file)**

Gene lists derived from RNA-seq analysis for the identification of BATT-responsive genes.

**table S4. (separate file)**

RNA-seq data from virgin females paired with *gli1* RNAi males for 3d.

**table S5. (separate file)**

The mRNA and protein abundance of *znf362.1* in virgin females after BATT induction.

**table S6. (separate file)**

The mRNA and protein abundance of *znf362.1* in virgin females after *znf362.1* RNAi under BATT induction.

**table S7. (separate file)**

The mRNA abundance of *znf362.2* in virgin females after BATT induction.

**table S8. (separate file)**

List of genes significantly enriched in single-cell clusters.

**table S9. (separate file)**

The *znf362.1* expression across distinct cell clusters between control and BATT-treated groups at day 2.

**table S10. (separate file)**

Genomic annotation of ZNF362.1 binding peaks identified by DAP-seq.

**table S11. (separate file)**

RNA-seq data from virgin female schistosomes following *znf362.1* RNAi treatment.

**table S12. (separate file)**

RNA-seq data from virgin female schistosomes following 8d BATT treatment.

**table S13. (separate file)**

Gene lists from RNA-seq and DAP-seq analyses for identification of downstream targets of ZNF362.1.

**table S14. (separate file)**

The mRNA abundance of *Smp\_349410* in virgin females after BATT induction.

**table S15. (separate file)**

The mRNA abundance of *Smp\_349410* in virgin females after *znf362.1* RNAi under BATT induction.

**table S16. (separate file)**

Accession IDs of protein sequences used in the phylogenetic tree.

How the deposited data were processed for this re-analysis (not part of the article)

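Virgin females of Schistosoma mansoni were cultured for 2 days with 50 μM BATT or with 0.05% DMSO, and 3 libraries of approximately 200 worms were made per group. 1 further library came from approximately 60 adult females perfused 7 weeks postinfection. All 7 are droplet-based scRNA-seq libraries read from the 3′ end. The authors sequenced paired-end reads, processed them with Cell Ranger and deposited raw UMI counts per gene and barcode, after PCR duplicates were removed. The files hold barcodes from 500 UMIs up, of which 13856, 14764 and 15958 in the DMSO libraries and 15557, 13083 and 10290 in the BATT libraries lie above 10% of the 99th percentile of UMIs, the limit that the paper's methods give for calling cells. The counts are whole numbers over 9922 genes, with no normalization and before the limits on genes, UMIs and mitochondrial share. The genome build of the alignment is not given in the sources used here. The files list genes by identifier, without names. Bulk RNA-seq, RNAi, DAP-seq, proteomic and imaging results of the paper were not analysed here.

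Virgin barcodes were kept with 200 to 3000 genes, 200 to 7500 UMIs and at most 10% of UMIs from 12 mitochondrial genes, and adult barcodes with 200 to 4000 genes and 200 to 25000 UMIs, as the paper's methods state. This left 25405, 26826 and 26468 cells with DMSO, 26928, 22577 and 16992 with BATT and 7173 in the adult library. Median UMIs per kept cell were 1629, 1664 and 1737, 1716, 1723 and 1676 and 4108. At this depth a gene at 1 UMI per 10000 is missed in most cells that hold it, and free RNA can put a UMI into a cell that does not express the gene, so the share of cells with a UMI is not the share that expresses it. No cell was removed as a doublet. Scrublet's automatic threshold called 1 cell or fewer per virgin library, and cells with the top 10% of its scores were left out as an alternative.

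Counts per 10000 UMIs were log-transformed and scaled within each library, in place of the anchor integration of the paper, using 2000 variable genes and 50 components for virgin cells and 3000 genes and 300 components for the adult library. Cells were joined to 20 neighbours and clustered by the Leiden algorithm at resolution 1.6 (virgin; alternative 0.8) and 1 (adult; alternative 0.5). znf362, Smp_349410 and the 20 genes of fig. S10 were left out of the clustering genes. Clusters of at least 20 cells were named from a list of 59 marker entries recalled from the schistosome literature, of which 50 are in the files. A name needs at least 3 markers of the type, each in 10% or more of the cells and with a log2 level at least 1 above the median of the other clusters (0.1 added per 10000), and no second type with 3 further such markers, or all of its markers where it has 2, unless their median log2 level above the other clusters is at least 1 below that of the named type. S1-like and somatic stem-like cells share proliferation genes and were told apart by which of vf1 and nanos-2 was found in more cells of the cluster, and the exclusion of a second type was not applied between these 2. Nor was a name given where the 10 leading genes of a cluster held more markers of another type than of its own, not counting for the other type those that both share, or where cells had few UMIs for their library and no marker of the type led. The share of cells, the median as reference and the exclusion of a second type were set after the markers, but not the responses to BATT, had been seen. Flame cells, later vitelline cells, parenchyma and Mehlis' gland had too few listed markers for a name.

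UMIs were summed per library and class, for classes with at least 10 cells in every library, and BATT was compared with DMSO by edgeR's quasi-likelihood test with TMM normalization and filterByExpr, with the BH adjustment over the genes of a class. A gene counts as past the threshold at a BH-adjusted p under 0.05 with a change of at least 1 log2. For znf362 and Smp_349410 in a class, the adjusted p alone decides. Differences in response between classes were tested as an edgeR interaction of class and treatment, and shares of cells per class by edgeR on cell numbers. Numbers and shares of cells were also compared by two-sided exact permutation tests, in which 3 libraries against 3 give no p below 0.1 and 3 against 2 none below 0.2. Co-detection was compared within quintiles of UMIs per cell by a log2 odds ratio per library. The adult library has no replicate and no test, and exact Poisson and binomial 95% intervals cover counting error only.

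The tests were tested on simulated data with 200 changed genes among the real ones. In whole-library sums edgeR recovered 97.5% of the 200 with 2 false calls among 8836 genes, in S1-like sums 89% with 6 among 7575 and in muscle-like sums 91% with 2 among 8138. The interaction test of muscle-like against S1-like cells recovered 85.5% with 4 among 8394. Simulated genes varied independently of each other, whereas real libraries deviate together over genes, so false calls could be more frequent in the real data.

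Libraries with the same replicate number deviate together from their group means. The labels of the libraries number the replicates within each group and state no pairing. Over genes of the whole-library sums, the correlations of replicates 1, 2 and 3 were 0.38, 0.44 and 0.50, above those of unlike numbers. In S1-like sums the correlations of like numbers were 0.60, 0.078 and 0.63, in muscle-like sums 0.56, 0.36 and 0.67 and in neuron-like sums 0.45, 0.23 and 0.59. In S1-like sums the value of replicate 2 is under 0.1, and DMSO replicate 2 correlated more with BATT replicate 1 there (0.39) and in neuron-like sums (0.39), and nearly as much in muscle-like sums (0.36), so numbers 1 and 2 are not separated within these classes. The fit without the replicate number is reported, with the number as a block as an alternative.

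Alternatives set before the files were seen were DESeq2 with its size factors, total counts in place of TMM, no filter on low counts, the replicate block, each library left out in turn, the other Leiden resolutions, thinning of each cell to 500 UMIs, 2 UMIs for detection, no depth strata, the mean over cells and no upper limits. Added after the data were seen were the top 10% of doublet scores left out, cells above 10% of the 99th percentile of UMIs of their library (the rule of the paper's methods for calling cells), S1-like clusters 17 and 11 apart, the parts of cluster 54 apart and strata by cluster. The genes named are those the study names that bear on these cells, the 20 genes of fig. S10, and genes with the largest changes past the threshold whose BATT libraries all lie on 1 side of all DMSO libraries, of which at most 2 that rose and 2 that fell are printed. The log2FC values printed in Fig. 3D and Fig. 6C had been seen when this rule was set. msantd3 was not analysed here. Tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, leidenalg 0.10.2, igraph 0.11.9 and scanpy 1.11.5, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.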

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

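The comparison of clusters 11 and 17 and the tests of the DMSO level, of other splits of the libraries, of cell numbers in BATT replicate 3 and of a change of cells between clusters 11 and 17 were chosen after the result was seen.

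The znf362 response of somatic stem-like cells differed from that of S1-like cells, a difference between 2 groups under the same treatment. Somatic stem-like minus S1-like was -1.44 log2 (SE 0.19, edgeR interaction, BH-adjusted p = 1.4e-10 over 22 classes), and with each library left out it lay between -1.61 and -1.21. Somatic stem-like cells had 3.22 ± 0.271 UMIs per 10000 with DMSO against 0.58 ± 0.169 in S1-like cells, and higher values in every BATT library in both. A smaller fold where the DMSO level is already high is 1 candidate explanation. Over the 23 tested classes the log2FC fell with the DMSO level (Spearman's rho -0.461, permutation p = 0.0287, and Pearson's r -0.472, permutation p = 0.0232), less so without the 2 classes farthest from the median level (rho -0.364, r -0.321), but the DMSO level is part of the log2FC, and against the mean level of both groups rho was 0.0079 (permutation p = 0.974). Classes are not independent replicates, so this keeps the explanation open. A response that depends on cell type, which the design names, stays open as well and was not tested apart from it.

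Within the S1-like class, znf362 responded less in cluster 11 than in cluster 17 (-1.17 log2, SE 0.22, edgeR interaction, BH-adjusted p = 1.8e-06), a difference between 2 groups under the same treatment; the 2 clusters were set apart after the data were seen. Cells of cluster 11 are shallower (median 867 UMIs against 4497), so RNA of other cell types could make up more of their counts. In the DMSO libraries the markers of muscle, tegument, neurons and gut lay, in the median, 37% of the way from their cluster 17 level to their whole-library level, while znf362 would need 82.9%. The upper quartile over 23 markers was 41.6%, and with BATT it was 42.1% over 24 markers, with 44.7% needed. In both groups the upper quartile lay below what znf362 needs, and 1 marker with DMSO and 6 with BATT reached it. In the DMSO libraries the gap was wide, which argues against such RNA as the whole cause there. With BATT the gap was narrow, so such RNA stays open there and as a part of the cause. Cell states within the vitelline lineage were not tested.

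Smp_241610, which the paper does not discuss, had the largest rise of the genes past the threshold in whole-library sums, 4.2 log2 (SE 0.70, edgeR BH-adjusted p = 0.0402), with 211, 106 and 152 UMIs in the DMSO libraries and 5580, 2307 and 611 in the BATT libraries. It was flagged as a signal in genes outside those the paper discusses, and its UMIs differ widely between the BATT libraries. Of the 10 ways to split the 6 libraries into 3 and 3, 1 gave as many genes past the threshold as BATT against DMSO (94), and each of the others gave 0. With 10 splits this share cannot be below 1 of 10 whatever the data, so the count cannot decide about chance. In the simulated whole-library sums edgeR made 2 false calls among 8836 genes. Simulated genes varied independently, without the shared deviations of the real libraries, so this number cannot decide about chance either. Fewer cells of S1-like cluster 11 in BATT replicate 3 (1104, 556 and 199 cells in BATT replicates 1, 2 and 3) could lower its sum there. Within cluster 11 it was at 8.49, 15.9 and 11.6 per 10000, not lowest in replicate 3, but outside cluster 11 it was at 0.767, 0.257 and 0.0846, where replicate 3 had 0.329 times the level of replicate 2. RNA set free by those cells and a weaker treatment in that culture stay open with the cell number, since these are single libraries. Of the genes that rose past the threshold in whole-library sums, those with at least 10 UMIs in a class had median rises of 2.01, 1.74 and 1.13 log2 in muscle-like, 1.75, 1.5 and 1.04 in neuron-like and 1.74, 1.43 and 0.93 in tegument-like cells, lowest in BATT replicate 3, and of 1.73, 1.56 and 1.66 in whole libraries and 2.25, 1.75 and 1.88 in cluster 11, lowest in replicate 2. The edgeR BH-adjusted p of Smp_241610 was 0.0558 without the filter on low counts, 0.178, 0.207 and 0.115 without DMSO replicate 1, 2 or 3, and 0.124 without BATT replicate 2.

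Smp_060220, also outside the genes the paper discusses, had the largest fall past the threshold in S1-like sums, -4.21 log2 (SE 0.25, edgeR BH-adjusted p = 0.000137), from 212, 265 and 207 UMIs to 13, 18 and 5, lower in every BATT library. In S1-like sums, 1 of the splits gave as many genes past the threshold as BATT against DMSO (51). With 10 splits this share cannot be lower whatever the data, so the count cannot decide about chance. The next split, DMSO replicates 1 and 2 with BATT replicate 1 against the rest, gave 46. That split keeps the samples numbered 1 on 1 side, whereas of the 4 splits that part all 3 pairs as BATT against DMSO does, the other 3 gave 0, 0 and 0. A change of cells between clusters 11 and 17 could lower it. Within cluster 17 the gene went from 197, 259 and 203 UMIs to 10, 12 and 3 (-4.79 log2 between the mean levels), and in cluster 11 from 15, 6 and 4 to 3, 6 and 2, which argues against such a change as the whole cause. RNA of other cells was not tested for this gene. An effect of BATT, which the design names, stays open and was not tested apart from other causes. In whole-library sums Smp_309120 went from 15, 15 and 16 UMIs to 0, 0 and 0 (edgeR BH-adjusted p = 0.0143, and 0.0703 without DMSO replicate 2). The files do not pair these identifiers with names.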

How the results depend on the processing

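Doublet scores, the 99th percentile limit, clusters 17 and 11 apart and strata by cluster were alternatives chosen after the result was seen; the others were set before the data were examined. Outside the fits with a library left out, 208 of the alternative values kept direction and side of the threshold, or lay within the replicate spread or 1.5 times the count, 21 moved beyond it, 4 were no longer past the threshold, 14 newly were and 11 turned their sign. With a library left out these numbers were 211, 13, 18, 2 and 8. For the changes that follow, the cause was not tested. The limit of 500 UMIs removed no cell and S1 progeny-like cells were not named, so neither alternative was run, and S1-like cells alone equal the class as reported.

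With DESeq2, 79 genes passed in S1-like sums (edgeR 51), znf362 passed in somatic stem-like cells (0.47, adjusted p = 0.00369) and Smp_349410 in S1-like cells (1.15, adjusted p = 0.0102), and 11 genes of fig. S10 rose past the threshold in S1-like and 11 in whole-library sums (edgeR 7 and 7). With the replicate number as a block, 124 genes passed in S1-like sums and 1532 over all classes (without the block 789), 3 cell shares passed, and so did znf362 in somatic stem-like (0.47, adjusted p = 0.00015) and Smp_349410 in S1-like cells (1.15, adjusted p = 3.2e-05). znf362 passed in 22 of 23 classes (19 without the block), 11 genes of fig. S10 in S1-like sums, and so did Smp_078720 in whole-library sums (1.03, adjusted p = 0.0206) and Smp_000270, Smp_000430 and Smp_095980 in S1-like sums. Under the block 10 genes of fig. S10 passed in whole-library sums, and Smp_349410 passed in cluster 11 (1.32, adjusted p = 0.0276). Of the other named genes and classes at the claims that were fitted with the block, it changed no call; the differences between classes were not fitted with it, as each library is a block there. Without the filter on low counts Smp_349410 passed in S1-like cells (1.15, adjusted p = 0.0338). With total counts in place of TMM, znf362 did not pass in gut-like (1.74, adjusted p = 0.166) and esophageal gland-like cells (1.51, adjusted p = 0.0997), nor Smp_349410 in whole-library sums (1.06, adjusted p = 0.0518), where 3 genes of fig. S10 passed. Near 0, whole-library values turned their sign for Smp_082490 with total counts (0.018) and for Smp_266960 with DESeq2 (-0.0059), the replicate block (-0.0054) and cells above the 99th percentile limit (-0.024). Adjusted p-values here are BH-adjusted, by edgeR except where DESeq2 is named.

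Without the highest doublet scores, Smp_349410 did not pass in whole-library sums (0.99, adjusted p = 0.0569), and the muscle-like response minus the S1-like one was -0.043. At Leiden resolution 0.8, 7 of 14 classes responded less than S1-like cells (11 of 22 at 1.6), and Smp_349410 passed in S1-like cells (1.17, adjusted p = 0.0431). With cells above the 99th percentile limit 17 classes responded less, Smp_349410 passed in S1-like cells (1.15, adjusted p = 0.0183), and the response minus the S1-like one was -0.31 in muscle-like, -0.29 in neuron-like, -0.60 in gut-like and -0.71 in esophageal gland-like cells, the last 2 past the threshold. The share of flame marker cells fell with an unadjusted edgeR p of 0.0411 there (-0.31 log2, BH-adjusted p = 0.202) and of 0.0408 without BATT replicate 3 (-0.34 log2, BH-adjusted p = 0.449).

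With cluster 17 in place of the S1-like class, 20 classes responded less, and the differences were -0.42 (muscle-like), -0.35 (neuron-like), -0.69 (gut-like) and -0.87 (esophageal gland-like), while Smp_349410 passed (1.09, adjusted p = 0.0227). With cluster 11, 1 class responded less, and the same differences were 0.74, 0.82, 0.48 and 0.305, and 0.18 in tegument-like cells. The log2 odds ratio of co-detection was 0.26 without depth strata, 0.028 in cluster 17 and 0.063 in cluster 11, against -0.11 as reported.

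In the adult library, the mean over cells gave Smp_349410 at 0.62 per 10000 in S1-like cells and 1.89 in the clusters with vf1, and znf362 at 1.12 and 0.187. Without the upper limits Smp_349410 was at 1.06 in S1-like and 5.35 in germline-like cells, and znf362 at 0.774 and 0.0679. At resolution 0.5 znf362 was at 0.189 in the clusters with vf1, and S1-like cells joined the somatic stem-like ones and had no value of their own.

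With each library left out in turn, the genes past the threshold numbered 36 to 124 in whole-library sums, 25 to 65 in S1-like sums and 524 to 1002 over all classes, each lowest without DMSO replicate 2. The classes with znf362 past the threshold numbered 12 to 21, lowest without the same library. The log2FC of znf362 was 1.7 to 2.12 in S1-like cells, which did not pass without DMSO replicate 2 (1.84) or BATT replicate 2 (1.9), 1.26 to 1.41 in tegument-like, 1.41 to 1.92 in gut-like and 1.36 to 1.69 in esophageal gland-like cells. That of Smp_349410 was 0.99 to 1.29 in S1-like cells, which passed without BATT replicate 1 (1.29), and 0.86 to 1.13 in whole-library sums, which passed only without BATT replicate 3 (1.03) or with all libraries. Differences from S1-like cells were -0.13 to 0.13 in muscle-like, -0.68 to -0.42 in tegument-like and -0.77 to -0.14 in esophageal gland-like cells. S1-like cell numbers changed by -30.7 to 13.7% and shares by -0.15 to 0.25 log2, and the share of cells with an ataxin2 UMI by -0.411 to 0.0411 percentage points. Genes of fig. S10 past the threshold numbered 3 to 8 in S1-like and 1 to 10 in whole-library sums. Smp_266960 lay at -0.081 to 0.13 in whole-library sums and Smp_095350 at -0.017 to 0.41 in S1-like sums. Of the values for single named genes, 129 kept direction and side of the threshold, 3 no longer passed, 8 newly did and 4 turned their sign, and with a library left out 101, 18, 2 and 4.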

Differences from the paper's values

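All tests in this part that follow clusters 17 and 11 apart or the 99th percentile limit were chosen after the result was seen.

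The log2FC of znf362 in S1-like cells was 1.88 (SE 0.26, n = 3 libraries per group), whereas the paper's value for S1 cells is about 2.3 in Fig. 3D, read by eye. The S1-like class joins 2 clusters and may be wider than the paper's S1 cluster. It also holds barcodes below the limit that the methods give for calling cells. Of the alternatives set before the data were examined, the value without DMSO replicate 1 (2.12) lay within its error of the paper's, and those with DESeq2, total counts, no filter, the replicate block, Leiden resolution 0.8 and each of the other 5 libraries left out did not, from 1.7 to 2.02. Cells above the 99th percentile limit gave 2.23 and cluster 17 alone 2.37, both chosen after seeing the values. Under the 99th percentile limit the same named classes passed as without it.

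The paper ranks S1 cells highest for the rise of znf362. Of 22 other classes, 3 had a larger log2FC than the S1-like 1.88, neuron-like 1.97, cluster 13 1.94 and muscle-like cells 1.9, and none of these differences passed the interaction test. Cluster 17 alone was above all of them, and with cells above the 99th percentile limit, the paper's rule for calling cells, S1-like cells had the largest log2FC (2.23), with 0 of 21 other classes above them (next cluster 13, 1.98) and 17 that responded less in the interaction test. Both were chosen after seeing the values.

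The paper lists somatic stem cells among those with a significant rise of znf362. Of the 23 tested classes 19 passed here, and for somatic stem-like cells the edgeR BH-adjusted p was 0.333 (log2FC 0.46, higher in 3 of 3 BATT libraries). DESeq2 on the same sums, the test that the paper's methods name for pseudobulk profiles, called it after BH adjustment (log2FC 0.47, adjusted p = 0.00369, under the 1 log2 that these methods also ask for), and so did the replicate block in edgeR (log2FC 0.47, adjusted p = 0.00015).

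The paper calls the rise of Smp_349410 in S1 cells significant. The log2FC here, 1.15, differs from the paper's 1.14 by less than its error, and the edgeR BH-adjusted p was 0.054, with every BATT library above every DMSO library. It was called after BH adjustment with DESeq2, the test that the paper's methods name (log2FC 1.15, adjusted p = 0.0102), without the filter on low counts (log2FC 1.15, adjusted p = 0.0338), with the replicate block (log2FC 1.15, adjusted p = 3.2e-05), without BATT replicate 1 (log2FC 1.29, adjusted p = 0.0396) and at Leiden resolution 0.8 (log2FC 1.17, adjusted p = 0.0431), and, chosen after seeing the values, with cells above the 99th percentile limit (log2FC 1.15, adjusted p = 0.0183) and in cluster 17 alone (log2FC 1.09, adjusted p = 0.0227).

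The paper calls the loss of flame cells significant. The decrease here, 28.2%, differs from the paper's 29.72% by less than the replicate spread, with fewer cells in every BATT library. The two-sided exact permutation p was 0.1, the smallest that 3 libraries against 3 allow, so this test could not pass 0.05 whatever the numbers and does not bear on the paper's call. The share of flame marker cells had an edgeR BH-adjusted p of 0.854 (log2FC -0.20). The unadjusted edgeR p of the share was 0.0408 without BATT replicate 3 (-0.34) and, chosen after seeing the values, 0.0411 with cells above the 99th percentile limit (-0.31).

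The paper places the 10 excluded genes of fig. S10 in mature vitellocytes alone. In the adult library, 7 of the 10 had a higher level in the clusters with vf1 than in the cluster led by ataxin2, the paper's marker of mature vitellocytes, and 3 had the reverse. The clusters with vf1 are taken here as later vitelline cells, and whether the paper counts them as mature vitellocytes is not given in the sources used here, so the groups cannot be matched and this stays open. In virgin S1-like cells, 4 of the 10 rose past the threshold.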

Other observations

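The tests of other splits of the libraries, of free RNA from S1-like and vitelline cells, of the 2 joined clusters, of oocytes and depth for bmpg among kept cells, of cell yield for the flame marker clusters and of the adult upper limit were chosen after the result was seen.

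znf362 was higher with BATT in each of the 23 tested classes. Free RNA from S1-like cells could carry it into the others. If so, the rise in another class would be at most the S1-like rise times the share of the S1-like vf1 level found there, but in the median over the classes other than clusters 49 and 54 it was 48.2 times that limit (lowest 14.5). Genes differ in how much of them is free, and the share of Smp_349410 was up to 8.99 times that of vf1 outside cluster 54, which all these classes exceed, so the values argue against it there. Clusters 49 (7.86 times) and 54 (4.56 times) lie within that spread and stay open. The 8.99 is from cluster 51, which held no Smp_349410 UMI with DMSO, so it lies near the floor. The next value was 3.59 in cluster 45. For free RNA from muscle-like cells, bounded by the share of 5 muscle markers, the median was 4.47 times the limit, from 1.01 in cluster 46 to 9.51 in cluster 51. The median lies within the spread up to 8.99 and above 3.59, while cluster 46 lies below both, so such RNA stays open. The number of classes past the threshold (19) was reached by 1 of the 10 splits of the libraries (next 0), and that of genes past it summed over the classes (789) also by 1 (next 110). With 10 splits such a share cannot be below 1 of 10 whatever the data, so these counts cannot decide about chance. By edgeR, znf362 passed in all 23 classes when adjusted over its 23 p-values. The other 3 splits that part all 3 replicate pairs gave 0, 0 and 0 classes and 6, 1 and 1 genes.

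The S1-like response to BATT lay below the value the paper gives for S1 cells. 1 candidate explanation is that 2 clusters with unlike responses were joined. Cluster 11 minus cluster 17 was -1.17 log2, which keeps it open as a hypothesis found and tested on the same data. Another is that barcodes below the cell-calling limit of the methods, 10% of the 99th percentile of UMIs, were kept here. With cells above that limit, chosen after seeing the values, the S1-like response was nearer the paper's value. This stays open too. Cluster 11 has a median of 867 UMIs, below the limits of 1751 to 1867 UMIs in the libraries, so the 2 explanations were not told apart.

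UMIs of Smp_349410 occur in classes outside the reproductive ones, and free RNA could bring them there. In virgin females, the share of the S1-like level that Smp_349410 reached in such a class was, in the median, 1.52 times the share of vf1 (from 0.299 to 8.99 over 21 classes). In the adult library it was 1.88 times the median share of other vitelline genes over 10 clusters, without cluster 12, which holds vitelline genes at their vitelline level. Low expression and free RNA cannot be told apart here, because genes differ in how much of them is free.

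More cells had a bmpg UMI with BATT, by 0.249 percentage points. Mature oocytes among the kept cells could hold it. The BATT libraries had 159 cells with a bmpg UMI beyond the DMSO share, and of their 315 such cells 4 lay in cluster 54, where the cells with many UMIs of boule and meiob lie, against 6 of 185 with DMSO. At least 3 UMIs were found in 4 BATT cells. This argues against oocytes among the kept cells as the whole cause, while single ones stay open. Deeper cells in the BATT libraries could show it more often, but with each cell thinned to 500 UMIs the difference was still 0.0548 percentage points, which argues against depth as the whole cause. Oocytes above the upper limits could shed RNA, and 6 BATT barcodes above them held 10 or more bmpg UMIs, but so did 8 DMSO barcodes, so this stays open.

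Fewer cells of the flame marker clusters were found with BATT, and fewer kept cells in all (-15.5%). As a share of kept cells, the change was -0.20 log2, with BATT replicate 3 among the DMSO libraries, and -0.34 without it. A loss of flame cells and a smaller yield of cells cannot be told apart, since the groups overlap in that library.

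Under the adult upper limits fewer germline cells were kept, and the limit of 25000 UMIs could remove deep ones. The 34 germline-like cells above the limits held 6.43 UMIs of Smp_349410 per 10000 (95% exact Poisson interval 6.0 to 6.89), against 2.66 (2.23 to 3.15) in the 65 within them. The level of bmpg was not higher above the limits, at 9.99 per 10000 against 11.3 within them. Whether the 34 barcodes above the limits hold 1 cell each was not tested. No biological explanation was tested for this pattern.

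Among other genes the study names, log2FC in whole-library sums was 0.91 (adjusted p = 0.00766) for Smp_114430, 1.01 (adjusted p = 0.094) for bmpg, which passed with DESeq2 (1.0, adjusted p = 0.0194) and with the replicate block (1.03, adjusted p = 0.0206), 0.22 (adjusted p = 0.49) for vf1, -0.074 (adjusted p = 0.764) for cdk1 and -0.077 (adjusted p = 0.796) for psb4, all by edgeR with BH adjustment except where DESeq2 is named. ccnb1 was at -0.026 (adjusted p = 0.923), positive with total counts in place of TMM, and gli1 at 0.0043 (adjusted p = 0.997), negative with DESeq2, with the replicate block, with cells above the 99th percentile limit and without DMSO replicate 3, BATT replicate 1 or BATT replicate 2. Over the 12 study genes tested in these sums, 4 had an edgeR BH-adjusted p under 0.05 when adjusted over the list alone and 3 over all genes.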
